# Multiple regulators control the biosynthesis of brasilicardin in *Nocardia terpenica*

**DOI:** 10.1007/s00253-025-13485-3

**Published:** 2025-06-24

**Authors:** Marcin Wolański, Michał Krawiec, Kay Nieselt, Tobias Schwarz, Dilek Dere, Bernhard Krismer, Carolina Cano-Prieto, Harald Gross, Jolanta Zakrzewska-Czerwińska

**Keywords:** Immunosuppressant, Actinomycetes, Transcriptional factors, Gene expression, Secondary metabolite gene clusters

## Abstract

**Abstract:**

Brasilicardin A, BraA, is a secondary metabolite produced by the bacterium *Nocardia terpenica*, and a promising drug due to its potent immunosuppressive activity and low cytotoxicity. Currently, a semisynthetic approach confers the production of a complete compound but suffers from limited heterologous biosynthesis of BraA intermediates used in the chemical semi-synthesis steps leading to only lab-scale quantities of the compound. A better understanding of the gene expression regulatory pathways involved within the brasilicardin biosynthetic gene cluster, Bra-BGC, is a prerequisite to improving production titers further. However, the transcriptional regulation of the Bra-BGC has only been superficially analyzed, till now. In this study, we comprehensively analyze the functions of several unstudied transcriptional regulators, KstR, SdpR, and OmpR, encoded within the close vicinity of the Bra-BGC, and delve into the role of the previously described cluster-situated activator Bra12. We present that Bra12 and the novel regulator SdpR bind several DNA sequences located in the promoter regions of the genes essential for BraA biosynthesis. Subsequently, we demonstrate the complex regulatory network through which both regulators can control the activity of those gene promoters and thus gene expression in Bra-BGC. Furthermore, using the heterologous producer strain *Amycolatopsis japonicum*, we present that Bra12 and SdpR regulators play opposite roles in brasilicardin congener biosynthesis. Finally, we propose a comprehensive model of multilevel gene expression regulation in Bra-BGC and propose the roles of locally encoded transcriptional regulators.

**Key points:**

• *Multiple regulators bind within the brasilicardin gene cluster.*

• *Bra12 and SdpR are key regulators of brasilicardin biosynthesis.*

• *The bra0 - 1 intergenic region is likely a key regulatory “hot-spot.”*

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00253-025-13485-3.

## Introduction

Bacteria of the phylum Actinomycetota (formerly Actinobacteria) (Oren and Garrity 2021) are prolific producers of clinically valuable secondary metabolites (SMs). These include a variety of compounds exhibiting diverse biological activities, e.g., antimicrobial, anticancer, and immunosuppressive. Among Actinomycetota, the genus *Streptomyces* is the main source of commercially available SMs, producing approximately two-thirds of antibiotics of natural origin. A tremendous increase in the number of sequenced bacterial genomes and the development of bioinformatics tools in recent years largely facilitated the identification of novel secondary metabolite gene clusters (SM-BGCs)—this has revealed that the underexplored and so-called rare Actinomycetota, e.g., *Amycolatopsis, Catenulispora*, and *Nocardia*, can also represent precious sources of valuable metabolites (Ding et al. 2019; Engelbrecht et al. 2021; Gavriilidou et al. 2022). However, the discovery of novel compounds is hampered as most of the SM-BGCs are not expressed at all or only at a very low level, making their putative products difficult to detect and study under laboratory conditions. The genome mining strategy followed by genetic engineering tools and heterologous host expression allows for the unraveling of this treasure trove by enabling the activation of silent SM-BGCs (Gross 2007; Rutledge and Challis 2015; Ding et al. 2019; Lee et al. 2020; Bauman et al. 2021). One means of awakening silent SM-BGCs includes engineering transcriptional regulators (TRs) responsible for controlling gene expression in those clusters. This usually involves overexpression of positive and/or elimination of negative TRs. The choice of strategy often relies on a multistep experimental analysis of regulatory protein function. That includes identifying TR target promoters within the gene cluster and TR binding sites, and deciphering the TR mode of action, including putative interaction of the TR with small ligand compounds or/and other protein regulators, or/and its posttranslational modifications.

Brasilicardin A (BraA) is an immunosuppressive compound produced naturally by the human pathogenic bacterium *Nocardia terpenica* IFM 0406 (Shigemori et al. 1998). To date, the physiological or ecological role of BraA in its native host remains unknown. However, BraA is considered a promising lead in organ transplantation due to its high immunosuppressive activity and novel mode of action (Usui et al. 2006). Importantly, BraA exhibits lower toxicity than other drugs currently used, such as cyclosporin (Komaki et al. 2000). The biosynthetic production of BraA using the native producer strain is elaborate, since it requires as a biosafety level 2 (BSL- 2) classified strain strict safety measures during the production and workup phase, and in addition, it exhibits low isolation yields. Furthermore, the preparation of this complex natural product by total synthesis (Anada et al. 2017; Yoshimura et al. 2018) has been impressively demonstrated but is economically not feasible and not sustainable. However, a recent semisynthetic strategy that employed chemical modifications of the BraE compound, an intermediate of the BraA biosynthetic pathway obtained through heterologous expression in a *Streptomyces griseus* host, allowed for the economical production of BraA on a gram scale (Botas et al. 2021). Despite these achievements, further improvement of the titer of BraE is desirable, as this may subsequently facilitate the generation of new brasilicardin derivatives (Niman et al. 2023). However, still little is known about the mechanisms that regulate the expression of the genes involved in brasilicardin biosynthesis, making this task challenging.

In *N. terpenica*, the brasilicardin biosynthetic gene cluster (Bra-BGC) involved in the synthesis of the core skeleton and BraA modifications comprises 13 genes (Fig. 2). These genes include *bra0*–*bra11*, which encode enzymes responsible for the biosynthesis of the compound, and *bra12*, which encodes Bra12, a crucial positive TR of the gene cluster. Bra12 is required for the transcription of all Bra-BGC genes, including its gene (Schwarz et al. 2018a). However, the target promoter regions for Bra12 within the Bra-BGC have not been identified so far. Additionally, genes coding for other putative regulators, namely KstR, SdpR, LysRNt, and OmpR, were recently identified in the regions directly flanking Bra-BGC (see Tab. S4). Among them, only LysRNt has been studied to date (Wolański et al. 2021). LysRNt was shown to play a negative role in the biosynthesis of BraA intermediates, possibly by controlling the expression of a significant portion of the genes within the Bra-BGC through LysRNt binding within the promoter regions of the *bra0 - 1* and *bra12* genes and a putative promoter region of the *bra7* gene. Interestingly, that study also showed that the DNA-binding activity of LysRNt is subject to regulation via the intermediates of the BraA biosynthetic pathway.

The presence of multiple putative transcriptional regulators suggests a complex regulation of Bra-BGC expression, which is in addition possibly influenced by external factors. Since these mechanisms remain elusive, we focused our efforts on collectively examining the roles of the unstudied regulatory protein candidates (KstR, SdpR, OmpR) and exploring the function of Bra12. In this study, out of the three putative regulators, we identify SdpR as a new player that can control gene expression within the Bra-BGC. Using electrophoretic mobility shift assay, DNase I footprinting, and reporter assays, we demonstrate the possible interplay between SdpR and Bra12 regulators in controlling the activity of crucial *bra0–bra1* gene promoters.

## Materials and methods

### Bacterial strains, culture conditions

The strains used in this study are listed in Table S1 in the Supplementary Information (SI). For *Escherichia coli* cultures, the conditions, media, and antibiotic concentrations followed commonly used protocols (Sambrook and Russell 2001); for *Amycolatopsis japonicum* cultures, the growth conditions and media were the same as described previously (Schwarz et al. 2018a); for *Nocardia* and *Streptomyces* cultures, the growth conditions are included in experimental procedures described below. The expression of recombinant proteins in *E. coli* hosts was performed as described below in the paragraph on protein purification.

### DNA manipulations, plasmid, and strain construction

For plasmid construction, standard molecular biology procedures and the SLIC method were used (Kieser et al. 2000; Sambrook and Russell 2001; Li and Elledge 2007). Purification of plasmids and PCR products was performed using commercially available kits (Thermo Fisher Scientific and A&A Biotechnology). Transformation of *E. coli* cells with the linear or circular DNA constructs was conducted as described previously (Kieser et al. 2000; Sambrook and Russell 2001). Plasmid constructs were verified by restriction digestion and/or DNA sequencing. To introduce plasmids into *Streptomyces* and *A. japonicum* hosts, the original (Kieser et al. 2000) and the modified intergeneric conjugation procedure was used (Schwarz et al. 2018a). Plasmid and strain construction strategies are described in the SI. Plasmids, fosmids, and oligonucleotides (supplied by Merck) used in the study are listed in Tables S1 and S2; enzymes were purchased from Thermo Fisher Scientific and New England Biolabs.

### *Nocardia* cultures for RNA isolation, RNA-seq library preparation, and sequencing

Seed cultures of *N. terpenica* IFM 0406 were grown from spore stocks in GPM medium (pH 7.0 ± 0.2) for 39.25 h at 37 °C and 150 rpm. Subsequently, four 300-mL Erlenmeyer flasks (A, B, C, and D) containing 100 mL of GPM medium were inoculated with 300 µL of seed culture and incubated for 33 and 48 h, respectively, at 37 °C with shaking at 150 rpm. These two time points were chosen, since at 33 h, no biosynthesis of brasilicardin A was detected, but at the same time, the *Nocardia terpenica* IFM 0406 cell culture had entered the exponential growth phase, and at 48 h of growth, the biosynthesis of brasilicardin A was detectable.

RNA was then isolated for the four samples, which were named R1 - 33 h, R2 - 33 h, R1 - 48 h and R2 - 48 h. To prepare samples for RNA purification, 20 mL main culture aliquots from the four shake flasks A–D were quickly transferred after 33 h and 48 h, respectively, into 50-mL centrifuge tubes containing 2.2 mL of phenol-ethanol stop solution (one part phenol equilibrated with TRIS/EDTA at pH 8.0 and nine parts of EtOH). Upon mixing by vortexing, each solution was incubated for 5 min on ice and subsequently centrifuged for 15 min at 4500 g and 4 °C. Supernatants were discarded, and the resulting *Nocardia* cell pellets were stored until RNA extraction at − 80 °C. For cell lysis, each pellet was suspended in 4 mL TRIzol and incubated for 5 min at RT. One mL of each TRIzol cell suspension was transferred into 2-mL tubes with 0.5-mL zirconium beads (0.1–0.2 µm in diameter), and cells were disrupted by shaking employing a FastPrep- 24 bead beating instrument (MP Biomedicals) 2 × 30 s at 6 m/s. The cell lysate was kept on ice for 3 min and subsequently mixed with 200 µL chloroform and centrifuged (5 min, 10,000 g at RT). For alcohol-based RNA precipitation, the upper aqueous phase was transferred into a new tube, mixed with 500 µL isopropanol, and incubated for 10 min at − 80 °C. After centrifugation (10 min, 21,000 g, 4 °C), the supernatant was decanted and the resultant pellet was dried. The RNA pellet was dissolved in 100 µL RNase-free water and purified, employing a NucleoSpin® RNA Clean-up kit according to the manufacturer’s protocol. The four extracted RNA samples (R1 - 33 h, R2 - 33 h, R1 - 48 h, and R2 - 48 h) were finally obtained each in 50 µL RNase-free water, quantified using a NanoDrop 1000 instrument, checked for quality using gel electrophoresis, and stored at − 80 °C.

For the library preparation, the four samples were first treated with T4 polynucleotide kinase. The RNA samples were then split into two halves and one half was treated with Terminator™ 5′-phosphate-dependent Exonuclease (+ TEX), and the other half was left untreated (− TEX), as described previously (Sharma et al. 2010). TEX is an enzyme specific for already processed or cleaved transcripts. To generate mainly sequencing reads of the 5′-end of the transcripts, the samples were not fragmented before cDNA synthesis. The cDNA libraries were constructed by Vertis Biotechnologie AG, Germany. For cDNA synthesis, the RNA samples were poly(A)-tailed to the 3′-end using poly(A) polymerase. Then, the 5′-triphosphate residues were removed using RNA 5′-pyrophosphatase. Accordingly, an RNA adapter was ligated to the 5′-monophosphate residue of the RNA. First-strand cDNA synthesis was performed using an oligo(dT)-adapter primer and the M-MLV reverse transcriptase. The resultant cDNAs were PCR-amplified to approximately 10–20 ng/µL using DNA polymerase. Finally, the cDNAs were purified using an Agencourt AMPure XP kit and analyzed via capillary electrophoresis.

For Illumina NextSeq sequencing, the eight cDNA samples (R1 - 33 h-TEX^+^, R2 - 33 h-TEX^+^, R1 - 33 h-TEX^−^, R2 - 33 h-TEX^−^, R1 - 48 h-TEX^+^, R2 - 48 h-TEX^+^, R1 - 48 h-TEX^−^, R2 - 48 h-TEX^−^) were pooled in about equimolar amounts. Subsequently, the cDNA pool was eluted from a preparative agarose gel in the 200–500 bp size range. The primers used for PCR amplification were designed for TruSeq sequencing according to the instructions of Illumina. The cDNA pool was single-end sequenced on an Illumina NextSeq 500 system using a read length of 1 × 75 bp.

### RNA-seq data analysis

For the 5′ enriched sequencing data analysis, the raw reads were first processed with READemption (Förstner et al. 2014), followed by TSSpredator. READemption is an automated RNA-Seq processing pipeline with the purpose of processing differential RNA-Seq (dRNA-Seq) data for the identification of transcriptional start sites in bacteria. READemption consists of several subcommands, for the analysis of the data up to generating the wiggle files that served as input for TSSpredator. In particular, the following subcommands were used: subcommands “create” and “align” using default arguments with the *N. terpenica* IFM 0406 (NCBI RefSeq accession number: NZLWGR00000000.1) for the mapping step. The subcommand “gene_quanti” was used to compute the read quantities based on the respective gff file of the reference genome. Finally, using the subcommand “coverage,” the wiggle files were generated.

Based on the wiggle files computed using READemption, TSSpredator was conducted. TSSpredator is a comparative, fully automated TSS annotation tool for precise and fast generation of genome-wide TSS maps from dRNA-seq data (Dugar et al. 2013). Before the comparative evaluation, the differential RNA-seq expression wiggle data were further normalized using an enrichment normalization percentile approach. The transcription start sites were computed using the mode “comparison of different conditions” in TSSpredator comparing the two different time points of the growth curve (33 and 48 h). The TSS prediction approach was applied at both times to the two biological replicates, respectively, using the default parameter settings of TSSpredator. All computed TSS were classified with respect to their position in the genome relative to annotated, proteinogenic genes (Sharma et al. 2010). For each TSS, it was calculated and investigated whether the site was a primary or secondary transcription start site of a gene, whether an internal TSS was proved, an antisense TSS, or whether the site could not be assigned to any of these classes of annotated genes (orphan TSS).

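The *N. terpenica* libraries gave 16922 transcription start sites (TSSs), 16134 of them detected at 33 h and 16248 at 48 h. The table lists 1 primary TSS per gene, and in each of the 1184 genes that also had a secondary TSS the primary TSS had the highest step height over the 2 time points, so that the lead of primary over secondary TSSs follows from how the classes are defined. The 4540 primary TSSs had a median step height, the rise of normalized coverage at the site, of 46.9 at 33 h and 42.1 at 48 h, against 10.6 and 10.1 for the 1421 secondary TSSs, 9.27 and 8.98 for the 5514 internal TSSs, 10.6 and 8.98 for the 6125 antisense TSSs and 13.6 and 11.6 for the 1464 orphan TSSs. A site counted in every class it had, and 2142 sites had more than 1 class. Of the primary TSSs, 1215 had no 5′ UTR, which is 26.8% (95% exact binomial interval 25.5 to 28.1), and for protein genes this means a leaderless mRNA. They include 10 genes of tRNAs and other RNAs that are not translated, and without the 53 such genes with a primary TSS, a choice made after seeing the data, the share was 1205 of 4487 (26.9%, 25.6 to 28.2). Genes with no 5′ UTR had a median step height of 78.8 at 33 h and 67.9 at 48 h, or 76.8 and 67.9 without RNA genes, and the 3325 genes with a leader had 37.8 and 33.2, or 37.1 and 32.5 without RNA genes, with a median 5′ UTR of 63 nt (quartiles 34 and 130 nt). TANNNT starting 13 to 6 nt upstream, the core of the promoter element next to the start in actinobacteria, stood in front of 54.2% of the primary TSSs (52.8 to 55.7), 39.8% of the orphan, 35.8% of the antisense, 35.4% of the secondary and 26.6% (25.5 to 27.8) of the internal TSSs. This order depended on the motif: with TATAAT and up to 2 mismatches, primary TSSs (42.2%) stood below antisense (48.4%) and orphan TSSs (45.4%), and internal TSSs were again lowest (33.7%). In 100 copies of the same sequences shuffled with their dinucleotides kept, the highest percentages with TANNNT were 6.32% for primary and 3.68% for internal TSSs. Both time points detected 15460 sites, 91.4% of the total (90.9 to 91.8), and 674 were detected at 33 h alone and 788 at 48 h alone. The caller was run in a mode that compares the 2 time points, so their calls may not be independent. Part of the overlap may therefore come from the calling. The intervals cover counting error over sites, and the classes and calls are those of the authors' table.

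**Figure D1:**
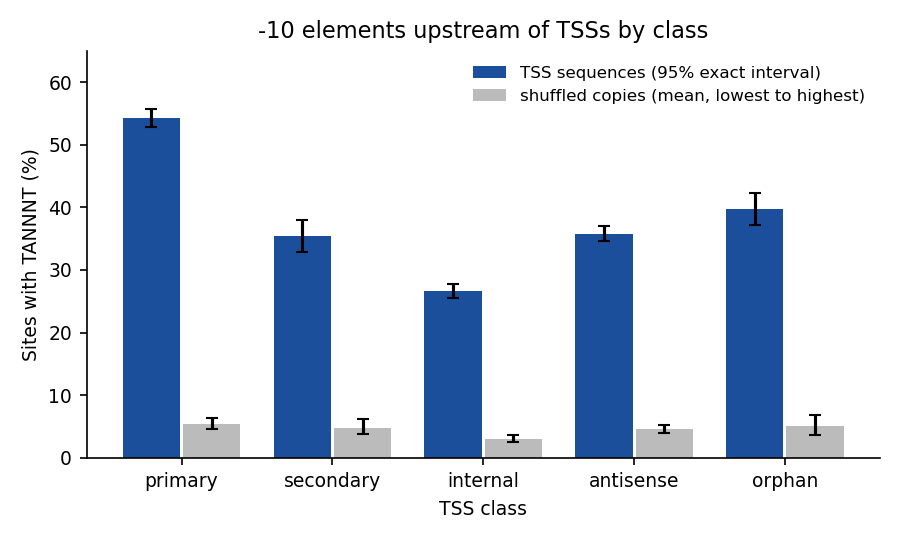
Percent of TSSs of each class with TANNNT starting 13 to 6 nt upstream, with 95% exact binomial intervals, beside the mean of 100 shuffled copies of the same sequences. With this motif primary TSSs stand highest at 54.2% and internal TSSs lowest at 26.6%, and each class lies above its shuffled copies.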

Raw sequencing reads in FASTQ format as well as the final TSS master table (Tab. S6) computed as described above are available via Gene Expression Omnibus under accession number GSE271981 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE271981).

### RT-qPCR

For details on RNA isolation and RT-qPCR analysis of *A. japonicum* strains, see the SI.

### Protein purification

The recombinant KstR-His, SdpR-His, Bra12-His, and OmpR-His proteins were purified using approaches described earlier in detail for LysRNtHis_6_ (Wolański et al. 2021). Briefly, the *E. coli* Rosetta™ 2(DE3) strains harboring corresponding regulatory genes cloned in pET- 21a(+) expression plasmid were used to express C-terminally His-tagged proteins. The proteins were purified on the Äkta Start system (GE Healthcare) using metal affinity chromatography resins (Talon column). The protein purity was assessed using sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS-PAGE) (Laemmli 1970) and staining (PageBlue™ solution from Thermo Fisher Scientific).

### Protein-DNA interaction studies

Electrophoretic mobility shift assay (EMSA) and DNase I footprinting were used to investigate interactions between recombinant proteins and the DNA fragments representing either the selected regions on the BcaAB01 fosmid encompassing the gene cluster or the entire fosmid. For EMSA, a standard approach described earlier (Wolański et al. 2021) with modifications was applied—for details, see the SI. DNase I footprinting was conducted as described in the previous study (Wolański et al. 2016).

### Luciferase reporter assay

The activities of the gene promoters were measured in the *Streptomyces coelicolor* M1154 host using bacterial luciferase reporter assay, as described previously (Płachetka et al. 2021). Briefly, the spores of the *Streptomyces* strains harboring corresponding pFLUX vectors, bcaAB01 fosmid (or its derivatives), or pUWL vector (or its derivatives) (Tab. S2) were applied onto the solid DNA medium previously poured into the wells of white opaque 96-well plates (OptiPlate- 96, PerkinElmer). The wells were inoculated with 7.5 µL of activated (10 min, 50 °C) spore suspensions of OD_600_ = 3.3. Three biological replicates (three independent clones per strain) and four technical replicates per clone were used in the measurements. The plates were incubated in the inverted orientation at 30 °C, and the luminescence readings were taken using an EnVision 2105 multimode plate reader (Perkin Elmer).

### Detection of brasilicardin congeners

To assess the levels of brasilicardins production in *A. japonicum* strains, the procedure described in the previous study was applied (Schwarz et al. 2018a). Briefly, a preculture grown in tryptic soy broth medium (TSB) for 48 h was subsequently diluted with SM17 medium at a ratio of 1:100 and cultivated for another 72 h. The centrifuged supernatants were used directly for HPLC/MS analysis. The UV intensities obtained for each brasilicardin congener (BraC, BraC aglycon, BraD, and BraD aglycon) were summed up to calculate total brasilicardin production.

### Other bioinformatics tools, nucleotide, and amino acid sequences

The web addresses for bioinformatics tools and the links to sequence resources used in the study are listed in the SI (Tab. S7 and Supplementary Materials and Methods). Briefly, the following tools were used: protein parameters—ProtParam (Gasteiger et al. 2005); identification of protein domains—SMART (normal mode) (Schultz et al. 1998; Letunic and Bork 2018) and CD search tool (default parameters) (Marchler-Bauer et al. 2017); searches for protein homologs—BLASTp (protein–protein blast); in silico prediction of protein DNA binding sites—MEME tool of MEME suite package (Bailey et al. 2009) (search parameters were as follows: classic mode; maximum 3 different sequence motifs; occurrence 0 or 1 per sequence); generation of sequence logos—WebLogo (Crooks et al. 2004). The following sequence data are available online: *Nocardia terpenica* IFM 0406 genome sequence—EMBL/GenBank, accession number LWGR00000000.1 (Buchmann et al. 2016); the Bra-BGC sequence—GenBank, accession number MT247069. CorelDRAW X5 was used to create the figures.

## Results

Several previous attempts to achieve a high production yield of BraA in native and heterologous host systems turned out to be highly inefficient, most likely due to the low transcriptional activity of the Bra-BGC (Schwarz et al. 2018b, 2018a; Wolański et al. 2021). To verify this assumption, we examined global gene transcription in the native host *N. terpenica* IFM 0406 strain using RNA-seq. This analysis revealed that the expression of the brasilicardin gene cluster (average RPKM 4.5 and 4.2 at 33 h and 48 h, respectively) and many other secondary metabolite gene clusters, for terpenibactins (Chen et al. 2020), ectoin or, 2-methylisoborneol biosynthesis (BGCs 1.10, 1.4, and 1.6, respectively), exhibited significantly lower expression levels than primary metabolism genes (e.g., for ribosomal proteins, 16S rRNA or sigma factors) (Tabs. S3A and B).

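Transcription was measured by differential RNA-seq of cultures of *N. terpenica*, the actinomycete that makes brasilicardin A, at 33 h and 48 h. The RNA of 2 biological replicates per time point was sequenced with and without Terminator exonuclease (TEX), which degrades processed RNA carrying a 5′ monophosphate and so enriches the 5′ ends where transcription began. This gave 8 libraries, 2 for each time point and treatment. The authors mapped the reads to the strain's RefSeq genome with READemption and called TSSs from the coverage with TSSpredator at default settings. The values used here are those of the authors' TSS table, with sites on 3 contigs (8821, 8094 and 7 sites). Its main measure is the step height in the TEX-treated library, with 1 value per site and time point. The median step height was 13.2 at 33 h (16161 sites with a value) and 11.6 at 48 h (16262 sites), and the highest values were 165475 and 101849. Values per replicate and total reads per library were not used here, so no SD is given and no test between the time points was run. Step heights below 15 lay on regular spacings of 0.662 or 0.757 at 33 h and 0.691 or 0.722 at 48 h: 97.15% of 8676 values and 97.46% of 9266 values were within 0.006 of a whole multiple, against 1.61% and 1.77% for random spacings. If a spacing is taken as 1 read, the median step height rests on 17 to 21 reads at 33 h and 15 to 17 reads at 48 h. The 2 spacings per time point also appear to mean that each value comes from 1 replicate, which the paper's text does not state. The 95% intervals given for ratios of step heights were computed from these units and cover counting error, not the difference between cultures. Fold differences are ratios of the step heights as listed, log2 ratios were taken after adding 0.1 to both step heights, and the strongest primary TSS stood for its gene. The median log2 ratio over the sites detected at both time points was -0.24, so a site at the median was slightly lower at 48 h.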

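By median step height, the primary TSSs of the Bra-BGC (*bra0* to *bra12*) stood below those of ribosomal protein genes. Only 4 of the cluster's 13 genes had a primary TSS, so this does not describe the cluster as a whole. The paper assumes that *bra1* to *bra11* form an operon or sub-operon, and the median counts the *bra1* start once. Over these 4 genes the median step height was 147.2 at 33 h and 140.9 at 48 h. Ribosomal protein genes had a median of 216.4 at 33 h (28 genes) and 227.5 at 48 h (30 genes), so that the cluster stood at 0.680 and 0.620 times their level. The cluster median depended on *bra0* and *bra1*. Without both of them, a comparison chosen after seeing the data, only 2 genes remained. Their median was 0.138 and 0.163 times that of the ribosomal protein genes, and dropping the strongest genes fixed a lower value in advance. Only 5 ribosomal protein genes at 33 h and 6 at 48 h had a stronger start than *bra1*, whereas 25 and 26 of them had a stronger start than *bra12*. Sigma factor genes, whose products direct RNA polymerase to promoters, had a median of 155.6 at 33 h and 138.7 at 48 h (19 genes). The primary TSSs of the 3 listed 16S rRNA genes, chosen after their values were seen, had step heights of 95.3, 415.7 and 94.9 at 33 h and 278.8, 1561 and 276.6 at 48 h, and reads of such near-identical copies may be shared between them. Among other secondary metabolism genes, non-ribosomal peptide synthetases had a median of 26.5 at 33 h (14 genes) and 39.0 at 48 h (13 genes). The list of terpene synthases and prenyl transferases had 25.8 and 18.8 (5 genes). It includes polyprenyl synthetases, a geranylgeranyl reductase and a squalene synthase, and these product names do not show that its genes belong to secondary metabolism. *AWN90_RS06645*, the diaminobutyrate acetyltransferase of ectoine synthesis, had 40.9 and 28.3, whereas the 4 polyketide synthase genes had medians of 256.5 and 338.5. All genes with a primary TSS had medians of 46.8 (4464 genes) and 42.4 (4466 genes). Among 10000 random lists of the same size, the cluster median was at percentile 79.1 at 33 h and 83.1 at 48 h, and that of the ribosomal protein genes at 99.98 and 100. Without *bra0* and *bra1* the cluster median was at percentile 23.6 and 32.1. The order depended on the control and the measure: against translation factors, ATP synthase and RNA polymerase the cluster stood at 2.68 and 2.76 times the control, against sigma factors at 0.946 and 1.02 times, and by the step factor, the ratio of coverage at a site to that just upstream, at 2.17 and 4.56 times the ribosomal protein genes. By the step factor the cluster median was at percentile 25.8 and 35.1 of random lists, so its place among all genes depended on the measure too. Step heights measure single starts and genes are not replicates, so no p-value is given. From the RPKM values over whole genes in Tabs. S3A and B, which were not used here, the paper concludes that the cluster is expressed at lower levels than primary metabolism genes.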

Since our goal was to fully understand the mechanism regulating gene expression within the Bra-BGC, we embarked on a detailed study of the impacts of the transcriptional regulators (TRs) identified in silico within the Bra-BGC region (Wolański et al. 2021). In this study, we focused on Bra12 and three other putative regulators, namely KstR, SdpR, and OmpR, which have not been studied yet. To decipher their roles, we employed comprehensive experimental approaches following the general strategy presented in Fig. 1.

**Fig. 1:**
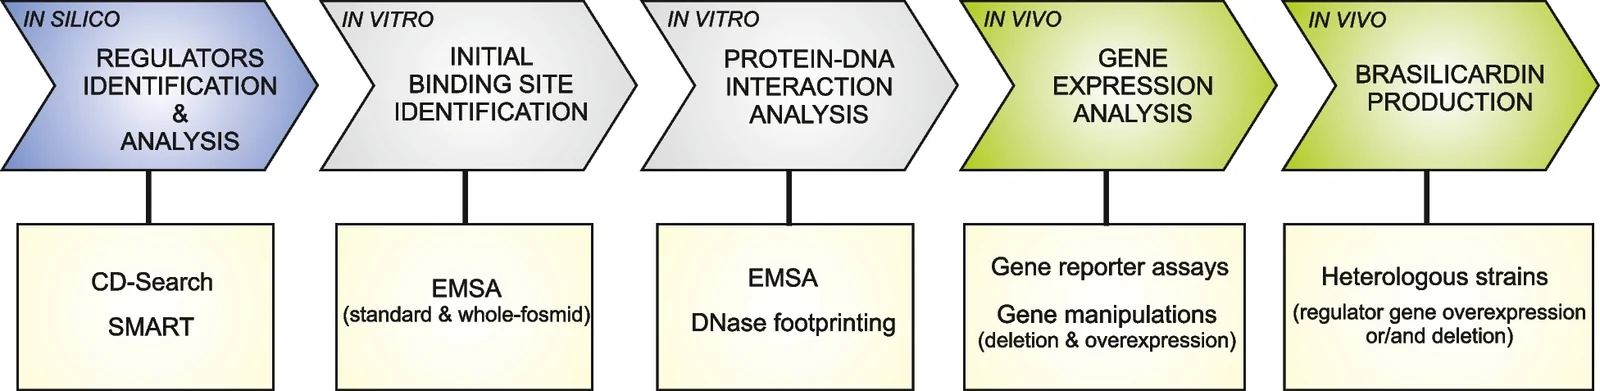
Overview of the experimental strategies used in this study. Schematic representation of the workflow used to decipher functions of transcriptional regulators identified within the Bra-BGC. The milestones are listed in the color-coded arrows of the panel, and the corresponding experimental techniques are shown below in rectangular boxes

### Local regulators bind targets within Bra-BGC

#### In silico analysis identifies putative novel regulators of the Bra-BGC

To gain a first insight into the roles and confirm putative DNA-binding properties of the TRs identified in the Bra-BGC, we analyzed their amino acid sequences for the presence of functional protein domains using SMART and conserved domain-search (CD-search) tools. The analyzed proteins, including the previously studied LysRNt, comprise N-terminal DNA-binding domains (DBDs), except OmpR which contains the DBD at its C-terminus (Tab. S4 and Fig. S1A). The helix-turn-helix (HTH) (KstR and LysRNt) and winged-helix-turn-helix (wHTH) (SdpR, Bra12, OmpR) motifs are assumed to confer these DNA-binding functions. The C-terminal (N-terminal in case of OmpR) portions of those proteins encode putative regulatory domains (RD) involved presumably in signal-receiving functions, for instance, ligand binding (e.g., ADP in Bra12). The analyzed TRs are small proteins (MW < 35 kDa), except for Bra12 which exhibits a higher MW (66.1 kDa). The BLASTp search against nonredundant protein sequences in the NCBI database indicated that all TRs are relatively widespread in bacteria and, in the case of KstR, also in Archaea (Tab. S4). A search against *N. terpenica* IFM0406 protein sequences indicated that each of the regulators has at least one putative paralogue protein in the native host (Tabs. S5A–E). The relatively large, in comparison to KstR and SdpR, number of paralogues in the case of the Bra12, OmpR, and LysRNt (1–2 vs 14–27, respectively) suggests that the paralogs of the latter group of proteins are likely to cover various cellular processes and respond to a variety of environmental stimuli. Indeed, the Bra12 homolog of the AfsR/SARP family, AfsR, is a global regulator activated by phosphorylation and involved in complex regulatory networks in *Streptomyces* (Tanaka et al. 2007). Consistently, the OmpR family of regulators frequently comprises two-component systems involved in the transduction of environmental signals (Itou and Tanaka 2001; Li et al. 2014). Importantly, *ompR* of Bra-BGC is accompanied by a divergently orientated gene (AWN90_RS33325) (Fig. 2) encoding a putative receptor histidine kinase that might be responsible for the phosphorylation of the OmpR regulator. 

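The *ompR* gene and the divergent kinase gene *AWN90_RS33325* each had a primary TSS, and both starts were weaker at 48 h than at 33 h. The TSS of *ompR*, a response regulator gene, was at position 2717639 on the plus strand of contig NZ_KV411304.1, and that of *AWN90_RS33325*, annotated as a HAMP domain-containing histidine kinase, at 2717629 on the minus strand. The 2 starts were 10 nt apart and led away from each other, and each was also listed as antisense to the other gene. The step height of *AWN90_RS33325* was 80.1 at 33 h and 10.4 at 48 h, a 7.73-fold difference (95% counting interval 4.53 to 15.0). That of *ompR* was 76.4 and 25.6, a 2.99-fold difference (2.04 to 4.58). The sequence of the 50 nt upstream of the kinase start and the start itself was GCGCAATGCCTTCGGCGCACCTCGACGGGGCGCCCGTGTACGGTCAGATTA. Among the 500 sites nearest in step height, the log2 ratio of 48 h to 33 h was at percentile 0.0 for *AWN90_RS33325* (-2.94, or -2.70 relative to the median of all sites) and at 2.8 for *ompR* (-1.58, or -1.34). A weaker start inside *AWN90_RS33325*, at 2717545 on the minus strand, had 17.9 at 33 h and 4.84 at 48 h. With 1 value per site and time point, the spread between cultures behind these differences is not known.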

The homologs of KstR and SdpR regulators are less extensively studied. The KstR belongs to a large family of TetR proteins that play roles in a variety of cellular processes (Ramos et al. 2005), including nitrogen metabolism (Jakoby et al. 2000; Loh et al. 2006). Interestingly, the analysis of the gene organization indicates that *kstR* forms a presumable operon with two downstream genes *33,470*–*33475*, coding for enzymes related to nitrogen (amino acid) metabolism pathways. The SdpR putative regulator belongs to a large family of metalloregulators, widespread in bacteria, of which some act as metal sensing repressors involved in metal resistance processes, e.g., ArsR in *E. coli*, SmtB in *Synechococcus*, and CmtT in *Mycobacterium* (Erbe et al. 1995; Xu et al. 1996; Wang et al. 2005).

**Fig. 2:**
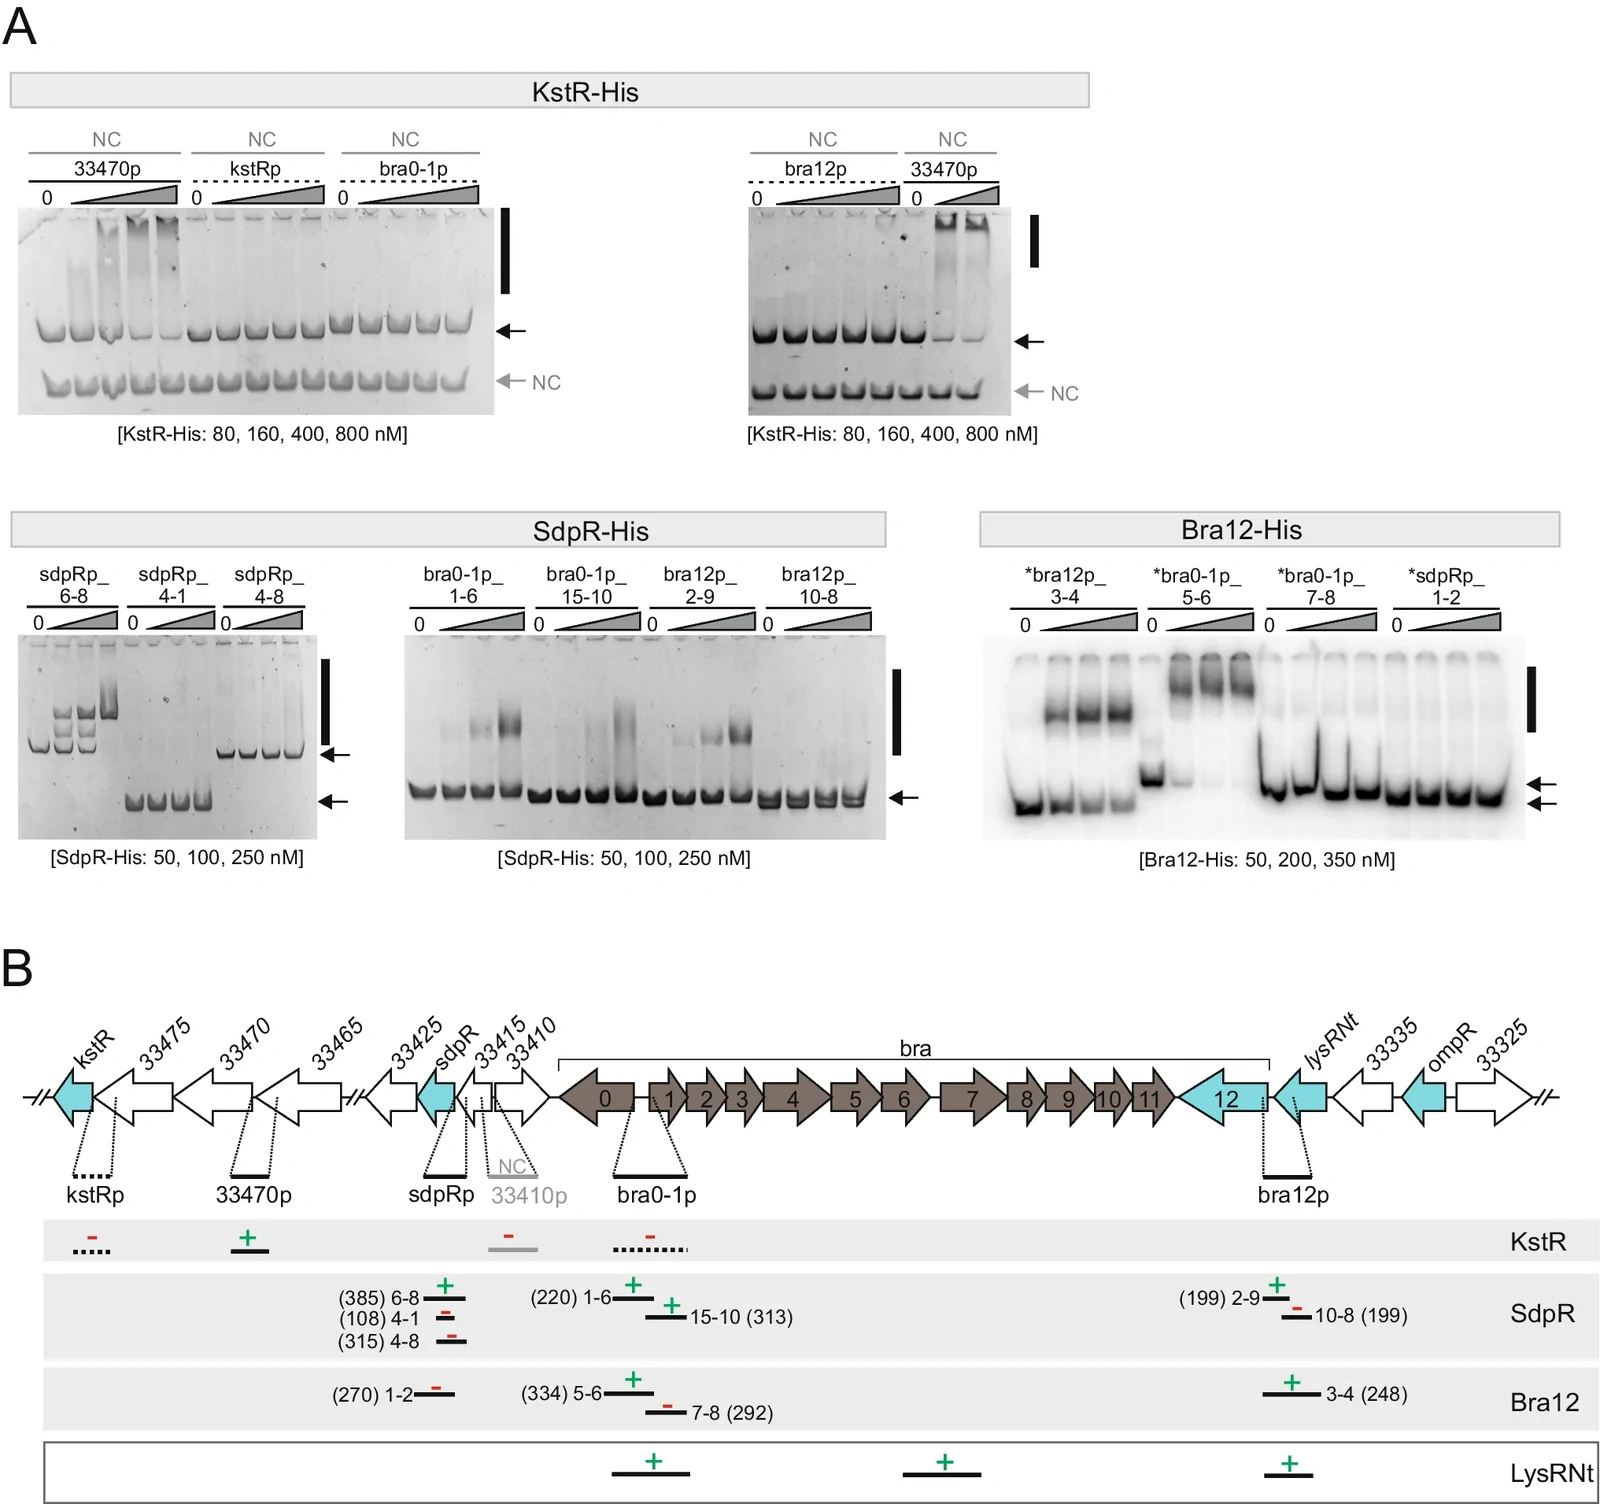
Identification of binding sites of regulatory proteins within the Bra-BGC. **A** EMSA. The recombinant proteins (Bra12-His, SdpR-His, KstR-His) at varying concentrations (indicated below the gels) were incubated with the same amounts of PCR-amplified DNA fragments comprising selected promoter regions (see Figs. S2–5). Unlabeled DNA was used for assays with KstR and SdpR proteins, and ^32^P-labeled DNA (marked with an asterisk) for assays with Bra12. The DNA fragments indicated with the solid lines represent regions identified in the preliminary EMSA (Figs. S2–5); those in gray indicate the internal negative control (NC) (33410p fragment). Black vertical bars along the gels indicate observed protein-DNA complexes; black and gray arrows indicate unbound DNA fragments and the internal NC. **B** EMSA—graphical summary. The DNA fragments analyzed are indicated by short horizontal bars. Numbers next to those bars correspond to primers used in the PCR reactions (Tab. S2); numbers in brackets represent fragment sizes (bp). The presence and absence of protein-DNA interaction are indicated by “** + **” (in green) and “** − **“ (in red) symbols, respectively. The very bottom panel presents previously identified binding locations for the LysRNt protein (Wolański et al., 2021)

#### Regulatory proteins bind to several promoter regions within the Bra-BGC

To identify the genes putatively controlled by the regulators, we sought the regulatory protein binding sites within the Bra-BGC using an in vitro approach based on electrophoretic mobility shift assays (EMSAs). Proteins used in these assays were expressed as C-terminal fusions with Hisx6-tag (Fig. S1B) and purified as previously described (Wolański et al. 2021). In the initial screen for the TR binding sites, we used as DNA bait the restriction-digested fosmid bcaAB01 that comprises the Bra-BGC and the flanking regions of the cluster. This approach led to the identification of several DNA regions bound by the KstR, SdpR, and Bra12 proteins over bcaAB01 (Figs. S2-4). However, the screen turned out to be unsuccessful for OmpR as we did not observe an interaction of this protein with any bcaAB01 fosmid DNA fragment (Fig. S5). This resulted in the exclusion of the protein from further analysis.

Next, to more precisely examine if the other regulators bind to regions containing gene promoters (designated using RNA-seq results, Fig. S11), we performed a set of EMSA experiments using promoter regions located within the fished-out DNA fragments. These included promoters of the investigated regulatory genes *sdpR*, *bra12*, and *kstR* (in the latter case, the *33,470* gene promoter was used as the *33,470*–*33475*-*kstR* form putative gene operon), and essential biosynthetic genes *bra0*, *bra1* (sharing a common divergent intergenic promoter region), and *bra7* (forming the presumed *bra7*-*bra11* sub-operon) (Wolański et al. 2021). 

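Of the genes examined, *bra1* and *bra0* had by far the strongest starts, and the starts of *bra12* and *sdpR* were far weaker, the *bra1* start exceeding them by 20.5-fold and 28.6-fold at 33 h and by 29.7-fold and 31.8-fold at 48 h. The *bra1* gene, encoding an aminotransferase, had a primary TSS at 2735712 on the minus strand of the contig, with a step height of 963.8 at 33 h and 943.6 at 48 h. The *bra0* TSS lay 148 nt away at 2735860 on the plus strand, with 247.4 and 239.7, so that the *bra1* side of the divergent region was 3.90-fold stronger at 33 h and 3.94-fold at 48 h. The TSS of *bra12* at 2720560 on the plus strand had 47.0 and 31.8, and that of *sdpR* at 2738431 on the plus strand had 33.8 and 29.7. None of these 4 sites differed from a ratio of 1 beyond counting error: the 95% intervals of the 48 h to 33 h ratio were 0.906 to 1.06 for *bra1*, 0.829 to 1.13 for *bra0*, 0.450 to 1.01 for *bra12* and 0.555 to 1.36 for *sdpR*. Against the median ratio of all sites (0.846), the interval of *bra1* lay above it, and those of *bra0*, *bra12* and *sdpR* held it. *AWN90_RS33470*, a hydrolase gene, had a primary TSS at 2749581 on the plus strand, with 17.4 and 18.8. A start inside *AWN90_RS33475*, at 2750806, had 49.6 at 33 h and 18.1 at 48 h, and no site was listed for *kstR*. No primary TSS was listed for *bra7*, taken as *AWN90_RS33370* from the order of the locus tags, and a site inside it at 2727422 on the minus strand had 6.81 and 11.7. Between *bra1* and *bra11*, the 12 sites on the minus strand, that of these genes, other than the *bra1* start had medians of 6.05 and 6.91. Of the 10 with a value at both time points, 3 were higher at 48 h beyond counting error and 0 were lower. These were the primary TSS of *AWN90_RS33385* at 2732669 on the minus strand (12.6 and 42.1, 3.35-fold, interval 1.87 to 5.97), a site inside *AWN90_RS33375*, a cytochrome P450 gene, at 2729217 (5.30 and 21.4, 4.04-fold, 1.76 to 11.0) and a site inside *AWN90_RS33355* at 2724345 (5.20-fold, 3.41 to 8.25).

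**Figure D2:**
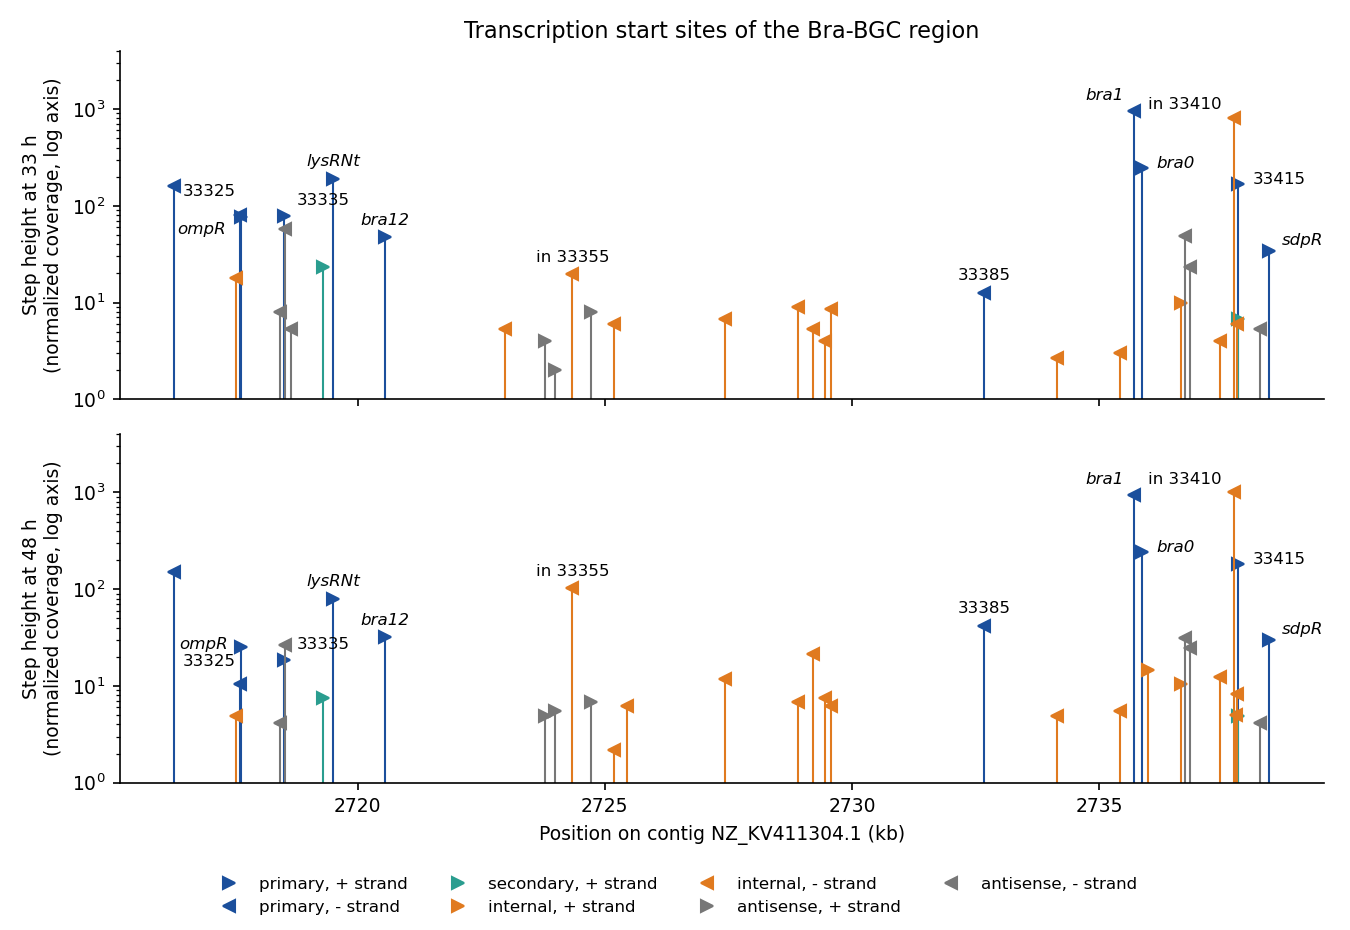
Step heights (normalized coverage, log axis) of the TSSs in and around the Bra-BGC on contig NZ_KV411304.1 at 33 h (upper panel) and 48 h (lower panel), coloured by class, with triangles pointing along the strand. The *bra1* start reaches 963.8 and 943.6, and most sites between *bra12* and *bra1* stay near 10 or below.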

The EMSAs revealed the interaction of both SdpR and Bra12 regulators with the fragments comprising the divergent promoter region of *bra0*–*bra1* genes (bra0 - 1p) and the promoter region of *bra12* gene (bra12p) (Fig. 2). In addition, SdpR exhibited binding to its gene promoter region (sdpRp). Noteworthy, the pattern observed for the SdpR-sdpRp interaction suggested the presence of multiple SdpR binding sites within the investigated promoter region. The KstR protein showed an interaction with the 33470p fragment, which contained a presumed promoter region of the putative *33,470*–*33475*-*kstR* gene operon. However, since *33,470*–*33475* genes presumably do not play a role in BraA biosynthesis, as inferred from previous studies (Schwarz et al. 2018a), we excluded KstR from further analysis at this stage. Importantly, the putative promoter of *bra7* was not bound by either SdpR or KstR (Fig. S6). This region was previously demonstrated as the target for another Bra-BGC regulator, LysRNt (Wolański et al. 2021).

In sum, the in vitro-based protein-DNA interaction studies identified SdpR and Bra12, as the most promising regulators for further analyses. Both SdpR and Bra12 proteins bind to the promoter regions of *bra0–bra1* and *bra12* genes crucial for brasilicardin biosynthesis. The interaction of SdpR with the *sdpR* gene promoter region suggests that SdpR presumably regulates the transcription of its own gene.

### SdpR and Bra12 regulate the activities of gene promoters within the Bra-BGC

#### SdpR and Bra12 bind specific sequences within the promoter regions

EMSA analyses revealed *sdpR*, *bra0 - 1*, and *bra12* gene promoter regions as the targets for SdpR and Bra12 regulators in the Bra-BGC. To gain more insight into protein-DNA interactions, we next aimed to identify the binding sites and to determine the binding sequences for both the TRs.

First, we examined SdpR binding sites using the DNase I footprinting and EMSA. The footprinting assay, carried out in the presence of the DNA fragment that included the promoter of the *sdpR* gene (sdpRp_1 - 2), revealed two DNase I-protected regions (Fig. 3A and B), indicating the presence of two SdpR binding sites. This finding was in line with the previous assumption (Fig. 2A) and confirmed using shift assays with the subfragments of the *sdpRp* region (Fig. S7A). Interestingly, in the DNase I footprinting, we also observed the presence of the DNA region prone to DNase I digestion (marked with asterisks in Fig. 3A and B). This DNase I hypersensitive site might result from protein-induced DNA bending occurring when a protein interacts with a DNA region containing closely located binding sites. Importantly, we could not observe any DNase I-protected regions while investigating the interactions of SdpR with the fragments that encompass *bra0 - 1* and *bra12* promoters (data not shown). This can be explained by a much weaker interaction of SdpR with those two fragments (weak interaction at ~ 100 nM of SdpR) than with the fragment comprising the *sdpRp* region (strong binding at 50 nM of SdpR) as observed earlier in EMSA experiments (Fig. 2A). Thus, to narrow down the DNA sequences that contain SdpR binding sites within these regions, we used standard and competition EMSA (Fig. S7B and C). These results exhibited binding of the SdpR regulator to two distinct locations within *bra0 - 1p* and one location within the *bra12p* region. The sequences of the identified fragments and the two *sdpRp* subregions comprising SdpR binding sites were further subjected to an in silico search for common sequence motifs using the MEME tool (Fig. 3C, left panel, and Fig. S7). This led to the discovery of a 14-nucleotide SdpR binding sequence, hereafter referred to as the SdpR box (Fig. 3C, right panel). The double SdpR boxes have been identified within the *sdpRp* and *bra0 - 1p* regions and a single SdpR box within the *bra12* promoter region. 

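The SdpR boxes lay close upstream of the *sdpR* start, and those of the other promoters that could be placed lay at different distances and, in *bra12p*, downstream of the start. The *sdpR* transcript started at the first base of its GTG start codon, with the box GGTTATATTCCCGT 21 to 34 nt upstream (positions 2738397 to 2738410) and the box GCATATAGGGCCGT 39 to 52 nt upstream (2738379 to 2738392). In *bra0-1p* the box GGTCATATTGCCCG (2735742 to 2735755) was 30 to 43 nt upstream of the *bra1* start and 105 to 118 nt upstream of the *bra0* start. The other box of the alignment for this region, GGCGAAATGCCACG, was not found in the sequence of Fig. S8, which draws only the first bases of *bra1*. In Fig. S7 SdpR bound a fragment that reaches farther into *bra1*, and not one that ends at its start codon. The box may therefore lie inside *bra1*, beyond the sequence drawn. The box of *bra12p*, GGTTATATGTCACT in reverse complement, was 61 to 74 nt downstream of the *bra12* start (2720621 to 2720634), over the start codon drawn in Fig. S8. The placed box of *bra0-1p* lies between the divergent starts, so it is upstream of both by its position and enters a pair with each. Of the 5 box and TSS pairs that could be placed, 4 had the box upstream and 1 downstream. This count leaves out the unplaced box of *bra0-1p*, and the paper describes an SdpR box of that region downstream of the *bra1* TSS. Over 16915 sites with 50 nt of upstream sequence, the consensus GGTTATATKBCMSK matched exactly at 1 site, that of *sdpR*, against a mean of 0.13 in 100 shuffled copies. With 1 mismatch allowed it matched at 4 sites, against 3.6. These included *bra1* and a pair of antisense sites of *AWN90_RS33070* at 2665273 and 2665275, so matches beyond *sdpR* were no more frequent than in shuffled sequence. The paper built the consensus from sequences that include the boxes at *sdpR* and *bra1*, so the matches at these starts are no independent evidence.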

The boxes exhibit a unique arrangement and locations with respect to the corresponding transcriptional start sites (TSSs) in the corresponding gene promoter regions (Fig. S7, Fig. S8, and Tab. S6).

**Fig. 3:**
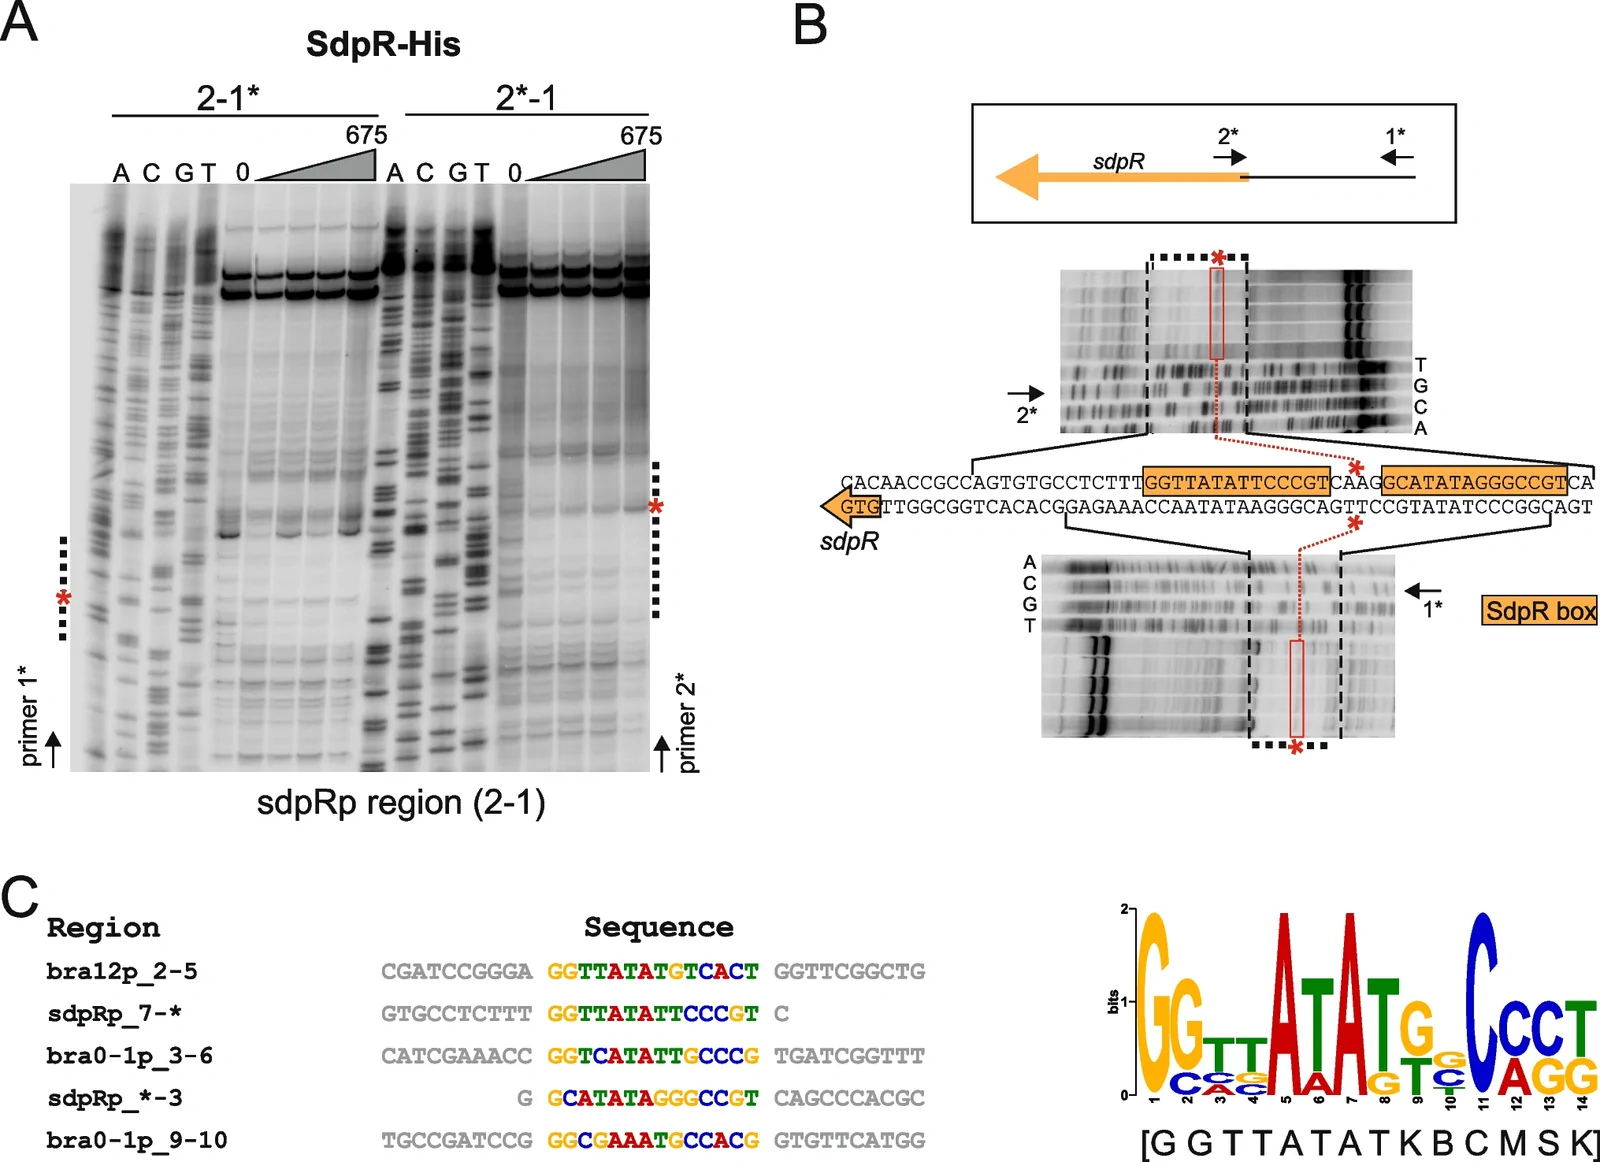
Determination of the SdpR binding sequence. **A** DNase I footprinting. The SdpR-His protein (25, 75, 225, and 675 nM final concentrations) was incubated with the ^32^P-labeled sdpRp_1 - 2 DNA fragment (270 bp) (marked with the asterisk), followed by DNase I treatment. The DNase I-protected or DNase I hypersensitive regions are marked with vertical dotted lines and red asterisks (*), respectively. The sequencing reactions are designated with A, C, G, and T. **B** The detailed analysis of DNase I-protected sequences and the locations of SdpR boxes. **C** (Left) The alignment of the sequences containing the predicted SdpR boxes. The MEME in silico tool was used to predict SdpR sequences within the DNA fragments selected by EMSA (see Fig. S7). (Right) The SdpR box sequence logo and consensus sequence (below in square brackets) were obtained using MEME

Next, we aimed to identify Bra12 regulator binding sites within the *bra0 - 1p* and *bra12p* regions. As no DNase I protection patterns were observed in the footprinting assays (data not shown), we applied as previously an EMSA (including competition assay) approach. In the initial EMSA experiments, we narrowed down the DNA fragments comprising Bra12 binding sites in both promoter regions (Fig. 4A and D). Moreover, the results also suggested the existence of single- and double-binding sites within the *bra12p* and *bra0 - 1p* regions, respectively. By further narrowing down the sequences containing Bra12 regulator binding sites using competition EMSA (Fig. 4B, C, E, and F) and subsequently in silico searches using MEME, we were able to identify the 15-nucleotide Bra12 binding sequence, hereafter called the Bra12 box (Fig. 4G, right panel). 

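Each Bra12 box that could be placed lay upstream of the start it faces. In the divergent *bra0-1p* region the left box ATAAATTTAGGATAA (2735797 to 2735811) was 49 to 63 nt upstream of the *bra0* TSS and 85 to 99 nt upstream of the *bra1* TSS. The right box ATAATTTCTGGATAA (2735766 to 2735780) was 80 to 94 nt upstream of the *bra0* TSS and 54 to 68 nt upstream of the *bra1* TSS. In *bra12p* the box in the sequence of Fig. S8 was ATAAATTTTGGGTAA (2720501 to 2720515), 45 to 59 nt upstream of the *bra12* TSS. All 5 pairs of box and TSS therefore had the box upstream, with its nearest base 45 to 85 nt from the start. These pairs come from 3 boxes. The left and right boxes of *bra0-1p* lie between divergent starts, so each is upstream of both starts by its position and enters a pair with each. A search for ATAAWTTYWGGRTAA in the 50 nt upstream of the TSSs of the genome gave 0 sites with up to 2 mismatches, against a mean of 1.63 in 100 shuffled copies, and as the 3 boxes above reach beyond 50 nt, boxes at such distances from other genes were outside the sequence searched.

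**Figure D3:**
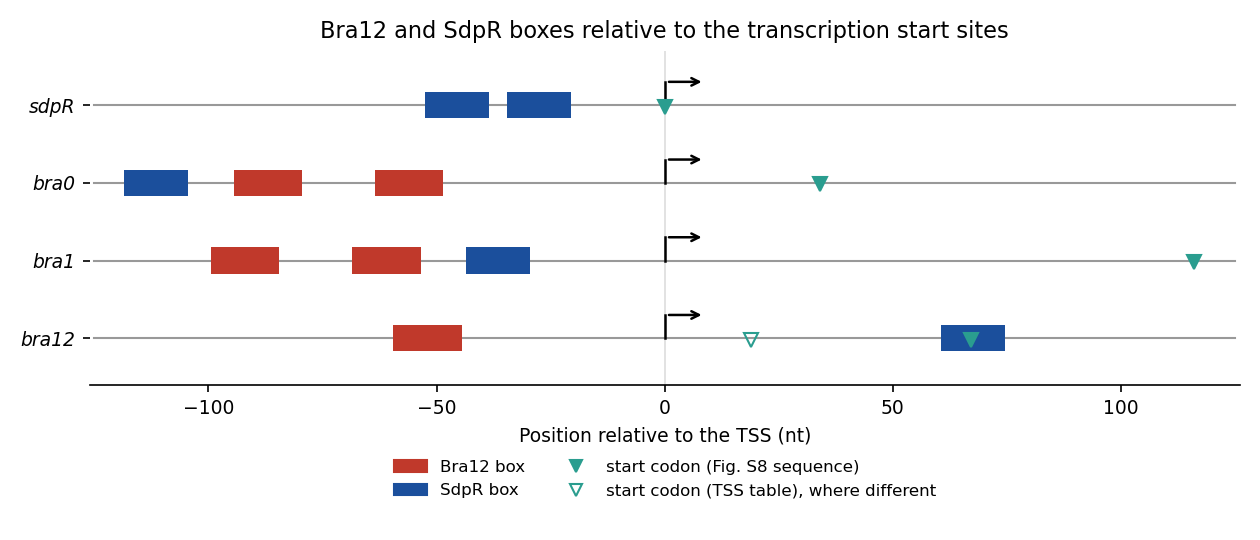
Positions of the Bra12 and SdpR boxes relative to the TSS (0 nt) of *sdpR*, *bra0*, *bra1* and *bra12*, with negative values upstream. Filled triangles mark the start codon of Fig. S8 and the open triangle the annotated start of *bra12* where it differs, and the Bra12 boxes lie between 45 and 99 nt upstream.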

All the identified boxes are located upstream of the previously designated TSSs (Fig. S11) in those gene promoters (Fig. 7), suggesting that the protein acts as a positive transcriptional regulator for the corresponding genes. The two Bra12 boxes located in *bra12p* and the left portion of *bra0 - 1p* share identical sequences, while the third Bra12 box, located in the right portion of the *bra0 - 1p* region, differs in three positions from the former sites (Fig. 4G). Intriguingly, in the competition shift assay employing the radiolabeled DNA fragments comprising *bra12p* and *bra0 - 1p* regions (Fig. 4B–E), we did not observe disruption of the corresponding protein-DNA complexes in the presence of the respective bra12p_6 - 16 and bra0 - 1p_13 - 4 ctDNA fragments, containing the sequences overlapping the corresponding Bra12 boxes in those regions. However, we observed full out-competition of the Bra12 protein binding to those radiolabeled fragments when using longer ctDNA fragments (e.g., bra12p_6 - 15, bra0 - 1p_13 - 2) which were extended by a few or several nucleotides beyond the Bra12 boxes. These findings suggest an inefficient binding of the Bra12 protein to the sites located close to the ends of linear DNA fragments, and the need for the presence of flanking nucleotides necessary to stabilize those protein-DNA interactions.

**Fig. 4:**
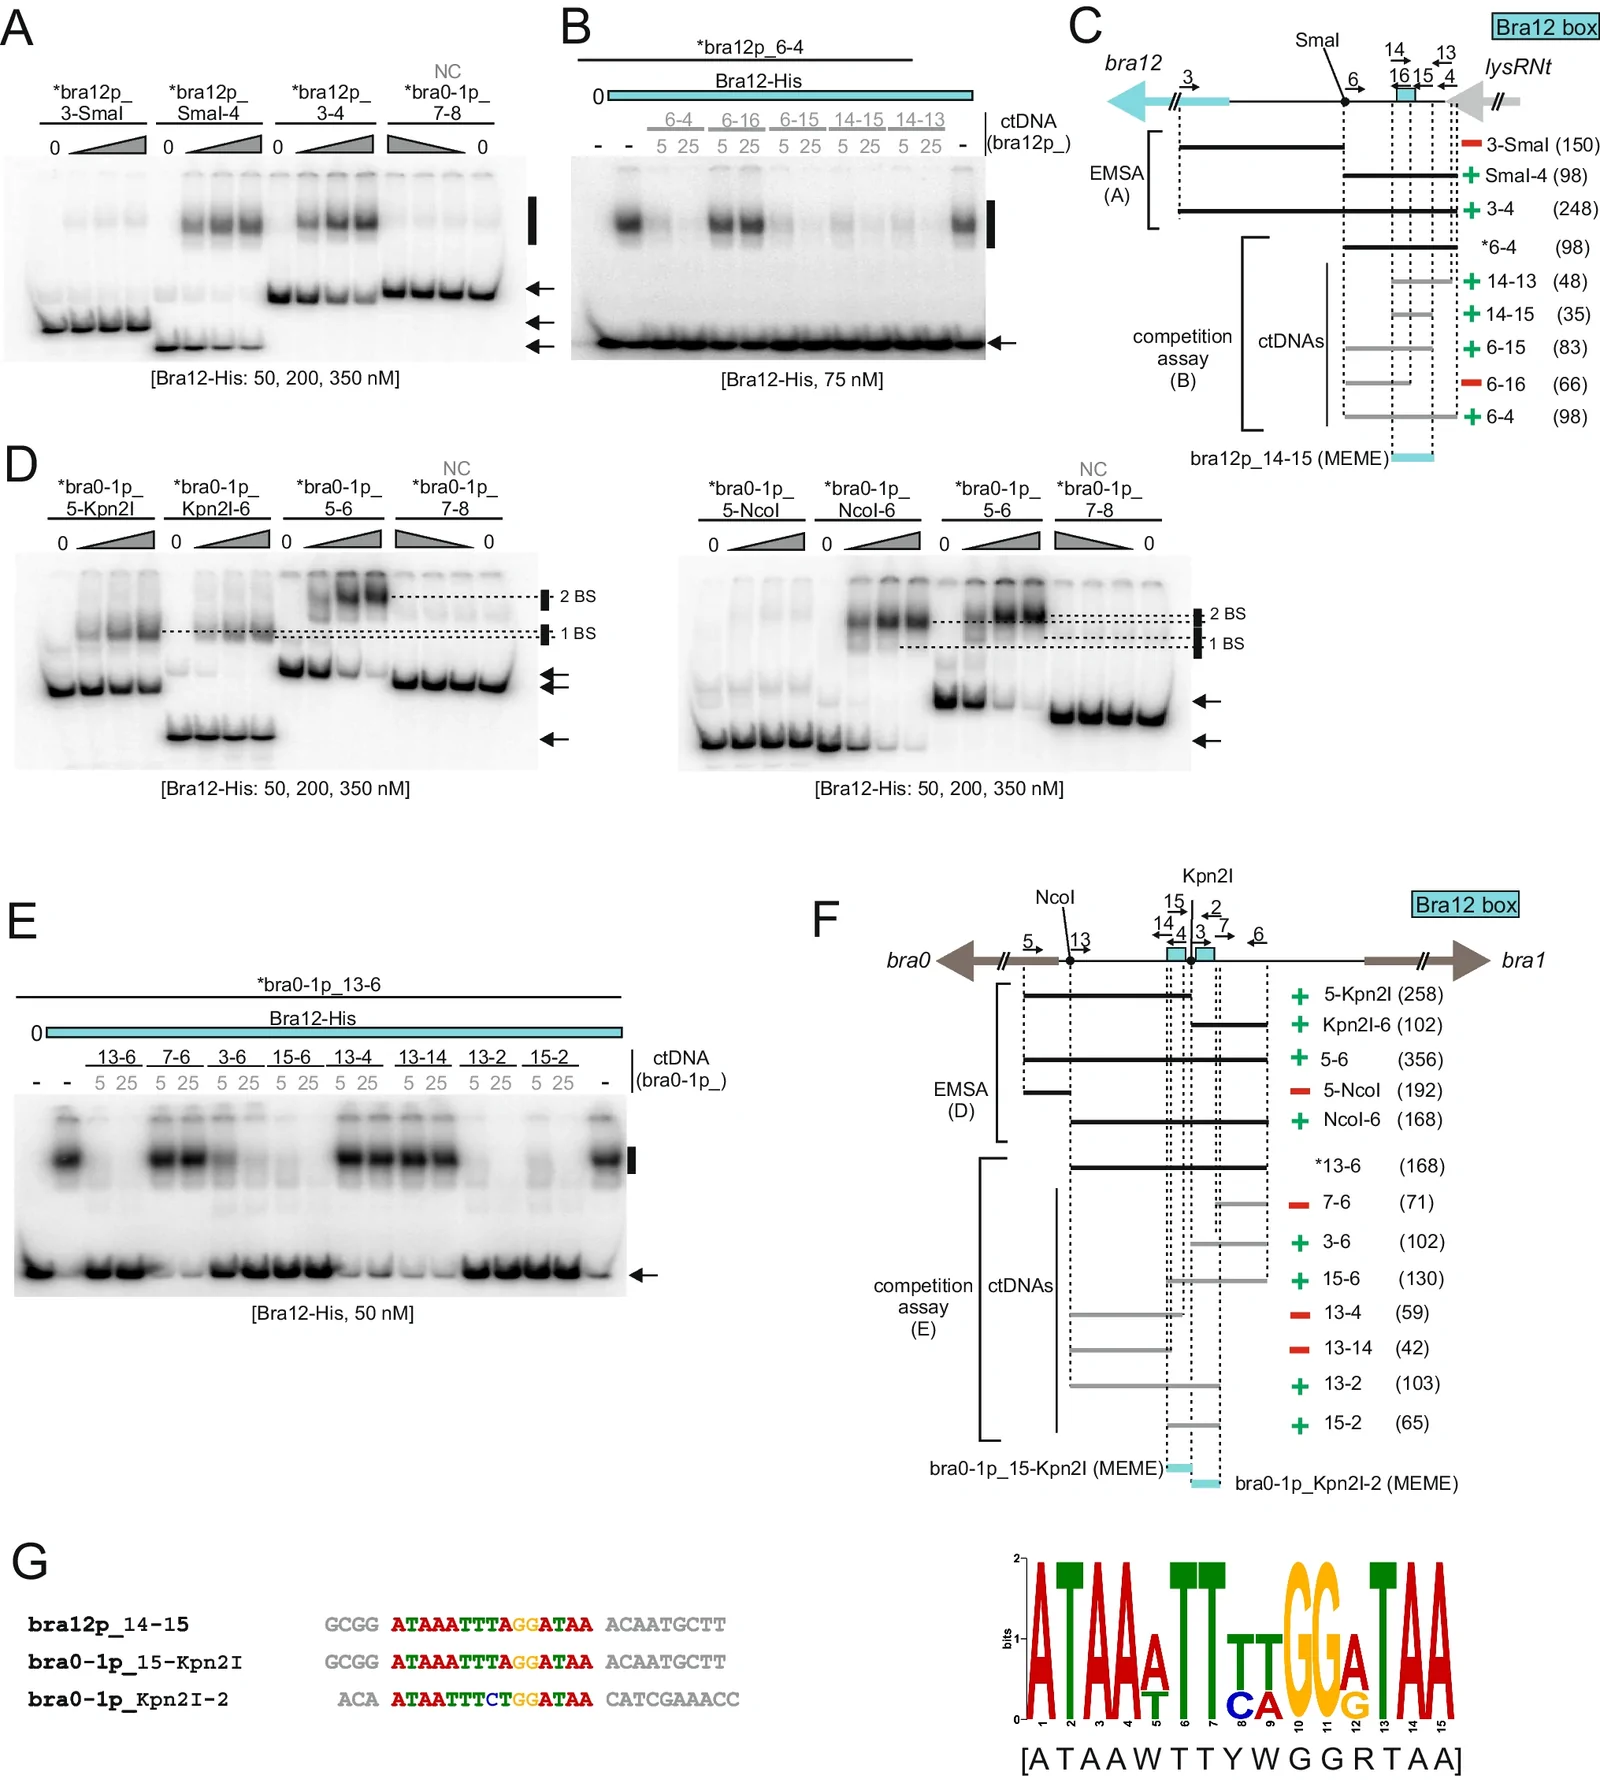
Determination of the Bra12 binding sequence. **A–C** and **D–F** The identification of Bra12 binding sites within *bra12* and *bra0 - 1* promoter regions, respectively. **A** and **D** EMSA. The Bra12-His protein (concentrations shown below the gels) was incubated with the sets of *bra12p* or *bra0 - 1p* regions sub-fragments or a negative control (NC) fragment (bra0 - 1p_7 - 8, see also Fig. 2B). “1 BS” and “2 BS” (**D**) refer to protein-DNA complexes formed by the DNA comprising 1 and 2 Bra12 binding sites, respectively. **B** and **E** Competition EMSA. Bra12-His (75 nM, blue bar) was incubated with radioactively labeled bra12p_4 - 6 or bra0 - 1p_13 - 6 fragments (~ 0.2 nM) and two sets of “cold-target DNA” competitors (ctDNA) (5 or 25 nM) (PCR-amplified DNA indicated in gray font and lines). Black vertical bars and black arrows (**A**, **B** and **D**, **E**) indicate protein-DNA complexes and unbound DNA, respectively. **C** and **F** The summaries of panels **A**, **B** and **D**, **E**, respectively. Radiolabeled primers and DNA fragments are indicated with asterisks (*). The green symbols “** + **” indicate Bra12-His interactions of Bra12-His with corresponding DNA fragments (EMSA) or the ability of the corresponding “cold-target DNA” fragment to outperform the radiolabeled probe used (competition EMSA); the red symbol “** − **“ represents either the lack of protein-DNA interaction (EMSA) or the lack of the ability of the “cold-target DNA” fragment to outperform the ^32^P-labeled DNA fragment (competition EMSA). The numbers next to the bars represent the primers used in the PCR reactions (Tab. S2); numbers in brackets represent fragment sizes (bp). **G** (Left) Alignment of sequences containing the predicted Bra12 boxes. The MEME in silico tool was used to predict Bra12 sequences within EMSA-selected DNA fragments (fragments marked with blue bars in panels **C** and **F**). (Right) Bra12 box sequence logo and the consensus sequence (below in square brackets) were obtained using MEME

In addition, due to the presence of non-overlapping Bra12 and SdpR boxes within the intergenic *bra0 - 1p* region, we also attempted to analyze the possibility of simultaneous binding of these proteins to the intergenic region. The EMSA experiments with a subfragment of *bra0 - 1p* (bra0 - 1p_5 - 6) comprising both Bra12 boxes and a proximally located single SdpR box revealed simultaneous and non-competitive binding of Bra12 and SdpR proteins to *bra0 - 1p* (Fig. S10A) and confirmed the relative locations of the Bra12 and SdpR boxes within that intergenic region (Fig. S10B).

Concluding, the abovementioned in vitro experiments allowed us to determine the SdpR and Bra12 binding sites within *sdpR*, *bra0 - 1*, and *bra12* gene promoter regions. Given their locations relative to the gene TSSs in those promoter regions (Fig. 7), positive and complex regulatory functions in the transcriptional control for Bra12 and SdpR regulators have been proposed.

#### Impact of SdpR and Bra12 on gene promoter activity

Protein-DNA interaction analyses allowed the precise localization of the SdpR and Bra12 regulator binding sites within the promoters of the genes crucial for brasilicardin biosynthesis (*bra0*, *bra1*, and *bra12*). To investigate their impacts on target gene promoters, we applied a bacterial luciferase reporter assay. The well-established and easily genetically tractable *S. coelicolor* strain M1154 was used. The strains comprised either the wild-type bcaAB01 fosmid or gene deletion versions of that fosmid (bcaAB01_Δ*sdpR* and bcaAB01_Δ*bra12*) together with the appropriate reporter pFLUX plasmids containing luciferase encoding gene operon *luxCDABE* (Craney et al. 2007) under the control of a studied gene promoter.

The time-course analyses for the reporter strains showed a negative impact of the *bra12* gene deletion on the activities of the *bra0* and *bra1* gene promoters, as well as its own gene promoter, *bra12p* (Fig. 5). The deletion of *bra12* most significantly affected *bra1p* for which up to a 100-fold reduction in luminescence levels was observed in comparison to the wild-type strain (Fig. 5B). A less pronounced effect of *bra12* gene deletion was observed in the case of the *bra0p* and *bra12p* (up to a tenfold decrease in both cases). The negative impact on gene promoter activities was also observed in the case of *sdpR* gene deletion strains comprising *bra0p* or *bra12p* (Fig. 5), manifested by 10- and 100-fold reductions, respectively (Fig. 5B). The essential role of SdpR for *bra12p* activity was also observed in the reporter strain comprising the *sdpR* gene under the constitutive promoter ermE* (Fig. S9). Interestingly, while only minor differences in luminescence levels of the *bra1p* region between Δ*sdpR* and WT strains were observed, the deletion of *sdpR* exerted a small-time shift in the luminescence activity peak (Fig. 5A, middle panel).

**Fig. 5:**
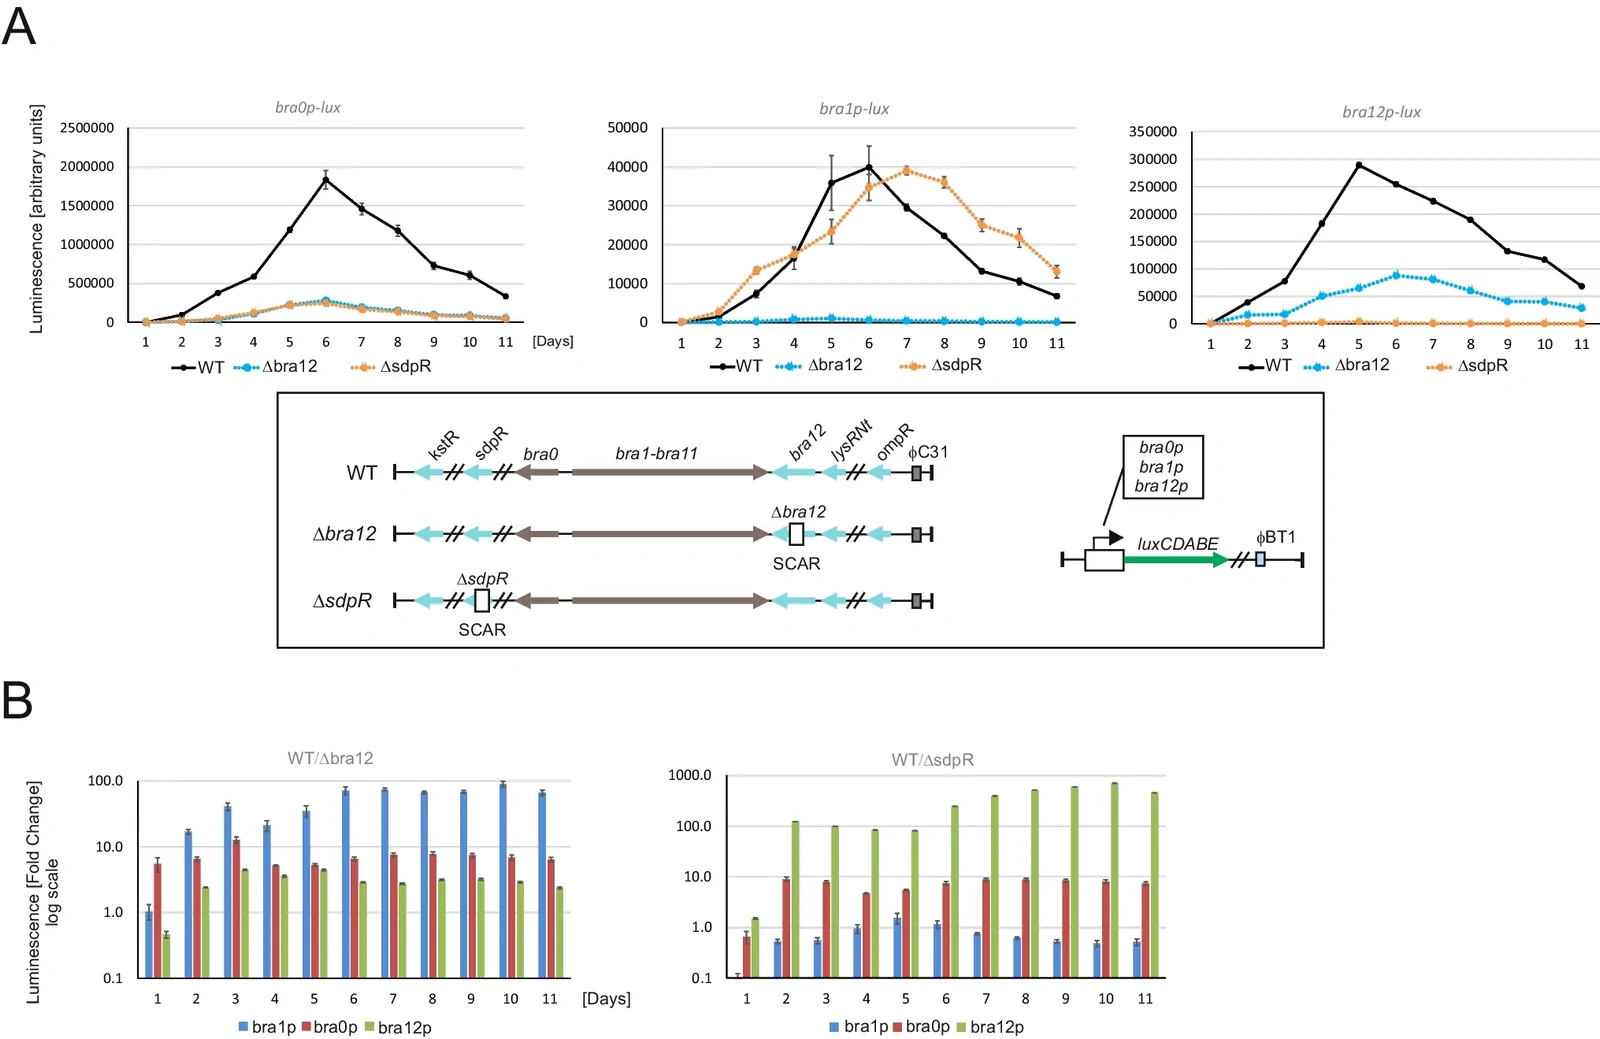
Impact of SdpR and Bra12 regulators on the activities of gene promoters in the Bra-BGC. Luciferase assays. **A** Measurements were conducted using heterologous strains of *S. coelicolor* M1154 that harbor either a *sdpR* or a *bra12* gene deletion fosmid (bcaAB01_ΔsdpR or bcaAB01_Δ bra12, respectively), and the corresponding gene promoters (*bra0p*, *bra1p*, and *bra12p*) delivered onto pFLUX integrative plasmids. The luminescence readings were normalized against the OD_600_ of the corresponding cultures grown on a solid DNA medium for 11 days. The frame at the bottom depicts the fosmids and plasmids used to create corresponding reporter strains. **B** The fold changes of promoter activities. The graphs were created using averaged luminescence values obtained for corresponding time points

In sum, the gene expression analyses using reporter strains indicated the impacts of both Bra12 and SdpR regulators on the activities of the promoters controlling the genes essential for brasilicardin biosynthesis. The absence of the Bra12 regulator exerts a negative impact on the activities of *bra0*, *bra1*, and *bra12* gene promoters, suggesting that Bra12 acts as a positive transcriptional regulator. The absence of SdpR negatively impacts the activities of the *bra0* and *bra12* gene promoters and exerts a negligible impact on the *bra1* promoter, indicating that the protein presumably plays a complex overall role in gene expression.

### SdpR and Bra12 impact brasilicardin production

To study the influence of regulatory proteins on biosynthesis, we evaluated the production levels of brasilicardin congeners in liquid cultures of several mutant strains. Due to the low genetic tractability of the *N. terpenica* strain, we used the previously established heterologous host *Amycolatopsis japonicum*, also belonging to Actinomycetota (Schwarz et al. 2018a, 2018b). To examine the impact of a lack of regulators, we individually introduced to the host strain the bcaAB01 fosmids comprising *sdpR* or *bra12* gene deletions (bcaAB01_ΔsdpR and bcaAB01_Δbra12) (Tab. S1). To study the overexpression of the regulatory genes, we cloned the *sdpR* gene into the integrative plasmid pIJ10257 under the constitutive ermE* promoter (ermE*p) leading to the construction of pIJ_sdpR. Subsequently, the pIJ_sdpR and *bra12* overexpression plasmid pIJ_bra12, generated in the previous study (Schwarz et al. 2018a), were introduced into the *A. japonicum* host strain carrying the pPS1 derivative of bcaAB01 fosmid (Tab. S1). The pPS1 facilitates analyses of the impact of individual regulators as it comprises only a minimal set of genes essential for brasilicardins biosynthesis (*bra0*-*bra12*) and confers production of brasilicardins on levels similar to those of the strain harboring the bcaAB01 fosmid (Schwarz et al. 2018a). To analyze the effects of gene deletions, the corresponding derivatives of the bcaAB01 fosmid were individually transferred to the wild-type *A. japonicum* host. In both the overexpression and deletion strains, the corresponding changes in *bra12* and *sdpR* regulatory gene expression levels were confirmed by qPCR (Fig. S12).

HPLC/MS analysis of liquid culture extracts of the *bra12* overexpression strain (*A. japonicum*::pPS1 + pIJ_bra12) revealed significantly higher (296%) levels of brasilicardins compared to the control strain harboring the empty plasmid pIJ10257 (*A. japonicum*::pPS1 + pIJ) (100%) (Fig. 6). In support of this result, the *bra12* deletion mutant created in our lab (*A. japonicum*::bcaAB01_Δbra12) showed no production of brasilicardins, which is also in line with the previous findings (Schwarz et al. 2018a). Conversely, the SdpR overexpression strain (*A. japonicum*::pPS1 + pIJ_sdpR) exhibited a negative effect manifested by a clear drop (64%) in brasilicardin production, while the deletion mutant of this gene (*A. japonicum*::bcaAB01_ΔsdpR) showed pronouncedly higher brasilicardin levels (397%) with the reference to the control strain. To further enhance brasilicardin production, we also attempted to investigate the effect of combining the *sdpR* gene deletion (bcaAB01_ΔsdpR) with *bra12* overexpression (pIJ_*bra12*) in a single strain. However, for unknown reasons, we could not obtain the strain despite several attempts.

**Fig. 6:**
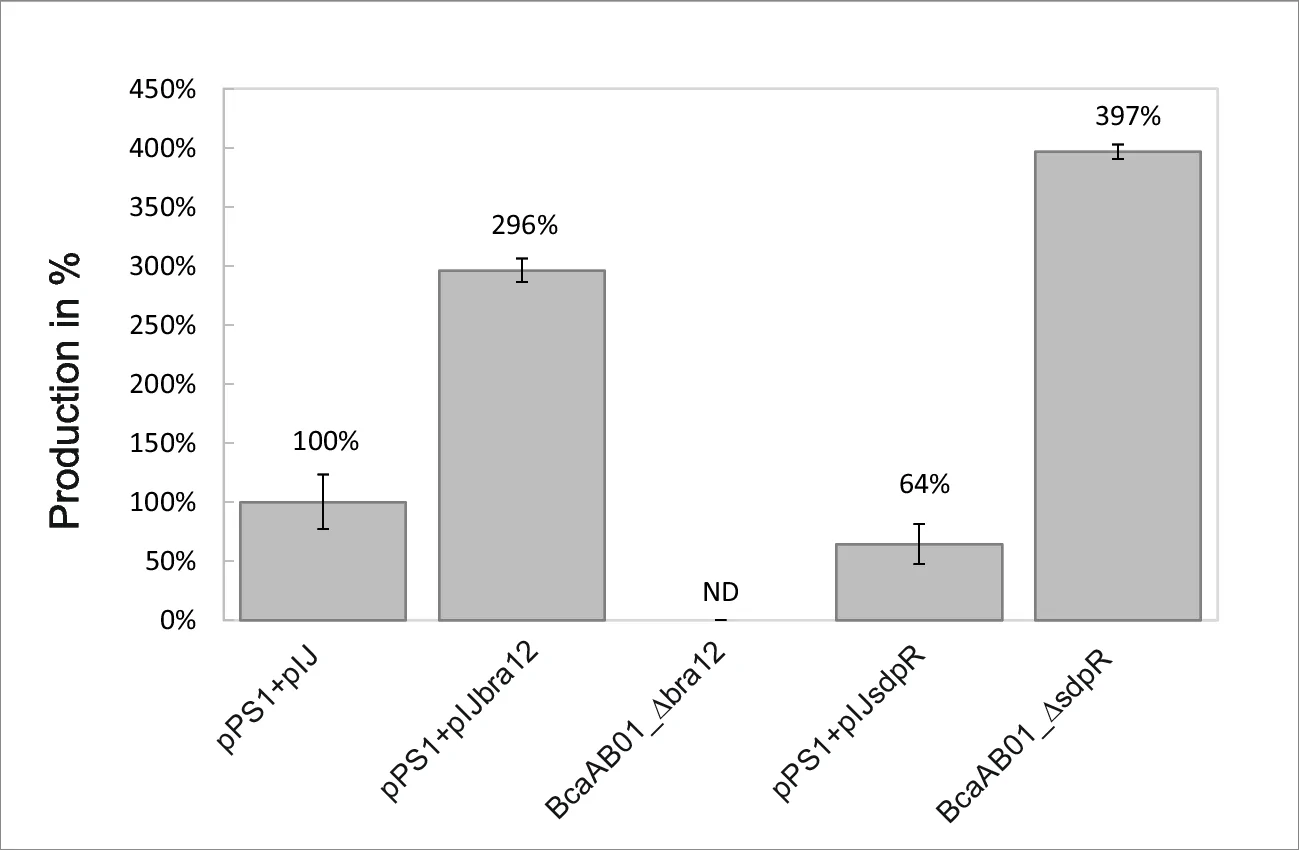
The influence of regulatory proteins Bra12 and SdpR on the biosynthesis of brasilicardin congeners. HPLC/MS. The total production of brasilicardins (sum of BraC, Brac-agl, BraD, BraD-agl) was measured in the supernatants of 72-h liquid cultures of *A. japonicum* strains harboring corresponding constructs (see Tab. S1). The bars represent the averages of three technical replicates obtained for each strain and normalized to *A. japonicum*::pPS1 + pIJ (100%); the standard deviations were calculated using Excel. ND is non-detectable

To sum up, we confirmed the essential role of the Bra12 protein for brasilicardin biosynthesis using a heterologous host expression system. We also showed that the SdpR regulator negatively affects the production of the corresponding secondary metabolites.

## Discussion

Brasilicardin A is considered a promising immunosuppressive lead structure for organ transplant therapies. The recent findings showed a semisynthetic approach as the effective way to obtain a complete compound in laboratory-scale quantities (Botas et al. 2021). However, further improvements regarding the production yields are limited by the availability of biosynthetically generated brasilicardin intermediates. Amelioration in their production levels seems to be hampered to the greatest extent by the lack of understanding of molecular mechanisms regulating gene expression in the brasilicardin gene cluster, Bra-BGC. The sequence analysis of the gene cluster and its flanking regions revealed the presence of multiple genes encoding putative transcriptional regulators (KstR, SdpR, Bra12, LysRNt, and OmpR) suggesting a complex transcriptional regulatory network (Wolański et al. 2021). However, only the roles of the LysRNt and Bra12 have been investigated to date, in addition, to various extents. While the role of LysRNt regulator in brasilicardin biosynthesis and its presumed mechanism controlling the activity of the protein has been revealed in a recent study (Wolański et al. 2021), the function of Bra12, considered the major positive regulator, has not been explored in detail (Schwarz et al. 2018a). To broaden our understanding of the regulatory dependencies in the Bra-BGC, we embarked on the investigation of the unstudied putative regulators KstR, SdpR, and OmpR and delved into the function of Bra12.

To elucidate the potentials of new regulatory candidates and Bra12, to control gene expression within the Bra-BGC, we first looked for the binding sites for those proteins within the gene cluster. Using the EMSA approach, we demonstrated that KstR, SdpR, and Bra12 proteins were able to interact with several gene promoters located within the regions comprising the Bra-BGC and flanking genes on the fosmid BcaAB01. Nevertheless, we did not detect the binding of OmpR protein to any of the fosmid regions. This led to the subsequent exclusion of this putative regulator from further analyses. Noteworthy, the deletion of the BcaAB01 region comprising the *ompR* gene did not affect brasilicardin biosynthesis in the previous study (Schwarz et al. 2018a), suggesting that the OmpR does not play a function in compound production. The second regulator, KstR, belonging to the TetR family, was also excluded from further investigation, as it only exhibited the potential to regulate the expression of a putative gene operon *33,470*–*33475-kstR*, including its own gene. However, the glutamine-dependent synthetase and peptidyl-arginine deaminase enzymes, encoded by *33,470*–*33475*, usually play roles in nitrogen (amino-acid) metabolism pathways and, according to a previous study, are not related to precursor supply and brasilicardin biosynthesis (Schwarz et al. 2018b). The two other candidate regulators, Bra12 and SdpR, showed greater potential to regulate gene expression in the Bra-BGC as they exhibited binding to the promoters of biosynthetically essential genes *bra0-bra1* and *bra1,* and their own gene promoter regions, suggesting the addition of possible transcriptional autoregulation. Moreover, SdpR exhibited binding to the *bra12* promoter region indicating another level of transcriptional regulation in the gene cluster.

An initial prediction of Bra12 and SdpR functions, based on the locations of their binding sites in relation to the transcriptional start sites (TSS) determined using RNA-seq, led us to propose that Bra12 plays a positive role in gene expression, while the role of SdpR in gene expression cannot clearly be defined. Indeed, quantitative analysis using a reporter gene expression system showed that the strains lacking the *bra12* gene exhibit pronouncedly decreased activity of *bra0*, *bra1,* and *bra12* gene promoters (~ 10-, ~ 100-, and ~ tenfold, respectively), in comparison to the control strains containing the gene. The results correspond to a previous qualitative gene expression study that showed a crucial role of Bra12 in the transcription of the entire set of genes involved in the brasilicardin biosynthesis, namely *bra0* and *bra1–bra11*, and its own *bra12* gene (Schwarz et al. 2018a). We assume that the strongest effect observed for the *bra1* promoter emphasizes the essential role of Bra12 not only in the expression of gene *bra1* but also for the entire *bra1–bra11* biosynthetic gene cluster, as those genes are assumed to form an operon or sub-operon (Wolański et al. 2021). Disruption of *bra12* affects negatively, also, though less pronounced (~ tenfold change), the activity of the promoter of another gene, this time *bra0*, orientated divergently to *bra1*, and sharing within *bra1* a common intergenic region. Noteworthy, *bra0* codes for the dioxygenase involved in decorating brasilicardin congeners with the methoxy group at carbon atom C16. Although, Bra0 does not play an essential role in brasilicardin backbone biosynthesis (Schwarz et al. 2018a), the methoxy group seems to be crucial for the immunosuppressive activity of brasilicardin A (Komatsu et al. 2004, 2005). Altogether, our findings indicate that Bra12 controls the activity of all biosynthetic genes in the gene cluster. We propose that binding Bra12 within the *bra0 - 1* region is required to activate expression of the entire Bra-BGC and suggest that Bra12 alone might exert a major impact on brasilicardin biosynthesis. In addition, the activity of the *bra12* gene promoter shows a positive correlation with the presence of Bra12, indicating autoregulation of its own gene (Fig. 5). The requirement of Bra12 for the transcription of the *bra12* gene was first observed in a previous study (Schwarz et al. 2018a). We demonstrate that this is likely due to direct regulation, as Bra12 binds to the *bra12* gene promoter region. Transcriptional autoregulation was reported for several regulators of the SARP (*Streptomyces* antibiotic regulatory protein) family to which Bra12 belongs (Santamarta et al. 2002; Hoskisson et al. 2006; Novakova et al. 2010; Tsypik et al. 2021). It is also worth mentioning that some of the known AfsR/SARP regulators may undergo phosphorylation, required to enhance their DNA-binding activity. The analysis using the SMART tool identifies an N-terminal DNA binding domain of Bra12 as a Trans_reg_C receiver domain (Pfam PF00486), typical for response regulators of two component phosphorelay transduction systems. In addition, our sequence analysis has identified at least 21 homologs of Bra12 encoded in the *N. terpenica* genome. This suggests that AfsR homologs can likely form a number of regulatory networks responding to various environmental stimuli in this organism. However, putative activation of Bra12 by phosphorylation, and further impact on expression of the Bra-BGC, has not been investigated and remains unknown. Importantly, heterologous production assays confirm the essential role of Bra12 for the biosynthesis of brasilicardins (see further discussion).

In the case of SdpR, the arrangement of its binding sites in the promoter regions did not allow us to clearly predict a general function for the protein in the regulation of gene expression in the Bra-BGC. For instance, in the biosynthetically essential *bra0 - 1* region, the presence of two SdpR boxes, both upstream and downstream *bra0* and *bra1* gene TSSs, respectively, suggested a corresponding positive and negative role in gene expression (Fig. 7). However, the reporter assays revealed a negative impact of *sdpR* gene disruption on the activity of the *bra0* promoter (~ tenfold decrease in comparison to the control strain), while for *bra1*, only a slight delay in the promoter activity peak was observed (Fig. 5A). The impact exerted on the *bra0* promoter corresponds to the predicted function for the SdpR. We propose that two effects presumably exerted the observed shift in the *bra1* promoter activity, a reduction of the level of Bra12 and an absence of SdpR. The reduction of Bra12 levels might result from a pronouncedly decreased (over 100-fold) activity of the *bra12* promoter observed in the ΔsdpR strain. Importantly, the positive impact of SdpR on the *bra12p* activity was also confirmed using a *sdpR* overexpression strain (Fig. S9). Further, a decreased level of Bra12 in the absence of SdpR should therefore lead to a significant reduction in *bra1* promoter activity. However, we demonstrate that a lack of SdpR leads only to a small delay in *bra1p* activity, and finally to increased levels of brasilicardins. These findings led us to suggest that SdpR may negatively, by binding to the SdpR box located downstream of the TSS of the *bra1* gene, regulate the expression of this gene promoter. In sum, the combined impact of the absence of the SdpR repressor and the decrease in Bra12 activator levels results in a slightly delayed activation of the *bra1* promoter. Importantly, using EMSA, we demonstrate that both regulators do not compete for binding to DNA fragments comprising the *bra0 - 1* intergenic region (Fig. S10). This suggests that Bra12 and SdpR may independently exert an impact on the gene expression of *bra1* (and the downstream genes *bra2*–*bra11*) probably as the result of a balance in cellular levels between both proteins. The complexity of putative regulatory functions by SdpR has been also revealed in the case of *sdpRp*. Surprisingly, despite the presence of two SdpR boxes in the *sdpRp* region, SdpR did not show any impact on its own gene promoter activity excluding the possibility of an autoregulatory function. We speculate that SdpR, which belongs to a large family of metalloregulators widespread in bacteria, may be subject to another level of regulation, related to the metal sensing as it was shown for ArsR, SmtB, and CmtT regulators of *E. coli*, *Synechococcus*, and *Mycobacterium*, respectively (Erbe et al. 1995; Xu et al. 1996; Wang et al. 2005).

**Fig. 7:**
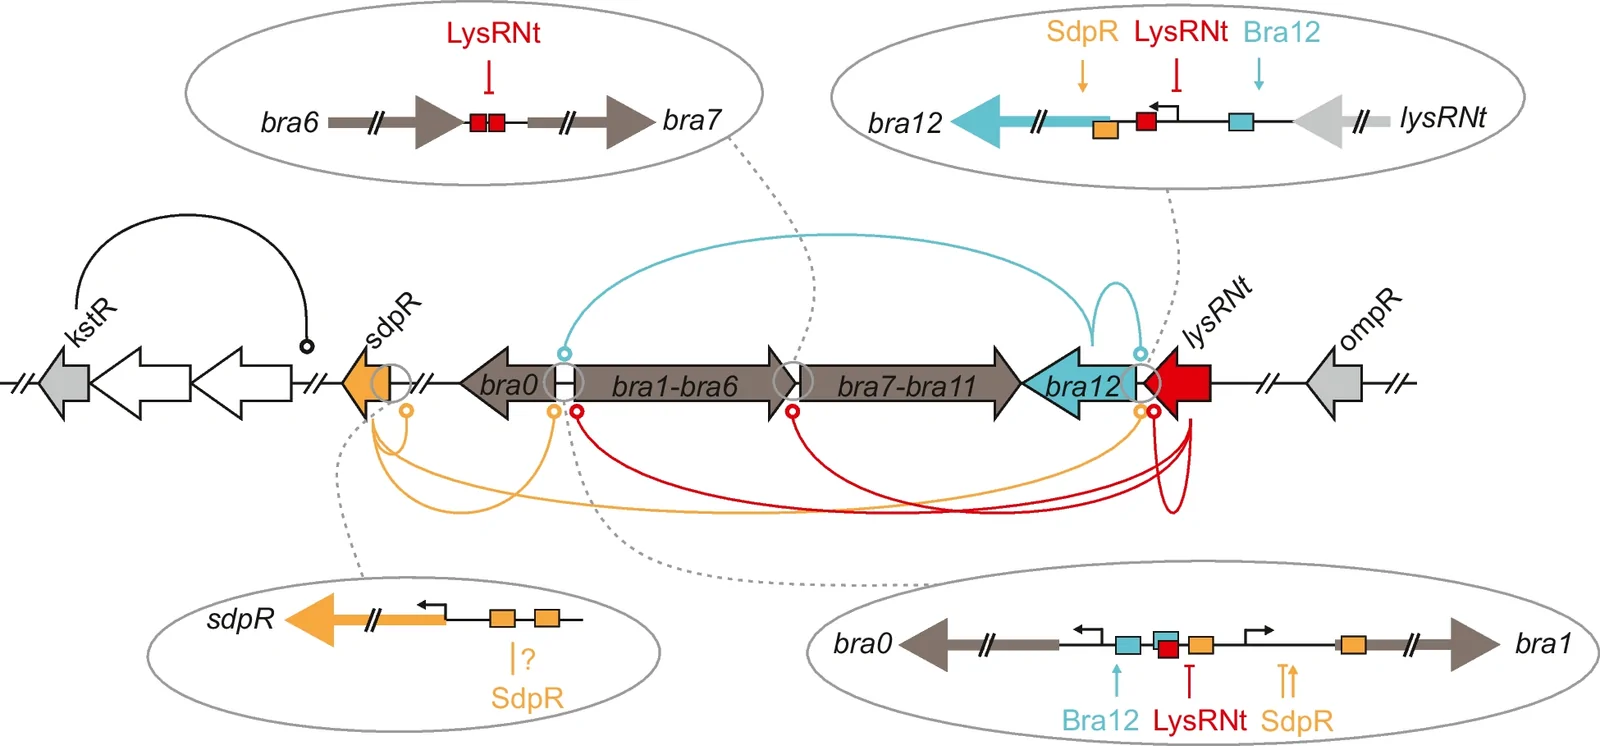
Presumable regulation of the Bra-BGC. The genes encoding regulatory proteins are linked to the identified target gene promoter regions using color-coded solid lines that end up with circles. The blue, orange, and red rectangles within the promoter regions depict the locations of the binding sites of the regulatory proteins Bra12, SdpR, and LysRNt, respectively. The assumed or verified effects exerted by the regulators on the activities of the corresponding gene promoters are presented by vertical arrows (activation) and T-lines (repression). In the case of LysRNt, its putative role in gene transcription has been shown, as the direct impact on promoter activity was not studied (Wolański et al. 2021). The bent arrows indicate the transcription start sites (TSS) (see also Fig. S8)

Here, we demonstrate that both Bra12 and SdpR exert important, nevertheless opposite effects, on brasilicardin congener biosynthesis. Consistently, with the previous research (Schwarz et al. 2018a), we show that Bra12 positively affects the process of biosynthesis, although, in comparison to that study, we observed about a 3-times higher increase in the production titers in the host strain overproducing the Bra12 regulator (63 vs 196%, respectively) (Fig. 6). As in both studies, the *bra12* was delivered under constitutive ermE* promoter on the pIJ10257 integrative plasmid; the discrepancies in biosynthesis yields likely result from various genetic backgrounds of the host strains. Indeed, a full-length wild-type bcaAB01 fosmid (Bra-BGC plus flanking genes) was used in the previous study, while a shortened pPS1 version (only the Bra-BGC) was employed in our approach. This clearly indicates additional impact exerted by other regulatory proteins encoded in the genes flanking the Bra-BGC. Up to date, the LysRNt, and SdpR are the only, apart from Bra12, identified regulators of the brasilicardin gene cluster. Importantly, the individual overexpression of LysRNt and SdpR regulators in identical genetic backgrounds (host strain harboring pPS1) showed their negative impacts manifested by a decrease in the brasilicardin production levels (~ 27% and 64% levels of the strain harboring only the pPS1 fosmid for LysRNt and SdpR overexpression, respectively). Consistently, deletion of SdpR leads to a pronounced increase in the production levels of brasilicardin congeners (~ 397%).

In conclusion, the regulation of gene expression in the Bra-BGC seems complex and represents a still not fully understood process that requires concerted action of multiple regulators to ensure biosynthesis of the BraA compound. We assume that the intergenic *bra0 - 1* region plays a role of an essential regulatory “hot-spot” comprising binding sites for multiple regulatory proteins that control transcription of the biosynthetic genes in a coordinated way. The involvement of multiple regulator binding sites within this region may reflect the complexity of conditions of this free-living bacterium which it faces in the environment and the necessity of diversified responses to external factors to ensure tight control over gene expression in the Bra-BGC. As the putative function of the BraA during infection has not been explained so far, the range of external signals may also include the ones related to the host organism of this facultative pathogen. In addition, the feedback mechanisms including regulation of gene expression of regulatory genes by other regulators create another level of complexity and make understanding of transcriptional regulatory circuits taking place in Bra-BGC even more challenging. To contribute to this process, we propose a current model for the network of regulatory dependencies in the Bra-BGC (Fig. 7).

## Supplementary Information

Below is the link to the electronic supplementary material.

ESM 1

ESM 2

ESM 3

ESM 4

## Data Availability

The gene expression data generated and analyzed in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) under the accession number GSE271981. The dataset will be publicly available from 10 July 2025. Until that time, the data are available from the corresponding author upon reasonable request.

## References

[CR1] Anada M, Hanari T, Kakita K, Kurosaki Y, Katsuse K, Sunadoi Y, Jinushi Y, Takeda K, Matsunaga S, Hashimoto S (2017) Total synthesis of Brasilicardins A and C. Org Lett 19:5581–5584. 10.1021/acs.orglett.7b0272828976203 10.1021/acs.orglett.7b02728

[CR2] Bailey TL, Boden M, Buske FA, Frith M, Grant CE, Clementi L, Ren J, Li WW, Noble WS (2009) MEME Suite: tools for motif discovery and searching. Nucleic Acids Res 37:W202–W208. 10.1093/nar/gkp33519458158 10.1093/nar/gkp335PMC2703892

[CR3] Bauman KD, Butler KS, Moore BS, Chekan JR (2021) Genome mining methods to discover bioactive natural products. Nat Prod Rep 38:2100. 10.1039/D1NP00032B34734626 10.1039/d1np00032bPMC8597713

[CR4] Botas A, Eitel M, Schwarz PN, Buchmann A, Costales P, Núñez LE, Cortés J, Morís F, Krawiec M, Wolański M, Gust B, Rodriguez M, Fischer WN, Jandeleit B, Zakrzewska-Czerwińska J, Wohlleben W, Stegmann E, Koch P, Méndez C, Gross H (2021) Genetic engineering in combination with semi-synthesis leads to a new route for gram-scale production of the immunosuppressive natural product brasilicardin A. Angew Chem Int Ed 60:13536–13541. 10.1002/anie.20201585210.1002/anie.202015852PMC825171133768597

[CR5] Buchmann A, Eitel M, Koch P, Schwarz PN, Stegmann E, Wohlleben W, Wolański M, Krawiec M, Zakrzewska-Czerwińska J, Méndez C, Botas A, Núñez LE, Morís F, Cortés J, Gross H (2016) High-quality draft genome sequence of the actinobacterium *Nocardia terpenica* IFM 0406, producer of the immunosuppressant brasilicardins, using Illumina and PacBio technologies. Genome Announc 4:1391–1407. 10.1128/genomeA.01391-1610.1128/genomeA.01391-16PMC515957627979943

[CR6] Chen J, Frediansyah A, Männle D, Straetener J, Brötz-Oesterhelt H, Ziemert N, Kaysser L, Gross H (2020) New nocobactin derivatives with antimuscarinic activity, terpenibactins A-C, revealed by genome mining of *Nocardia terpenica* IFM 0406. ChemBioChem 21:2205–2213. 10.1002/cbic.20200006232196864 10.1002/cbic.202000062PMC7497119

[CR7] Craney A, Hohenauer T, Xu Y, Navani NK, Li Y, Nodwell J (2007) A synthetic *luxCDABE* gene cluster optimized for expression in high-GC bacteria. Nucleic Acids Res 35:e46. 10.1093/nar/gkm08617337439 10.1093/nar/gkm086PMC1874620

[CR8] Crooks GE, Hon G, Chandonia JM, Brenner SE (2004) WebLogo: a sequence logo generator. Genome Res 14:1188–1190. 10.1101/gr.84900415173120 10.1101/gr.849004PMC419797

[CR9] Ding T, Yang LJ, Zhang WD, Shen YH (2019) The secondary metabolites of rare actinomycetes: chemistry and bioactivity. RSC Adv 9:21964–21988. 10.1039/c9ra03579f35518871 10.1039/c9ra03579fPMC9067109

[CR10] Dugar G, Herbig A, Förstner KU, Heidrich N, Reinhardt R, Nieselt K, Sharma CM (2013) High-resolution transcriptome maps reveal strain-specific regulatory features of multiple *Campylobacter jejuni* isolates. PLoS Genet 9:e1003495. 10.1371/journal.pgen.100349523696746 10.1371/journal.pgen.1003495PMC3656092

[CR11] Engelbrecht A, Saad H, Gross H, Kaysser L (2021) Natural products from *Nocardia* and their role in pathogenicity. Microb Physiol 31:217–232. 10.1159/00051686434139700 10.1159/000516864

[CR12] Erbe JL, Taylor KB, Hall LM (1995) Metalloregulation of the cyanobacterial smt locus: indentification of SmtB binding sites and direct interaction with metals. Nucleic Acids Res 23:2472–2478. 10.1093/nar/23.13.24727630724 10.1093/nar/23.13.2472PMC307053

[CR13] Förstner KU, Vogel J, Sharma CM (2014) READemption-a tool for the computational analysis of deep-sequencing-based transcriptome data. Bioinformatics 30:3421–3423. 10.1093/bioinformatics/btu53325123900 10.1093/bioinformatics/btu533

[CR14] Gasteiger E, Hoogland C, Gattiker A, Duvaud S, Wilkins MR, Appel RD, Bairoch A (2005) Protein identification and analysis tools on the ExPASy server. The Proteomics Protocols Handbook 571–607. 10.1385/1-59259-890-0:571

[CR15] Gavriilidou A, Kautsar SA, Zaburannyi N, Krug D, Müller R, Medema MH, Ziemert N (2022) Compendium of specialized metabolite biosynthetic diversity encoded in bacterial genomes. Nat Microbiol 7:726–735. 10.1038/s41564-022-01110-235505244 10.1038/s41564-022-01110-2

[CR16] Gross H (2007) Strategies to unravel the function of orphan biosynthesis pathways: recent examples and future prospects. Appl Microbiol Biotechnol 75:267–277. 10.1007/s00253-007-0900-517340107 10.1007/s00253-007-0900-5

[CR17] Hoskisson PA, Rigali S, Fowler K, Findlay KC, Buttner MJ (2006) DevA, a GntR-like transcriptional regulator required for development in *Streptomyces coelicolor*. J Bacteriol 188:5014–5023. 10.1128/JB.00307-0616816174 10.1128/JB.00307-06PMC1539961

[CR18] Itou H, Tanaka I (2001) The OmpR-family of proteins: insight into the tertiary structure and functions of two-component regulator proteins. J Biochem 129:343–350. 10.1093/oxfordjournals.jbchem.a00286311226872 10.1093/oxfordjournals.jbchem.a002863

[CR19] Jakoby M, Nolden L, Meier-Wagner J, Krämer R, Burkovski A (2000) AmtR, a global repressor in the nitrogen regulation system of *Corynebacterium glutamicum*. Mol Microbiol 37:964–977. 10.1046/j.1365-2958.2000.02073.x10972815 10.1046/j.1365-2958.2000.02073.x

[CR20] Kieser T, Bibb MJ, Chater KF, Butter MJ, Hopwood DA (2000) Practical streptomyces genetics: a laboratory manual. John Innes Foundation, Norwich, United Kingdom

[CR21] Komaki H, Tanaka Y, Yazawa K, Takagi H, Ando A, Nagata Y, Mikami Y (2000) Antitumor activity of brasilicardin A, a novel terpenoid antibiotic from *Nocardia brasiliensis*. J Antibiot 53:75–77. 10.7164/antibiotics.53.7510.7164/antibiotics.53.7510724013

[CR22] Komatsu K, Tsuda M, Shiro M, Tanaka Y, Mikami Y, Kobayashi J (2004) Brasilicardins B-D, new tricyclic terpernoids from actinomycete *Nocardia brasiliensis*. Bioorg Med Chem 12:5545–5551. 10.1016/j.bmc.2004.08.00715465331 10.1016/j.bmc.2004.08.007

[CR23] Komatsu K, Tsuda M, Tanaka Y, Mikami Y, Kobayashi J (2005) SAR studies of brasilicardin A for immunosuppressive and cytotoxic activities. Bioorg Med Chem 13:1507–1513. 10.1016/j.bmc.2004.12.02915698766 10.1016/j.bmc.2004.12.029

[CR24] Laemmli UK (1970) Cleavage of structural proteins during the assembly of the head of bacteriophage T4. Nature 227:680–685. 10.1038/227680a05432063 10.1038/227680a0

[CR25] Lee N, Kim W, Hwang S, Lee Y, Cho S, Palsson B, Cho BK (2020) Thirty complete *Streptomyces* genome sequences for mining novel secondary metabolite biosynthetic gene clusters. Sci Data 7:1–9. 10.1038/s41597-020-0395-932054853 10.1038/s41597-020-0395-9PMC7018776

[CR26] Letunic I, Bork P (2018) 20 years of the SMART protein domain annotation resource. Nucleic Acids Res 46:D493–D496. 10.1093/nar/gkx92229040681 10.1093/nar/gkx922PMC5753352

[CR27] Li MZ, Elledge SJ (2007) Harnessing homologous recombination *in vitro* to generate recombinant DNA via SLIC. Nat Methods 4:251–256. 10.1038/nmeth101017293868 10.1038/nmeth1010

[CR28] Li YC, Chang CK, Chang CF, Cheng YH, Fang PJ, Yu T, Chen SC, Li YC, Hsiao CD, Huang TH (2014) Structural dynamics of the two-component response regulator RstA in recognition of promoter DNA element. Nucleic Acids Res 42:8777. 10.1093/NAR/GKU57224990372 10.1093/nar/gku572PMC4117788

[CR29] Loh KD, Gyaneshwar P, Papadimitriou EM, Fong R, Kim KS, Parales R, Zhou Z, Inwood W, Kustu S (2006) A previously underscribed pathway for pyrimidine catabolism. Proc Natl Acad Sci U S A 103:5114–5119. 10.1073/pnas.060052110316540542 10.1073/pnas.0600521103PMC1458803

[CR30] Marchler-Bauer A, Bo Y, Han L, He J, Lanczycki CJ, Lu S, Chitsaz F, Derbyshire MK, Geer RC, Gonzales NR, Gwadz M, Hurwitz DI, Lu F, Marchler GH, Song JS, Thanki N, Wang Z, Yamashita RA, Zhang D, Zheng C, Geer LY, Bryant SH (2017) CDD/SPARCLE: functional classification of proteins via subfamily domain architectures. Nucleic Acids Res 45:D200–D203. 10.1093/nar/gkw112927899674 10.1093/nar/gkw1129PMC5210587

[CR31] Niman SW, Buono R, Fruman DA, Vanderwal CD (2023) Synthesis of a complex brasilicardin analogue utilizing a cobalt-catalyzed MHAT-induced radical bicyclization reaction. Org Lett 25:3451–3455. 10.1021/acs.orglett.3c0101937141632 10.1021/acs.orglett.3c01019PMC10204089

[CR32] Novakova R, Kutas P, Feckova L, Kormanec J (2010) The role of the TetR-family transcriptional regulator Aur1R in negative regulation of the auricin gene cluster in *Streptomyces aureofaciens* CCM 3239. Microbiology (n Y) 156:2374–2383. 10.1099/mic.0.037895-010.1099/mic.0.037895-020466770

[CR33] Oren A, Garrity GM (2021) Valid publication of the names of forty-two phyla of prokaryotes. Int J Syst Evol Microbiol 71. 10.1099/ijsem.0.00505610.1099/ijsem.0.00505634694987

[CR34] Płachetka M, Krawiec M, Zakrzewska-Czerwińska J, Wolański M (2021) AdpA positively regulates morphological differentiation and chloramphenicol biosynthesis in *Streptomyces venezuelae*. Microbiol Spectr 9. 10.1128/spectrum.01981-2110.1128/Spectrum.01981-21PMC865384234878326

[CR35] Ramos JL, Martínez-Bueno M, Molina-Henares AJ, Terán W, Watanabe K, Zhang X, Gallegos MT, Brennan R, Tobes R (2005) The TetR family of transcriptional repressors. Microbiol Mol Biol Rev 69:326–356. 10.1128/MMBR.69.2.326-356.200515944459 10.1128/MMBR.69.2.326-356.2005PMC1197418

[CR36] Rutledge PJ, Challis GL (2015) Discovery of microbial natural products by activation of silent biosynthetic gene clusters. Nat Rev Microbiol 13:509–523. 10.1038/nrmicro349626119570 10.1038/nrmicro3496

[CR37] Sambrook J, Russell DW (2001) Molecular cloning, a laboratory manual, the, 3rd edn. Cold Spring Horbor laboratory Press, Cold Spring Harbor Laboratory Press, Cold Spring Harbor, NY

[CR38] Santamarta I, Rodríguez-García A, Pérez-Redondo R, Martín JF, Liras P (2002) CcaR is an autoregulatory protein that binds to the *ccaR* and *cefD-cmcI* promoters of the cephamycin C-clavulanic acid cluster in *Streptomyces clavuligerus*. J Bacteriol 184:3106–3113. 10.1128/JB.184.11.3106-3113.200212003953 10.1128/JB.184.11.3106-3113.2002PMC135043

[CR39] Schultz J, Milpetz F, Bork P, Ponting CP (1998) SMART, a simple modular architecture research tool: identification of signaling domains. Proc Natl Acad Sci U S A 95:5857–5864. 10.1073/pnas.95.11.58579600884 10.1073/pnas.95.11.5857PMC34487

[CR40] Schwarz PN, Buchmann A, Roller L, Kulik A, Gross H, Wohlleben W, Stegmann E (2018a) The immunosuppressant brasilicardin: determination of the biosynthetic gene cluster in the heterologous host *Amycolatopsis japonicum*. Biotechnol J 13:1–12. 10.1002/biot.20170052710.1002/biot.20170052729045029

[CR41] Schwarz PN, Roller L, Kulik A, Wohlleben W, Stegmann E (2018b) Engineering metabolic pathways in *Amycolatopsis japonicum* for the optimization of the precursor supply for heterologous brasilicardin congeners production. Synth Syst Biotechnol 3:56–63. 10.1016/j.synbio.2017.12.00529911199 10.1016/j.synbio.2017.12.005PMC5884276

[CR42] Sharma CM, Hoffmann S, Darfeuille F, Reignier J, Findeiß S, Sittka A, Chabas S, Reiche K, Hackermüller J, Reinhardt R, Stadler PF, Vogel J (2010) The primary transcriptome of the major human pathogen *Helicobacter pylori*. Nature 464:250–255. 10.1038/nature0875620164839 10.1038/nature08756

[CR43] Shigemori H, Komaki H, Yazawa K, Mikami Y, Nemoto A, Tanaka Y, Sasaki T, In Y, Ishida T, Kobayashi JNI (1998) Brasilicardin A. A novel tricyclic metabolite with potent immunosuppressive activity from actinomycete *Nocardia brasiliensis*. J Org Chem 63:6900–6904. 10.1021/jo980711411672311 10.1021/jo9807114

[CR44] Tanaka A, Takano Y, Ohnishi Y, Horinouchi S (2007) AfsR recruits RNA polymerase to the afsS promoter: a model for transcriptional activation by SARPs. J Mol Biol 369:322–333. 10.1016/j.jmb.2007.02.09617434533 10.1016/j.jmb.2007.02.096

[CR45] Tsypik O, Makitrynskyy R, Yan X, Koch HG, Paululat T, Bechthold A (2021) Regulatory control of rishirilide(S) biosynthesis in Streptomyces bottropensis. Microorganisms 9:1–15. 10.3390/microorganisms902037410.3390/microorganisms9020374PMC791781433673359

[CR46] Usui T, Nagumo Y, Watanabe A, Kubota T, Komatsu K, Kobayashi J, Osada H (2006) Brasilicardin A, a natural immunosuppressant, targets amino acid transport system L. Chem Biol 13:1153–1160. 10.1016/j.chembiol.2006.09.00617113997 10.1016/j.chembiol.2006.09.006

[CR47] Wang Y, Hemmingsen L, Giedroc DP (2005) Structural and functional characterization of *Mycobacterium tuberculosis* CmtR, a PbII/CdII-sensing SmtB/ArsR metalloregulatory repressor. Biochemistry 44:8976–8988. 10.1021/bi050094v15966722 10.1021/bi050094v

[CR48] Wolański M, Krawiec M, Schwarz PN, Stegmann E, Wohlleben W, Buchmann A, Gross H, Eitel M, Koch P, Botas A, Méndez C, Núñez LE, Morís F, Cortés J, Zakrzewska-Czerwińska J (2021) A novel LysR-type regulator negatively affects biosynthesis of the immunosuppressant brasilicardin. Eng Life Sci 21:4–18. 10.1002/elsc.20200003833531886 10.1002/elsc.202000038PMC7837296

[CR49] Wolański M, Łebkowski T, Kois-Ostrowska A, Zettler J, Apel AK, Jakimowicz D, Zakrzewska-Czerwińska J (2016) Two transcription factors, CabA and CabR, are independently involved in multilevel regulation of the biosynthetic gene cluster encoding the novel aminocoumarin, cacibiocin. Appl Microbiol Biotechnol 100:3147–3164. 10.1007/s00253-015-7196-726637421 10.1007/s00253-015-7196-7

[CR50] Xu C, Shi W, Rosen BP (1996) The chromosomal *arsR* gene of *Escherichia coli* encodes a trans-acting metalloregulatory protein. J Biol Chem 271:2427–2432. 10.1074/jbc.271.5.24278576202 10.1074/jbc.271.5.2427

[CR51] Yoshimura F, Itoh R, Torizuka M, Mori G, Tanino K (2018) Asymmetric total synthesis of brasilicardins. Angew Chem Int Ed 57:17161–17167. 10.1002/anie.20181140310.1002/anie.20181140330383323

# Supplementary material for: Multiple regulators control the biosynthesis of brasilicardin in Nocardia terpenica
**Source:** Appl Microbiol Biotechnol. 2025 Jun 24;109:150. doi: 10.1007/s00253-025-13485-3
**Supplement:** Supplementary file 1

Applied Microbiology and Biotechnology

Multiple regulators control the biosynthesis of brasilicardin in *Nocardia terpenica*

Running title: Multilevel regulation of gene expression of brasilicardin A biosynthetic gene cluster

Marcin Wolański[1]*, Michał Krawiec[1], Kay Nieselt[2], Tobias Schwarz[2], Dilek Dere[2], Bernhard Krismer[3], Carolina Cano-Prieto[4], Harald Gross[4] and Jolanta Zakrzewska-Czerwińska[1] * Corresponding author,

The list of supplementary materials:

1. Supplementary figures

Fig. S1. Purification of recombinant proteins.
Fig. S2. Preliminary identification of the KstR protein binding sites within the bcaAB01 fosmid.
Fig. S3. Preliminary identification of the SdpR protein binding sites within the bcaAB01 fosmid.
Fig. S4. Preliminary identification of the Bra12 protein binding sites within the bcaAB01 fosmid.
Fig. S5. Preliminary identification of the OmpR protein binding sites within the bcaAB01 fosmid.
Fig. S6. Supplementary identification of regulatory protein target promoters within the Bra-BGC.
Fig. S7. Detailed analysis of SdpR binding within promoter regions.
Fig. S8. Transcription Start Sites (TSSs) in selected promoter regions within the Bra-BGC.
Fig. S9. Impact of the SdpR regulator on promoter activities.
Fig. S10. Simultaneous binding of Bra12 and SdpR to the bra0-1 intergenic region.
Fig. S11. Expression tracks for the Bra-BGC.
Fig. S12. Expression of *bra12* and *sdpR* regulatory gene expression in *A. japonicum* producer strains.

2. Supplementary tables

Table S1. Plasmids and strains (see below in this file).
Table S2. Oligonucleotides (see below in this file).
Table S3A-B. RNA-seq gene expression. **(A)** Raw (Raw counts) and **(B)** normalized (RPKM) expression data (see in SI Excel file).
Table S4. In silico analysis of predicted transcriptional regulators of Bra-BGC (see below in this file).
Table S5A-E. Homologs of regulatory proteins in *Nocardia terpenica* IFM0406. **(A)** Homologs of KstR; **(B)** Homologs of SdpR; **(C)** Homologs of Bra12; **(D)** Homologs of LysRNt; **(E)** Homologs of OmpR (see in SI Excel file).
Table S6. Gene transcriptional start site (see in SI Excel file).
Table S7. Bioinformatic tools (see below in this file).

3. Supplementary Materials and Methods

DNA constructs and strains
Protein expression and purification
Protein-DNA interactions
Internet links to sequence resources

4. Supplementary References

See in the bottom of this file.

Supplementary figures

Fig. S1. Purification of recombinant proteins.

(A) Schematic depiction of protein domain organizations based on SMART and conserved domain (CD) searches (see Tab. S4). The SMART and Protein Family (PF) numbers of the identified protein domains are given. The DNA-binding domain has been indicated with blue and other domains according to the legend. **(B)** SDS-PAGE analysis of purified recombinant proteins. The His-tagged proteins were purified using metal affinity resins, HiTrap Talon® crude column (1 ml), or His-Select® Nickel Affinity Gel, as described in detail in the SI. The elution fractions were collected while the resins were washed with an increasing gradient of buffer B (2-50%) containing 500 mM imidazole. The arrows indicate bands representing the corresponding recombinant proteins together with their molecular weights. M: protein weight marker (#26610, Thermo Fisher Scientific).

Fig. S2. Preliminary identification of the KstR protein binding sites within the bcaAB01 fosmid.

EMSA. The fosmid was digested independently with four restriction enzymes (Acc65I, BamHI, EcoRI, and XhoI) and incubated in the presence of 100 and 1000 nM concentrations of KstR-His protein, followed by electrophoresis on an agarose gel. The DNA was visualized by soaking the gel in an ethidium bromide solution. The red and yellow rectangles indicate vanished and shifted bands, respectively. M: DNA molecular weight marker (#SM0323, Thermo Fisher Scientific).

The bottom panel represents a graphical representation of the brasilicardin biosynthetic gene cluster on the bcaAB01 fosmid and identified vanished and shifted DNA fragments (red and yellow bars, respectively). The numbers next to those bars show the nucleotide positions on bcaAB01. Numbers above the genes are NCBI accession numbers in "AWN90_RS…" format. The gene promoters selected for further analysis are indicated by a black vertical arrow.

Fig. S3. Preliminary identification of the SdpR protein binding sites within the bcaAB01 fosmid.

Electrophoretic mobility shift assay. The figure represents two experiments. In each of those, the fosmid was independently digested with a set of different restriction enzymes and incubated in the presence of increasing concentrations of SdpR-His protein (10 and 100 nM – experiment 1; 100 and 1000 nM – experiment 2). Incubation was followed by electrophoresis on an agarose gel, and DNA visualization was conducted by soaking the gel in ethidium bromide solution. The red and yellow rectangles on the gels indicate vanished and shifted bands, respectively. M1, M2, and M – DNA molecular weight markers (λ/PstI, # 3530-500, A&A Biotechnology; #SM0323, Thermo Fisher Scientific – experiment 1, and #SM0311, Thermo Fisher Scientific – experiment 2, respectively).

The bottom panel represents a graphical analysis of the results. The numbers next to those bars show the nucleotide positions on bcaAB01. Numbers above the genes are NCBI accession numbers in "AWN90_RS…" format. The gene promoters selected for further analysis are indicated by a black vertical arrow.

Fig. S4. Preliminary identification of the Bra12 protein binding sites within the bcaAB01 fosmid.

Electrophoretic mobility shift assay. The fosmid was independently digested with four restriction enzymes (Acc65I, BamHI, EcoRI, and XhoI) and incubated in the presence of 50 and 500 nM concentrations of Bra12-His protein, followed by electrophoresis in an agarose gel. The DNA was visualized by soaking the gel in an ethidium bromide solution. The red and yellow rectangles indicate vanished and shifted bands, respectively. M1, M2 – DNA molecular weight markers (#SM0311, Thermo Fisher Scientific; #SM1193, Thermo Fisher Scientific).

The bottom panel represents a graphical analysis of the results. The numbers next to those bars show the nucleotide positions on bcaAB01. Numbers above the genes are NCBI accession numbers in "AWN90_RS…" format. The gene promoters selected for further analysis are indicated by a black vertical arrow.

Fig. S5. Preliminary identification of the OmpR protein binding sites within the bcaAB01 fosmid.

Electrophoretic mobility shift assay. The fosmid was independently digested with four restriction enzymes (Acc65I, BamHI, EcoRI, and XhoI) and incubated in the presence of 100 and 750 nM concentrations of OmpR-His protein, followed by electrophoresis on an agarose gel. The DNA was visualized by soaking the gel in an ethidium bromide solution. The red and yellow rectangles indicate vanished and shifted bands, respectively.

M1, M2: DNA molecular weight markers (λ/PstI, # 3530-500, A&A Biotechnology; #SM0311, Thermo Fisher Scientific; #SM1193, Thermo Fisher Scientific).
The bottom panel represents a graphical analysis of the results. Numbers above the genes are NCBI accession numbers in "AWN90_RS…" format.

Fig. S6. Supplementary identification of regulatory protein target promoters within the Bra-BGC.
(A) Electrophoretic mobility shift assays (EMSA). Recombinant proteins (KstR-His and SdpR-His) were incubated with preselected promoter regions (see Fig. S2-5) amplified by PCR. In the assays, constant amounts of unlabeled DNA and varying concentrations of proteins were used, as indicated. To confirm specific binding and compare binding to different DNA fragments, the reaction mixtures were spiked additionally with the DNA comprising the *33140* gene promoter region (negative control, NC) (KstR and SdpR panels) and other DNA fragments comprising promoters of the Bra-BGC (only SdpR panel). Vertical black bars indicate protein-DNA complexes and black and gray arrows indicate unbound DNA fragments. The DNA fragments and corresponding protein-DNA complexes are color-coded. **(B)** Graphical depiction of DNA fragments used in shift assays. The corresponding primers are listed in Tab. S2.

Fig. S7. Detailed analysis of SdpR binding within promoter regions.
Electrophoretic mobility shift assay (EMSA). The identification of SdpR binding sites within the *sdpR*, *bra0-1,* and *bra12* promoter regions was shown in panels **(A)**, **(B),** and **(C)**, respectively. The recombinant SdpR-His protein was incubated with the subsets of PCR-amplified DNA fragments (primer list in Tab. S2). In the assays, constant amounts of unlabeled DNA and varying concentrations of the protein were used, as indicated. The *33140* gene promoter region (33410p) and sdpRp_4-1 fragments served as negative controls. Vertical black bars indicate protein-DNA complexes and black and gray arrows indicate unbound DNA fragments. All panels contain a graphical depiction of the results. In these drawings, the green '+' symbols indicate the interactions of SdpR-His with the corresponding DNA fragments, and the red '–' symbols represent the opposite observations, respectively. The regions used for *in silico* identification of binding sequences are marked with orange.

Fig. S8. Transcription Start Sites (TSSs) in selected promoter regions within the Bra-BGC.
RNA-seq. The TSSs are marked with bald lowercase letters and bent arrows. The first or the last twenty nucleotides of the gene sequences surrounding promoter regions are underlined; stop and start codons of corresponding genes are highlighted in red and green color, respectively. For original data, see Table S6.

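Fig. S8 sets the TSSs called from the TEX-treated libraries on the promoter sequences, and the distance from a TSS to the start codon is the 5′ UTR. In the TSS table the *bra0* transcript had a 5′ UTR of 34 nt, *bra1* 116 nt, *lysRNt* 71 nt, *ompR* 79 nt and *bra12* 19 nt, and *sdpR* had none. For *bra12*, Fig. S8 itself marks a different start codon, 67 nt from the same TSS. The 51 nt ending at each start matched the drawn sequences at all 51 positions. They were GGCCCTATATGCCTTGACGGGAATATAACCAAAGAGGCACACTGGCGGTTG for *sdpR*, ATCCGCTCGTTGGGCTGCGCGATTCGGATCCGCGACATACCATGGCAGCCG for *bra0*, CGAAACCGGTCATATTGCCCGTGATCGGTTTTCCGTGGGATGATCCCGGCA for *bra1* and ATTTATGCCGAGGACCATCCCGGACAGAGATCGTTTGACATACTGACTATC for *bra12*. For *lysRNt* the sequence was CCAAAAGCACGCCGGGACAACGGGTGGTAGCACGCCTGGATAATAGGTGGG, and for *ompR* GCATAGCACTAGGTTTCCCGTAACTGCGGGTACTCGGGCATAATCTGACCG. The *lysRNt* gene, encoding a LysR family regulator, started at 2719502 on the plus strand with a step height of 190.7 at 33 h and 80.1 at 48 h, a 2.38-fold difference (95% counting interval 1.90 to 3.00). A secondary TSS of *lysRNt* at 2719290, 283 nt before the start codon and inside *AWN90_RS33335*, had 23.2 and 7.60.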

Fig. S9. Impact of the SdpR regulator on promoter activities.
Luciferase assays. To study the impact of SdpR overexpression, the measurements were conducted using *S. coelicolor* M1154 heterologous strains harboring *bra12p* and *sdpRp* gene promoters delivered onto pFLUX integrative plasmids, and replicating the pUWL201 plasmid overexpressing SdpR (+sdpR); the strains containing an empty pUWL201 plasmid served as the controls (pUWL). The impact of *sdpR* gene deletion was shown using a strain carrying the pFLUX plasmid with *sdpRp,* and the bcaAB01_ΔsdpR fosmid (bottom panel). The luminescence readings were normalized against the OD_{600} of the corresponding cultures grown on a solid DNA medium for 11 days.

Fig. S10. Simultaneous binding of Bra12 and SdpR to the bra0-1 intergenic region.
(A) Electrophoretic mobility shift assays (EMSA). (left) The recombinant proteins (Bra12-His and SdpR-His) were incubated with the *bra0-1* intergenic region (^{32}P-radiolabeled bra0-1p_5-6 fragment). A constant amount of DNA (~ 5 mol) and the concentration of Bra12-His protein (blue bar) were used, and the SdpR-His protein was added at increasing concentrations (orange triangles), as indicated. Black vertical bars indicate protein-DNA complexes; a black arrow indicates unbound DNA. (right) Graphical summary of the EMSA and a model depicting simultaneous binding of Bra12 and SdpR to *bra0-1* intergenic region. The proteins are represented by colored circles (blue: Bra12, orange: SdpR), and the primers and the TSSs are shown with plain arrows and bent arrows, respectively. **(B)** competition EMSA. (left) The Bra12-His and SdpR-His at constant concentrations were incubated with the constant amount of the ^{32}P-labeled DNA fragment (bra0-1p_13-6) comprising the *bra0-1* intergenic region. The "cold-target DNA" competitors (ctDNA) were added to the reaction mixtures at 25 nM final concentration. Black vertical bars indicate protein-DNA complexes (marked also with dotted lines); a black arrow indicates unbound DNA. (right) Graphical summary of the assay.

Radiolabeled DNA is indicated with asterisks (*). The green '+' and the red '–' symbols indicate the ability and lack of ability, respectively, of the corresponding 'cold-target DNA' fragment to outperform ^{32}P-labeled DNA. Primers are indicated by short arrows. The numbers in brackets represent fragment sizes (bp).

Fig. S11. Expression tracks for the Bra-BGC.

Raw gene expression data for *N. terpenica* IFM0406 grown for 33 and 48 h. Two replicates, R1 and R2, are shown. The expression tracks shown in blue and pink refer to normal RNA-seq and +TEX 5'-enriched libraries. The unit of the Y axis is coverage. The black and gray arrows on the left side show sense and anti-sense DNA strands of the *N. terpenica* chromosome. Please note that due to software limitations, gene orientations are shown in a "natural" manner and appear on the chromosome sequence, and not the way we used throughout the article.

Fig. S12. Expression of *bra12* and *sdpR* regulatory gene expression in *A. japonicum* producer strains.

Transcriptional analysis of *bra12* and *sdpR* was conducted on samples collected at the 72-hour time point from two or three independent cultures of *A. japonicum* grown in liquid medium. Relative gene expression (RQ) levels were determined by RT-qPCR, using the sigma factor homolog *sigB* as a reference gene and the *A. japonicum::bcaAB01* chromosome (RQ = 1) as a calibrator. The graphs in panels **(A)** and **(B)** display the Y-axis in linear and logarithmic scales, respectively.

Supplementary tables

Table S1. Plasmids and strains.

Amp^R – ampicillin resistance, Apr^R – apramycin resistance, Hyg^R – hygromycin resistance, Kan^R – kanamycin resistance, Cam^R – chloramphenicol resistance, Tet^R – tetracycline resistance, Tsr^R – thiostrepton resistance

**Plasmids (and fosmids)**		
Construct name {abbreviation used in the text}	Description	Source / Reference
pET-21a(+)	Expression vector for the production of recombinant proteins with C-terminally fused 6xHis tag; Amp^R	Laboratory stock / (Merck)
pET-21a(+)kstR	pET-21a(+) derivative for expression of KstR-His recombinant protein; Amp^R	This study
pET-21a(+)sdpR	pET-21a(+) derivative for expression of SdpR-His recombinant protein; Amp^R	This study
pET-21a(+)bra12	pET-21a(+) derivative for expression of Bra12-His recombinant protein; Amp^R	This study
pET-21a(+)ompR	pET-21a(+) derivative for expression of OmpR-His recombinant protein; Amp^R	This study
pFLUX	Reporter integrating vector containing promoterless luciferase operon *luxCDAEB;* Apr^R	(Craney et al. 2007)
pFLUX-bra0p	pFLUX derivative containing *bra0* gene promoter region in front of *luxCDAEB* gene operon; Apr^R	This study
pFLUX-bra1p	pFLUX derivative containing *bra1* gene promoter region in front of *luxCDAEB* gene operon; Apr^R	This study
pFLUX-bra12p	pFLUX derivative containing *bra12* gene promoter region in front of *luxCDAEB* gene operon; Apr^R	This study
pFLUX-sdpRp	pFLUX derivative containing *sdpR* gene promoter region in front of *luxCDAEB* gene operon; Apr^R	This study
pUWL201	Replicative *Streptomyces* expression vector based on the strong, constitutive ermE promoter used for expression; Tsr^R, Amp^R	Laboratory stock / (Doumith et al. 2000)
pUWL201HX	pUWL201 derivative containing Tsr^R, Amp^R and Hyg^R resistance cassettes	This study
pUWL201HX_SdpR_MK	pUWL201HX derivative containing *sdpR* gene cloned downstream p*ermE** derived from pIJ10257; Tsr^R, Amp^R, Hyg^R	This study
pIJ10257 {pIJ}	Integrative *Streptomyces* expression vector based on the strong, constitutive *ermE* promoter (p*ermE*); Hyg^R	Laboratory stock / (Hong et al. 2005)
pPSbra12 {pIJ_bra12}	Integrative vector pIJ10257 derivative carrying *bra12* gene under the control of p*ermE**; Hyg^R	(Schwarz et al. 2018)
pIJ10257_sdpR {pIJ_sdpR}	Integrative vector pIJ10257 derivative carrying *sdpR* gene under the control of p*ermE**; Hyg^R	This study
bcaAB01	pCC1FOS (Epicentre), initial fosmid containing the brasilicardin biosynthetic gene cluster with the flanking regions; Cam^R resistance exchanged with Kan^R.	(Schwarz et al. 2018)
pPS1	Truncated bcaAB01 derivative, carrying the brasilicardin biosynthetic gene cluster (*bra0-bra11*) and the bra12 gene; Kan^R	(Schwarz et al. 2018)
bcaAB01_ΔsdpR	bcaAB01 derivative, harboring scar deletion of the *sdpR* gene; Kan^R	This study
bcaAB01_Δbra12	bcaAB01 derivative, harboring scar deletion of the *bra12* gene; Kan^R	This study
**Strains**		
Name	Description	Source / Reference
E. coli DH5α	Φ80Δ*lacZM15 recA1 endA1 gyrAB thi-1 hsdR17*(rK-mK+) *supE44 relA1 deoR* Δ(*lacZYA-argF*)*U169 phoA*	Laboratory stock / (Promega)

Escherichia coli ET12567/pUZ8002	*E. coli: dam*, *dcm*, *hsdS*, Cam^R, Tet^R containing plasmid pUZ8002: *tra*, Kan^R, *RP4 23*	Laboratory stock / (MacNeil et al. 1992; Paget et al. 1999)
E. coli Rosetta™ 2(DE3)	F^- *ompT hsdS*$_B$(r_B^- m_B^-) *gal dcm* (DE3) pRARE2 (Cam^R)	Laboratory stock / (Merck)
E. coli BW25113/pIJ790	Δ(*araD-araB*)*567* Δ*lacZ4787*(*::rrnB4*) *lacIp-40000*(*lacI*^{q}) λ^- *rpoS369*(Am) *rph 1* Δ(*rhaD rhaB*)*568 hsdR514* on the bacterial chromosome; *oriR101 repA1001*(Ts) *araBp-gam-be-exo* on the pIJ790 plasmid	Laboratory stock / (Gust et al. 2003)
Amycolatopsis japonicum MG417-CF17	Wild type	(Nishikiori et al. 1984)
A. japonicum::bcaAB01	Wild type *A. japonicum* with chromosomally integrated bcaAB01	(Schwarz et al. 2018)
A. japonicum::bcaAB01_Δbra12	Wild type *A. japonicum* with chromosomally integrated bcaAB01_Δbra12	This study
A. japonicum::bcaAB01_ΔsdpR	Wild type *A. japonicum* with chromosomally integrated bcaAB01_ΔsdpR	This study
A. japonicum::pPS1+pIJ	Wild type *A. japonicum* with chromosomally integrated pPS1 fosmid and pIJ10257 empty vector	(Wolański et al. 2021)
A. japonicum::pPS1+pIJ_bra12	Wild type *A. japonicum* with chromosomally integrated pPS1 fosmid and pIJ10257_bra12 vector	This study
A. japonicum::pPS1+pIJ_sdpR	Wild type *A. japonicum* with chromosomally integrated pPS1 fosmid and pIJ10257_sdpR vector	This study
S. coelicolor M1154	ΔSCP1, ΔSCP2, Δact, Δred, Δcpk, Δcda, rpoB[C1298T] rpsL[A262G]	Laboratory stock / (Gomez-Escribano and Bibb 2011)
M1154:: bcaAB01+bra0p-lux	M1154 with bcaAB01 and pFLUX-bra0p integrated into C31 and BT1 sites, respectively	This study
M1154:: bcaAB01_Δbra12+bra0p-lux	M1154 with bcaAB01_Δbra12 and pFLUX-bra0p integrated into C31 and BT1 sites, respectively	This study
M1154:: bcaAB01_ΔsdpR+bra0p-lux	M1154 with bcaAB01_ΔsdpR and pFLUX-bra0p integrated into C31 and BT1 sites, respectively	This study
M1154:: bcaAB01+bra1p-lux	M1154 with bcaAB01 and pFLUX-bra1p integrated into C31 and BT1 sites, respectively	This study
M1154:: bcaAB01_Δbra12+bra1p-lux	M1154 with bcaAB01_Δbra12 and pFLUX-bra1p integrated into C31 and BT1 sites, respectively	This study
M1154:: bcaAB01_ΔsdpR+bra1p-lux	M1154 with bcaAB01_ΔsdpR and pFLUX-bra1p integrated into C31 and BT1 sites, respectively	This study
M1154:: bcaAB01+bra12p-lux	M1154 with bcaAB01 and pFLUX-bra12p integrated into C31 and BT1 sites, respectively	This study
M1154:: bcaAB01_Δbra12+bra12p-lux	M1154 with bcaAB01_Δbra12 and pFLUX-bra12p integrated into C31 and BT1 sites, respectively	This study
M1154:: bcaAB01_ΔsdpR+bra12p-lux	M1154 with bcaAB01_ΔsdpR and pFLUX-bra12p integrated into C31 and BT1 sites, respectively	This study
M1154:: pUWL+bra12p-lux	M1154 with self-replicating empty pUWL201HX plasmid and pFLUX-bra12p integrated into BT1 site	This study
M1154:: pUWLsdpR +bra12p-lux	M1154 with self-replicating pUWL201HXsdpR plasmid and pFLUX-bra12p integrated into BT1 site	This study
M1154:: pUWL+sdpRp-lux	M1154 with self-replicating empty pUWL201HX plasmid and pFLUX-sdpRp integrated into BT1 site	This study
M1154:: pUWLsdpR +sdpRp-lux	M1154 with self-replicating pUWL201HXsdpR plasmid and pFLUX-sdpRp integrated into BT1 site	This study

Table S2. Oligonucleotides

Name	Sequence (5'>3')	Application
**Cloning**		
KstR pET fwd	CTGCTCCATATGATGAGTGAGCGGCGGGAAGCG	Cloning of *kstR* gene into pET-21a(+) vector
KstR pET rev	CTGCTGCTCGAGATGAGTGGGGGCGTGCC	
SdpR pET fwd	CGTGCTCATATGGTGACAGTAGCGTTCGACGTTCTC	Cloning of *sdpR* gene into pET-21a(+) vector
SdpR pET rev	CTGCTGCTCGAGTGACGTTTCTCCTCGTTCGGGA	
AfsRforpET	CATATGTCACTGGTTCGGCTGGG	Cloning of *bra12* gene into pET-21a(+) vector
AfsRrevpET	GTCGACTCCGGAACACTGCGTGCACG	
mprA3_NdeI	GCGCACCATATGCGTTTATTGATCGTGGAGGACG	Cloning of *ompR* gene into pET-21a(+) vector
mprA3_XhoI	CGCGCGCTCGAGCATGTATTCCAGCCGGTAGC	
SdpR pET fwd	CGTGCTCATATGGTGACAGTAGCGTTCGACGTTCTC	Cloning of *sdpR* gene into pIJ10257 vector
sdpR_pIJ_rev	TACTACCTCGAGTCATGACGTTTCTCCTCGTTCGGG	
bla_P1	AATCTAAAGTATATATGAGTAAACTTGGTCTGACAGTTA TGTAGGCTGGAGCTGCTTC	Cloning of Hyg^{R} casstte into pUWL201
bla_P2	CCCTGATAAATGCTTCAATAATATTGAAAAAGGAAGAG TATTCCGGGGATCCGTCGACC	
FP_ermEsdpR	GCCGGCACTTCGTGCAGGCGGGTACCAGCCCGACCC	Cloning of *ermE**p into pUWL201HX vector
RP_ermEsdpR	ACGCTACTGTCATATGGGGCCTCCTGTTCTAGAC	
FP_sdpRMK	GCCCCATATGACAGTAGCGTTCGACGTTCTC	Cloning of *sdpR* gene into pUWL201HX vector
RP_sdpRMK	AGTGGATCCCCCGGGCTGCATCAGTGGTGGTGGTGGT GGTGTGACGTTTCTCCTCGTTCGGGATT	
doxgn500_fwd	TTGATATCCAGCAGACCAGCAGCAGA	Cloning *bra0p* into pFLUX. vector
doxgn500_rev	TTGGTACCCGATGACCCCTCCTGGC	
bca1up+500_fwd	TTGATATCGAAAGGTCATGTCGGTGTGC	Cloning *bra1p* into pFLUX. vector
bca1up+500_rev	TTGGTACCCACCGGACCCTCCGC	
AfsR500_fwd	GATATCCTGCTCGAGGGCGAACT	Cloning *bra12p* into pFLUX. vector
AfsR500short_rev	CATATGATAACCTCCCGGATCGAAAACT	
FPlux_promsdpR	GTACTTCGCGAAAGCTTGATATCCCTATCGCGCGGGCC	Cloning *sdpRp* into pFLUX. vector
RPlux_promsdpR	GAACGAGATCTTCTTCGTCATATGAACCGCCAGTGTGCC T	
del_SdpR_for	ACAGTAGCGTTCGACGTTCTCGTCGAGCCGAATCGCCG CTTAATTAAGCAAAATCCTGTATATCGTG	Deletion of *sdpR* gene on bcaAB01 fosmid
del_SdpR_rev	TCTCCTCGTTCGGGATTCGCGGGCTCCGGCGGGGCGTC GATTAATTAAGGAACTTCGGAATAGGAAC	
del afsR fwd	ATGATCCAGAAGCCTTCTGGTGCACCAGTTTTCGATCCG TTAATTAAGGAACTTCGGAATAGGAAC	Deletion of *bra12* gene on bcaAB01 fosmid
del afsR_rev	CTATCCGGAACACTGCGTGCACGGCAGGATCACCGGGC TTTAATTAAGCAAAATCCTGTATATCGTGC	
**EMSA and DNase I footprinting** (number used in the text)		
**DNA fragments used to study the interaction of KstR protein**		
kstRp_rv2	GCTTCCCGCCGCTCACTCAT	kstRp region
kstRp_fw2	TCATGCACGCCCAGCAGGACC	
kstRp1_rv	CGACGACGAAGGATCGGGCCAT	33470p region
kstR1_fw	GCAGCGCGGCGACGGCTT	
sigC-Ip_fw1	CCCGCGGCCAGGGCAAG	33410p region
sigC-Ip_rv1	CCCTATGGTCGCGCAGACCCG	
bca1-0p_fw1	GGTCGCAGGCATCGATGACCCC	bra0-1p region
bca1-0p_rv1	CCGCCGCCCTCGCCAC	
**sdpRp region subfragments**		
SdpR_check_for (1)	GCCGCCGAGGTCTGCGGCT	
sdpRp_2rev_foot (2)	GGACAACCCGAGCCGAGTGGCCA	As above

sdpRp_3fw (3)	ACGCGACGGCGGCG	As above
SigC_rev_SpeI (4)	ACTAGTTCAGCCCACGCCGCC	As above
sdpRp_2fw (5)	GCCTTGACGGGAATATAACC	As above
sdpRp_1rv (6)	CGTCGAACGCTACTGTCACAACCGC	As above
FP_prom_sdpR (7)	AACCGCCAGTGTGC	As above
sdpR_fw1 (8)	GTCGACTCCATCCGCTCCGCG	As above
sdpRp_1rv (9)	CGTCGAACGCTACTGTCACAACCGC	As above
**bra0-1p region subfragments**		
bca1-0p_fw1 (1)	GGTCGCAGGCATCGATGACCCC	As above
TSS_bca0_2 (2)	TGACCGGTTTCGATGTTATCCAGA	As above
bca1-0_fw_Kpn2 (3)	CCGGACAATAATTTCTGGATAAC	As above
SdpRbox1MisA_up(4)	GTTTATCCTAAATTTATCCGC	As above
short500bca1SLIC fwd (5)	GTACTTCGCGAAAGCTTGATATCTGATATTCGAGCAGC AGCTCG	As above
bca1-0p_rv2 (6)	CCGACCTCCACCCCGTACCG	As above
bca1_fwd (7)	CGGTCATATTGCCCGTGATCG	As above
RT_Rev_bca1 (8)	CGTCATGTCCGGATAGTCGTT	As above
bca1-0p_fw3 (9)	ACGGGGTGGAGGTCGGAC	As above
bca1-0p_rv1 (10)	CCGCCGCCCTCGCCAC	As above
RT_For_bca1 (11)	TGGTGAATTCCGGAGAATGG	As above
bca1up500NdeI_rev (12)	CATATGCACCGGACCCTCCGC	As above
bca1-0_fw_NcoI (13)	CATGGTATGTCGCGGATCCG	As above
TSS_bca0_1 (14)	CCGCTCGTTGGGCTG	As above
SdpRbox1MisA_dwn (15)	GCGGATAAATTTAGGATAAAC	As above
bca1-0_fw2 (16)	ATCCCGGCATACATTCGGTACGG	As above
**bra12p region subfragments**		
afsRp_rv3 foot (1)	GGCCGTCCAGCCGCACG	As above
afsRp_rv1 (2)	AGCCCCAGCCGAACCAGTGACAT	As above
TSS afsR inner (3)	CCTGCTGCTTGGGCTGAT	As above
TSS afsR 3 (4)	CTGCCGCTGCCGTGA	As above
TSS afsR 1 (5)	CTTCTGGTGCACCAGTTTTCG	As above
afsRp_rv_SmaI (6)	GGGTGTGGATAGTCAGTATGTC	As above
TSS afsR 2 (7)	GACATACTGACTATCCACACCCG	As above
afsRp_fw1 (8)	GGTCGCCGCCGGGTACG	As above
afsRp_fw2 (9)	GCGCGACGCCATCGACGG	As above
afsRp_rv2 (10)	CAGCGGCAGGCCGTCGATG	As above
AfsR500rev (11)	GGCCCGGTAGACCTCGAGG	As above
AfsR500for (12)	TCTAGAGACAGCCGCCTGGGCC	As above
AfsRboxMeme3_up (13)	GCCGCTGCCGTGACCGGAT	As above
AfsRboxMeme1_dw (14)	CGGCATAAATTTTGGGTA	As above
afsRp_up_M1M3 (15)	CCGGATTATCAGGGTATTACC	As above
AfsRboxMem1_up (16)	TACCCAAAATTTATGCCG	As above
**qPCR**		
RT_SdpR_fwd	GCCGCATTCTGGATTTGCT	qPCR analysis, *sdpR* gene
RT_SdpR_rev	CACGCGCAGATGTTTCGAG	
RT_AfsR_fwd	CCATCGATCAGGGCAATCAC	qPCR analysis, *bra12* gene
RT_AfsR_rev	GCCGTCATCAACAGGATTCG	
qRT-sigB fwd	ACCAGATCGGCAAGCACTTC	qPCR analysis, *sigB* (sigma factor) gene
qRT-sigB rev	CTGACGCAGCTTCGACATGA	

Table S3A-B. (see in SI Excel file).

Table S4. In silico analysis of predicted transcriptional regulators of Bra-BGC

Protein	Conserved domains*	MW** pI	Occurrence ***	Paralogs in *N. terpenica* ****	NCBI accession no. AWN90_RS (uniprot no.)
**KstR**	TetR/AcrR family regulator; N-terminal DBD (TetR_N, PF00440); C-terminal RD (TetR_C_6, PF13977)	22.2 kDa 6.53	Actinomycetota (*Streptomycetales, Corynebacteriales*) and Proteobacteria (γ-proteobacteria) phyla; many in Archea.	1	33480 (A0A164MP60)
additional information on KstR	helix-turn-helix (HTH) confers a DNA-binding function				
**SdpR**	SdpR/ArsR family metalloregulator; N-terminal through central DBD (HTH_ARSR, SM000418)	12.8 kDa 6.15	Actinomycetota (*Streptomycetales*, *Corynebacteriales*, *Pseudonocardiales*, *Micromonosporaceae*, *Streptosporangiales*, Micrococcales), Proteobacteria (α-proteobacteria), Firmicutes (*Bacillales*) phyla; few in Archea	2	33420
additional information on SdpR	winged-helix-turn-helix (wHTH) confers a DNA-binding function				
**Bra12**	AfsR/SARP family regulator; N-terminal DBD (Trans_reg_C, PF00486); central activator domain (BTAD, SM001043); C-terminal RD, ADP binding domain (NB-ARC, PF00931)	66.1 kDa 8.16	Actinomycetota (*Streptomycetales*, *Streptosporangiales*, *Pseudonocardiales*) phylum	21	33345 (A0A164MN84)
additional information on Bra12	winged-helix-turn-helix (wHTH) confers a DNA-binding function				
**LysRNt**	LysR-type family regulator; N-terminal DBD (HTH_1, PF00126); C-terminal RD, Co-inducer binding domain (LysR_substrate, PF03466)	31.8 kDa 5.54	Actinomycetota (*Streptomycetales*, *Micrococcales*, *Pseudonocardiales*, *Streptosporangiales*), Proteobacteria (α-proteobacteria) Phyla	14	33340

**OmpR**	OmpR superfamily regulator; N-terminal RD, receiver domain (REC, SM000448), C-terminal putative DBD (Trans_reg_C, SM000862)	25.1 kDa 5.90	Actinomycetota (*Streptomycetales*, *Micrococcales*, *Corynebacteriales*, *Pseudonocardiales*), Firmicutes phyla	27	33330 (A0A164MN41)
additional information on OmpR	winged-helix-turn-helix (wHTH) confers a DNA-binding function				
DBD – DNA-binding domain, RD – regulatory domain<br>* The conserved domain families were identified using SMART and CD-search tools (see M&M). Predicted functions are designated with DBD and RD for the DNA-binding, and regulatory domain, respectively. The corresponding specific domains are given in brackets.<br>** Calculated using ProtParam.<br>*** The occurrence of homolog proteins was based on BLASTp (NCBI) search against non-redundant protein sequences with the output limited to 5000 targets; the bacterial orders with ≥200 hits are listed in brackets in decreasing order (see corresponding SI Excel files for search parameters)<br>***** The paralogs were identified based on the BLASTp (NCBI) search against the *N. terpenica* IFM0406 protein sequences with cut-off parameters: 50 bits, 70% query coverage, 20% seq identity (see also Tabs. S5A-E)<br><br>*Please note that for compatibility with the diagrams showing Bra-BGC, the proteins listed in this table are shown in the reversed order of their appearance in the N. terpenica IFM0406 genome.*					

Table S5A-E. (see in SI Excel file).
Table S6. (see in SI Excel file).

Table S7. Bioinformatic tools

Name	Internet address and description	Reference
READemption	https://reademption.readthedocs.io/en/latest/#	(Förstner et al. 2014)
TSSpredator	https://tsspredator20-rtd.readthedocs.io/en/latest/index.html	(Dugar et al. 2013)
SMART	http://smart.embl-heidelberg.de/	(Schultz et al. 1998; Letunic and Bork 2018)
ProtParam	https://web.expasy.org/protparam/	(Gasteiger et al. 2005)
blastp	https://www.ncbi.nlm.nih.gov/	
MEME	http://meme-suite.org/tools/meme	(Bailey et al. 2009)
WebLogo	https://weblogo.berkeley.edu/	(Crooks et al. 2004)

Supplementary Materials and Methods

DNA constructs and strains

pET-21a(+) derivatives for expression and purification of recombinant proteins.

To obtain pET-21a(+)kstR, pET-21a(+)sdpR, pET-21a(+)bra12, and pET-21a(+)ompR plasmids the corresponding *kstR*, *sdpR*, *bra12*, and *ompR* genes were PCR amplified using primers listed in Table S2 and bcaAB01 fosmid as a template. Subsequently, the PCR products were purified using commercial silica-based column kits and digested using NdeI and XhoI restriction enzymes, except for bra12 which was digested with NdeI and SalI. After thermal inactivation, the restriction fragments were ligated with previously digested NdeI-XhoI pET-21a(+) vector. Fidelity of the cloned genes was verified by sequencing.

pIJ10257_sdpR

The *sdpR* gene was PCR amplified using primers listed in Table S2 and bcAB01 fosmid as a template. The resulting product was restriction digested, and cloned into the pIJ10257 vector using NdeI and XhoI restriction sites to give pIJ10257_sdpR plasmid.

pUWL201HX and *pUWL201HX_SdpR_MK*

In the first stage the pUWL201HX vector, comprising a hygromycin resistance cassette, was constructed. The plasmid was obtained by cloning the PCR-amplified hygromycin cassette into XbaI restriction site in the original pUWL201. The cassette was amplified using the primers listed in Table S2 and pIJ10700 plasmid as a DNA template. The orientation of the cassette was later confirmed by restriction digestion. The pUWL201HX contains the hygromycin cassette in the 5’ – *oriT-hph* – 3’ (*hph* – hygromycin B phosphotransferase)orientation downstream of the *ermE* promoter. In the subsequent step, the PCR-amplified *sdpR* gene and *ermE** promoter derived from pIJ10257 were cloned into Acc65I-PstI digested pUWL201HX using SLIC method (Li and Elledge 2007) with modifications described previously for pET-21a(+)lysRNt construction (Wolański et al. 2021). The *sdpR* and *ermE*p* fragments were amplified using the primers listed in Table S2 and bcaAB01 and pIJ10257 as templates, respectively. The obtained construct pUWL201HX_SdpR_MK was verified using restriction digestion and sequencing.

pFLUX vectors for luminescence assays

To obtain pFLUX-bra0p, pFLUX-bra1p, pFLUX-bra12p, and pFLUX-sdpRp plasmids the corresponding *bra0*, *bra1*, *bra12*, and *sdpR* promoter regions (approximately 500 bps gene upstream) were PCR amplified using primers listed in Table S2, and bcaAB01 fosmid as a template. Subsequently, the PCR products were purified using silica-based columns and digested using Acc65I and Eco32I (for bra0p, and bra1p fragments) or NdeI and Eco32I (for bra12p, and sdpRp fragments) restriction enzymes. After thermal inactivation, the restriction fragments were ligated with previously digested pFLUX vector digested with compatible enzymes. Fidelity of the cloned genes was verified by sequencing.

bcaAB01_ΔsdpR and *bcaAB01_Δbra12*

Briefly, for gene deletions on the bcaAB01 fosmid, the PCR-targeting method was used as described earlier (Gust et al. 2003). To replace the gene sequences with the antibiotic resistance cassettes the primers comprising specific restriction sites and 39-nt extensions homologues to the gene sequences were used. In the first stage, disruption cassettes containing an apramycin resistance gene were PCR amplified using the primers listed in Table S2, and a pIJ773 plasmid as a template. Next, the generated PCR products were used to introduce *sdpR* or *bra12* gene replacements on the bcaAB01 fosmid using recombination in *E. coli* BW25113/pIJ790 strain harboring the fosmid, as

previously described (Gust et al. 2003). In the subsequent stages, the disruption cassettes were excised out of the mutated fosmids using PacI restriction enzyme, and the fosmids were re-ligated using T4 ligase to generate SCAR. The correctness of the mutated fosmids was confirmed using various restriction enzymes.

Generation of Escherichia coli, Streptomyces, and Amycolatopsis strain derivatives

Chemically competent *E. coli* DH5α were prepared and transformed according to commonly available protocols. The competent cells of *E. coli* BW/pIJ790 and ET12567/pUZ8002 strains were prepared according to the PCR-targeting protocol (Gust et al. 2003).

For the introduction of DNA constructs into *A. japonicum* strains the intergeneric conjugation procedure was used, as previously described (Schwarz et al. 2018). For the conjugation of the *Streptomyces* strains the standard protocol was followed (Kieser et al. 2000).

Protein expression and purification

Bra12-Hisx6 purification

For the purification of Bra12-Hisx6 protein, the *E. coli* Rosetta 2(DE3) strain (Merck) was transformed with the pET-21a(+)bra12 vector. Preparation of expression culture (1.6-litre) was conducted as described previously (Wolański et al. 2021). For protein extraction the obtained cell pellet was resuspended in 75 mL of lysis buffer A (50 mM NaH_2PO_4, 300 mM NaCl, 10 mM imidazole, pH 8.0) (5 mL/g of cell paste) supplemented with protease inhibitors (A32965, ThermoFisher Scientific) and universal nuclease (88702, ThermoFisher Scientific), followed by disruption performed using sonication (Sonics) (5s ON/ 5s OFF, amplitude 40-50%, 10 minutes sonication time). The cell lysate was then clarified by centrifugation (45 min., 37 000 x g, 4°C), and mixed with chromatography resin – 2 mL (batch volume) of His-Select® Nickel Affinity Gel (P6611, Merck) previously equilibrated in A buffer – followed by overnight incubation at 8°C on rocking platform. Next, the resin was applied onto the gravity column and washed with buffer A supplemented with imidazole (20 and 40 mM final concentration – 15 and 10-bed volumes, respectively). The Bra12-Hisx6 protein was eluted from the resin using buffer A supplemented with 100 and 250 mM imidazole (final concentration) (4-bed volumes for each elution buffer). The elution fractions (250-350 μL) were collected manually and analyzed using sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE). Similar fractions were then pooled together and aliquoted. The protein samples were flash-frozen with liquid nitrogen and stored at -80°C.

SdpR purification

The SdpR-Hisx6 recombinant protein was overproduced using the *E. coli* BL21(DE3) strain transformed with the pET-21a(+)sdpR plasmid. The overexpression culture (total volume of 250 ml in LB medium) was prepared similarly to the procedure described previously in the $CabRHis_6$ purification protocol (Wolański et al. 2016). The purification of SdpR-Hisx6 was performed using His-Select® Nickel Affinity Gel as described above for Bra12-Hisx6.

KstR-Hisx6 purification

The *E. coli* Rosetta 2(DE3) strain (Merck) transformed with the pET-21a(+)kstR was used to overproduce the KstR-Hisx6 recombinant protein. The KstR-Hisx6 was purified from a 1.6-litre expression culture using the protocol previously described for the LysRNtHis6 protein (Wolański et al. 2021).

OmpR-Hisx6 purification

The *E. coli* Rosetta 2(DE3) strain (Merck) transformed with the pET-21a(+)ompR was used to overproduce the OmpR-Hisx6 recombinant protein. The OmpR-Hisx6 was purified from a 1.6-litre expression culture using the protocol previously described for the LysRNtHis6 protein (Wolański et al. 2021).

Protein-DNA interactions

EMSA assays with digested fosmids

The interaction studies between purified recombinant proteins and restriction-digested BcaAB01 fosmid were performed similarly to those previously described for MBPCabA protein (Wolański et al. 2016). Briefly, the BcaAB01 fosmid DNA was digested using a corresponding restriction enzyme followed by heat-inactivation of the enzyme. The binding reaction was assembled by mixing 2 μL of the recombinant protein, diluted in the protein purification buffer (lysis buffer A with imidazole concentration adjusted to 100 mM), and 18 μL of the reaction mixture containing 750 ng of digested fosmid DNA diluted in 1× phosphate-buffered saline (PBS; 137 mM NaCl, 2.7 mM, KCl, 10 mM Na_2HPO_4, 1.8 mM KH_2PO_4) supplemented with BSA and glycerol (5 μg/μL and 5%, final concentrations, respectively). After a 30-minute incubation at room temperature (~25 °C), the samples were transferred to ice and immediately loaded into 1% agarose gels prepared in 0.5× Tris borate-EDTA (TBE) buffer. The gel was then resolved at 20 V overnight at room temperature, in the 0.5× TBE as a running buffer. The next day, the gels were bathed in ethidium bromide solution (0.5 μg/mL) and DNA was visualized with UV light using the ChemiDoc MP system (Bio-Rad).

EMSA assays with PCR-amplified DNA fragments

EMSAs with non-radiolabeled DNA fragments

The protein-DNA interactions were carried out as described previously (Wolanski et al. 2011; Wolański et al. 2016), with minor changes. Briefly, the purified proteins were incubated with 25–50 ng of PCR-amplified non-labeled DNA fragments for 30 min (~25 °C) in 1× PBS supplemented with 5 % glycerol and 5 μg/μL bovine serum albumin (BSA). In case more than one non-labeled DNA fragment was used in the assay (see Fig. 2A and S6A), all fragments were delivered in the same amounts (50 ng per reaction) apart from internal negative control (33140p) of which 25 ng per reaction was used due to shorter length of the fragment. After incubation, the samples were transferred to ice and immediately run onto 4–5% polyacrylamide gels in 0.25× TBE for 3–4 h (5–10 V/cm) at 4–6°C. Before loading the samples, the gels were pre-run for 30 minutes at 100 V 4-8°C. After the run staining with ethidium bromide was used to visualize the DNA using the ChemiDoc MP apparatus (Bio-Rad).

EMSAs with radiolabeled DNA fragments

The protein-DNA interactions were carried out as described previously (Zawilak-Pawlik et al. 2005; Wolański et al. 2021), with the following modifications. Briefly, the purified recombinant proteins were incubated with 50 cps ^{32}P-radiolabeled DNA (^{32}P) (~ 4 fmol) in the reaction buffer for 30 minutes at 25°C. The binding reactions were conducted in 20 μl in 1× PBS supplemented with 5 % glycerol and 5 μg/μL BSA, and non-specific competitor poly(dI-dC)·(dI-dC) (3.75 ng/μL). In the competition assays with non-labeled DNA fragments, the "cold" DNAs were added to the reaction mixtures before the corresponding regulatory proteins. In case a restriction digestion of radiolabeled fragments was required the restriction reaction was conducted on radiolabeled DNA fragments, then after thermal inactivation of the enzymes the fragments were incubated with the proteins as described above. After incubation, the samples were resolved in 4–6% polyacrylamide gels. Upon the electrophoresis, the gels were dried onto a single sheet of Whatmann 3MM paper using a vacuum gel dryer. The gels were subsequently incubated overnight with a Storage Phosphor Screen (GE Healthcare) and analyzed using an autoradiography reader (Typhoon 8600 Variable Mode Imager, GE Healthcare), and dedicated software (Image Quant, GE Healthcare).

DNase I footprinting assay

The footprinting experiments were performed similarly to a previously described method (Majka et al. 1999; Wolanski et al. 2011). Briefly, ~10 fmols of DNA fragment, PCR amplified using 5′-end radiolabelled oligonucleotide, was incubated with different amounts of a recombinant protein in

1× reaction buffer (the same as used for EMSAs) at 25 °C for 30 min followed by DNase I treatment. Upon stopping the samples were applied on an 8 % polyacrylamide-urea sequencing gel and resolved. The gel was analyzed using the Typhoon 8600 Variable Mode Imager and Image Quant software.

RT-qPCR

For gene expression analyses using qPCR the *A. japonicum* strains were cultivated as described previously (Schwarz et al. 2018). The sample collection at 72 hours of growth and subsequent steps including total RNA isolation, cDNA synthesis, and qPCR analyses were performed according to the procedure described in our previous report for *S. venezuelae* (Płachetka et al. 2021). The experiments were conducted in three biological replicates for each strain in the qPCR experiment. The negative-control reactions (no reverse transcriptase added) were performed to confirm the absence of chromosomal DNA contamination. The primers used in the study are listed in Table S2.

Internet links to sequence resources

This genome sequence has been deposited in EMBL/GenBank under the accession number NZLWGR00000000.1 (https://ftp.ncbi.nlm.nih.gov/genomes/all/GCF/001/625/105/GCF_001625105.1_ASM162510v1/); the brasilicardin gene cluster sequence is available under GenBank accession number MT247069 (direct link: https://www.ncbi.nlm.nih.gov/nuccore/MT247069). To get direct access to whole-genome nucleotide and protein sequences use the following genome annotation link: https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_001625105.1/

Raw sequencing data are available via Gene Expression Omnibus under accession number GSE271981 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE271981).

Supplementary references

Bailey TL, Boden M, Buske FA, Frith M, Grant CE, Clementi L, Ren J, Li WW, Noble WS (2009) MEME Suite: Tools for motif discovery and searching. Nucleic Acids Res 37:W202–W208. https://doi.org/10.1093/nar/gkp335

Craney A, Hohenauer T, Xu Y, Navani NK, Li Y, Nodwell J (2007) A synthetic *luxCDABE* gene cluster optimized for expression in high-GC bacteria. Nucleic Acids Res 35:e46. https://doi.org/10.1093/nar/gkm086

Crooks GE, Hon G, Chandonia JM, Brenner SE (2004) WebLogo: A sequence logo generator. Genome Res 14:1188–1190. https://doi.org/10.1101/gr.849004

Doumith M, Weingarten P, Wehmeier UF, Salah-Bey K, Benhamou B, Capdevila C, Michel J-M, Piepersberg W, Raynal M-C (2000) Analysis of genes involved in 6-deoxyhexose biosynthesis and transfer in *Saccharopolyspora erythraea* . Mol Gen Genet 264:477–485. https://doi.org/10.1007/s004380000329

Dugar G, Herbig A, Förstner KU, Heidrich N, Reinhardt R, Nieselt K, Sharma CM (2013) High-resolution transcriptome maps reveal strain-specific regulatory features of multiple *Campylobacter jejuni* isolates. PLoS Genet 9:e1003495. https://doi.org/10.1371/journal.pgen.1003495

Förstner KU, Vogel J, Sharma CM (2014) READemption-a tool for the computational analysis of deep-sequencing-based transcriptome data. Bioinformatics 30:3421–3423. https://doi.org/10.1093/bioinformatics/btu533

Gasteiger E, Hoogland C, Gattiker A, Duvaud S, Wilkins MR, Appel RD, Bairoch A (2005) Protein Identification and Analysis Tools on the ExPASy Server. In: The Proteomics Protocols Handbook. Humana Press, pp 571–607

Gomez-Escribano JP, Bibb MJ (2011) Engineering *Streptomyces coelicolor* for heterologous expression of secondary metabolite gene clusters. Microb Biotechnol 4:207–215. https://doi.org/10.1111/j.1751-7915.2010.00219.x

Gust B, Challis GL, Fowler K, Kieser T, Chater KF (2003) PCR-targeted *Streptomyces* gene replacement identifies a protein domain needed for biosynthesis of the sesquiterpene soil odor geosmin. Proc Natl Acad Sci U S A 100:1541–6. https://doi.org/10.1073/pnas.0337542100

Hong HJ, Hutchings MI, Hill LM, Buttner MJ (2005) The role of the novel fem protein VanK in vancomycin resistance in *Streptomyces coelicolor* . J Biol Chem 280:13055–13061. https://doi.org/10.1074/jbc.M413801200

Kieser T, Bibb MJ, Chater KF, Butter MJ, Hopwood DA (2000) Practical *Streptomyces* Genetics: A Laboratory Manual. John Innes Foundation, Norwich, United Kingdom

Letunic I, Bork P (2018) 20 years of the SMART protein domain annotation resource. Nucleic Acids Res 46:D493–D496. https://doi.org/10.1093/nar/gkx922

Li MZ, Elledge SJ (2007) Harnessing homologous recombination *in vitro* to generate recombinant DNA via SLIC. Nat Methods 4:251–256. https://doi.org/10.1038/nmeth1010

MacNeil DJ, Gewain KM, Ruby CL, Dezeny G, Gibbons PH, MacNeil T (1992) Analysis of *Streptomyces avermitilis* genes required for avermectin biosynthesis utilizing a novel integration vector. Gene 111:61–68. https://doi.org/10.1016/0378-1119(92)90603-M

Majka J, Jakimowicz D, Messer W, Schrempf H, Lisowski M, Zakrzewska-Czerwińska J (1999) Interactions of the *Streptomyces lividans* initiator protein DnaA with its target. Eur J Biochem 260:325–335. https://doi.org/10.1046/j.1432-1327.1999.00168.x

Nishikiori T, Okuyama A, Naganawa H, Takita T, Hamada M, Takeuchi T, Aoyagi T, Umezawa H (1984) Production by actinomycetes of (s,s)-n,;n'-ethylenediamine-disuccinic acid, an inhibitor of phospholipase c. J Antibiot 37:426–427. https://doi.org/10.7164/antibiotics.37.426

Paget MSB, Chamberlin L, Atrih A, Foster SJ, Buttner MJ (1999) Evidence that the extracytoplasmic function sigma factor σ^E is required for normal cell wall structure in *Streptomyces coelicolor* A3(2). J Bacteriol 181:204–211. https://doi.org/10.1128/jb.181.1.204-211.1999

Płachetka M, Krawiec M, Zakrzewska-Czerwińska J, Wolański M (2021) AdpA Positively Regulates Morphological Differentiation and Chloramphenicol Biosynthesis in *Streptomyces venezuelae*. Microbiol Spectr 9. https://doi.org/10.1128/spectrum.01981-21

Schultz J, Milpetz F, Bork P, Ponting CP (1998) SMART, a simple modular architecture research tool: Identification of signaling domains. Proc Natl Acad Sci U S A 95:5857–5864. https://doi.org/10.1073/pnas.95.11.5857

Schwarz PN, Buchmann A, Roller L, Kulik A, Gross H, Wohlleben W, Stegmann E (2018) The immunosuppressant brasilicardin: determination of the biosynthetic gene cluster in the heterologous host *Amycolatopsis japonicum* . Biotechnol J 13:1–12. https://doi.org/10.1002/biot.201700527

Wolanski M, Donczew R, Kois-Ostrowska A, Masiewicz P, Jakimowicz D, Zakrzewska-Czerwinska J (2011) The level of AdpA directly affects expression of developmental genes in *Streptomyces coelicolor* . J Bacteriol 193:6358–65. https://doi.org/10.1128/JB.05734-11

Wolański M, Krawiec M, Schwarz PN, Stegmann E, Wohlleben W, Buchmann A, Gross H, Eitel M, Koch P, Botas A, Méndez C, Núñez LE, Morís F, Cortés J, Zakrzewska-Czerwińska J (2021) A novel LysR-type regulator negatively affects biosynthesis of the immunosuppressant brasilicardin. Eng Life Sci 21:4–18. https://doi.org/10.1002/elsc.202000038

Wolański M, Łebkowski T, Kois-Ostrowska A, Zettler J, Apel AK, Jakimowicz D, Zakrzewska-Czerwińska J (2016) Two transcription factors, CabA and CabR, are independently involved in multilevel regulation of the biosynthetic gene cluster encoding the novel aminocoumarin, cacibiocin. Appl Microbiol Biotechnol 100:3147–3164. https://doi.org/10.1007/s00253-015-7196-7

Zawilak-Pawlik A, Kois A, Majka J, Jakimowicz D, Smulczyk-Krawczyszyn A, Messer W, Zakrzewska-Czerwińska J (2005) Architecture of bacterial replication initiation complexes: orisomes from four unrelated bacteria. Biochem J 389:471–481. https://doi.org/10.1042/BJ20050143

A
KstR (202 aa)
TetR_N
(PF00440)
TetR_C_6
(PF13977)
8
54
75
188
SdpR (112 aa)
HTH_ARSR
(SM000418)
3
81
Bra12 (619 aa)
BTAD
(SM001043)
NB-ARC
(PF00931)
23
96
102
246
282
545
Trans_reg_C
(PF00486)
OmpR (225 aa)
REC
(SM000448)
Trans_reg_C
(SM000862)
1
112
146
222
Conserved domains
DBD
(DNA-binding domain)
RD
(regulatory domain)
ADP-binding domain
other domains
B
[kDa] M 1 2 3 4 5 6 7 8
116.0
66.2
45.0
35.0
25.0
18.4
14.4
KstR-His
(23.4 kDa)
[kDa] M 1 2 3 4 5 6 7 8 9
116.0
66.2
45.0
35.0
25.0
18.4
SdpR-His
(14.0 kDa)
[kDa] M 1 2 3 4 5 6 7 8 9
116.0
66.2
45.0
35.0
25.0
Bra12-His
(67.2 kDa)
[kDa] M 1 2 3 4 5 6
116.0
66.2
45.0
35.0
25.0
18.4
14.4
OmpR-His
(26.1 kDa)

Fig. S1

KstR-His
Acc65I
BamHI
EcoRI
XhoI
M.
[bp]
0
1000
3000
2000
1500
1200
1000
800
600
500
BcaAB01
kstR
33475
33470
33465
33460
33455
33450
33445
33440
33435
46315
33425
sdpR
33415
33410
bra
lysRNt
33335
ompR
33325
33320
33315
33305
0
1
2
3
4
5
6
7
8
9
10
11
12
(1)
(39895)
(52201)
BcaAB01 / BamHI
BcaAB01 / EcoRI
BcaAB01 / XhoI
249
3925
BcaAB01 / Acc65I
3081
3714
33470p

Fig. S2

Experiment 1
SdpR-His
BamHI
EcoRI
XhoI
Acc65II
M1 M2
0 100
[bp]
4749
3000
2838
2000
1700
1500
1159
1093
805
Experiment 2
SdpR-His
Acc65I
BamHI
EcoRI
XhoI
PaeI
M
0 1000
10000
5000
3000
2000
1500
1000
750
500
BcaAB01
kstR
33475
33470
33465
33460
33455
33450
33445
33440
33435
46315
33425
sdpR
33415
33410
bra
0 1 2 3 4 5 6 7 8 9 10 11 12
lysRNt
33335
ompR
33325
33320
33315
33305
(1)
(39895)
(52201)
BcaAB01 / BamHI
14061
16857
BcaAB01 / EcoRI
17106
17974
BcaAB01 / XhoI
31420
32615
BcaAB01 / Acc65I
14144
15084
48908
52184
sdpRp
bra0-1p
bra12p

Fig. S3

Bra12-His
BamHI
EcoRI
XhoI
Acc65I
0
500
M1
M2
[bp]
10000
5000
3000
2000
1500
1000
750
500
BcaAB01
kstR
33475
33470
33465
33460
33455
33450
33445
33440
33435
46315
33425
sdpR
33415
33410
bra
0
1
2
3
4
5
6
7
8
9
10
11
12
lysRNt
33335
ompR
33325
33320
33315
33305
(1)
(39895)
(52201)
BcaAB01 / BamHI
52201 bp
16857
17667
BcaAB01 / EcoRI
BcaAB01 / XhoI
16573
20113
31420
32615
BcaAB01 / Acc65I
15084
19695
48908
52184
bra0-1p
bra12p

Fig. S4

OmpR-Hisx6
Acc65I
BamHI
EcoRI
XhoI
750
0
M1
M2
[bp]
4749
2838
1700
1159
1093
805
BcaAB01
kstR
33475
33470
33465
33460
33455
33450
33445
33440
33435
46315
33425
sdpR
33415
33410
bra
0
1
2
3
4
5
6
7
8
9
10
11
12
lysRNt
33335
ompR
33325
33320
33315
33305
(1)
(39895)
(52201)
BcaAB01 / BamHI
BcaAB01 / EcoRI
BcaAB01 / XhoI
BcaAB01 / Acc65I

Fig. S5

A
KstR-His
NC
bra7p
NC
bra8p
0
0
NC
[KstR-His: 80, 160, 400, 800 nM]
SdpR-His
bra12p_ 11-12
bra12p_ 11-12
NC
NC
sdpRp_6-8
bra8p
bra12p_ 11-12
NC
[SdpR-His: 50, 100, 250, 500 nM]
bra12p_ 11-12
bra12p_ 11-12
bra12p_ 11-12
NC
NC
NC
bra12p_2-8
bra0-1p_1-10
bra7p
bra12p_ 11-12
NC
[SdpR-His: 50, 100, 250, 500 nM]
B
sdpR promoter region
sdpR
51 bp
33415
6-8 (385 bp)
4-1 (108 bp)
4-8 (315 bp)
bra0-1 promoter region
bra0
297 bp
bra1
1-6 (220 bp)
15-10 (218 bp)
5-6 (365 bp)
7-8 (292 bp)
bra12 promoter region
bra12
142 bp
lysRNt
2-9 (199 bp)
10-8 (199 bp)
3-4 (248 bp)
11-12 (1180 bp)

Fig. S6

A
sdpRp region
sdpRp_ 2-1
sdpRp_ 2-3
sdpRp_ 6-3
sdpRp_ 6-5
sdpRp_ 7-5
sdpRp_ 4-1
[SdpR-His: 100, 250 nM]
51 bp (intergenic)
sdpR
33415
+ 2-1 (270 bp)
SdpR box
+ 2-3 (184 bp)
+ 6-3 (92 bp)
+ 6-5 (59 bp)
+ 7-5 (40 bp)
– 4-1 (108 bp)
sdpRp_7-* (MEME)
sdpRp_*-3 (MEME)
B
bra0-1p region
bra0-1_ 1-6
bra0-1p_ 1-2
bra0-1p_ 1-4
bra0-1p_ 3-6
bra0-1p_ 7-6
sdpRp_ 4-1
[SdpR-His: 100, 250 nM]
bra0-1_ 1-6
bra0-1p_ 16-10
bra0-1p_ 9-10
bra0-1p_ 9-12
bra0-1p_ 16-12
33410p NC
NC
[SdpR-His: 100, 500 nM]
297 bp (intergenic)
bra0
bra1
+ 1-6 (220 bp)
SdpR box
– 1-2 (155 bp)
– 1-4 (111 bp)
+ 3-6 (102 bp)
– 7-6 (71 bp)
+ 16-10 (218 bp)
+ 9-10 (199 bp)
– 9-12 (124 bp)
– 16-12 (124 bp)
bra0-1p_3-6 (MEME)
bra0-1p_9-10 (MEME)
C
bra12p region
bra12p_ 3-7
bra12p_ 1-7
bra12p_ 2-7
bra12p_ 1-5
sdpRp_ 4-1
[SdpR-His: 100, 250 nM]
142 bp (intergenic)
bra12
lysRNt
+ 3-7 (172 bp)
SdpR box
+ 1-7 (151 bp)
+ 2-7 (104 bp)
1-5 (105 bp)
bra0-1p_2-5 (MEME)

Fig. S7

sdpR promoter region

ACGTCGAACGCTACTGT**CAc**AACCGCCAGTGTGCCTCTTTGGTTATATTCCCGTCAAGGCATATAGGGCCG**TCA**GCCCAC
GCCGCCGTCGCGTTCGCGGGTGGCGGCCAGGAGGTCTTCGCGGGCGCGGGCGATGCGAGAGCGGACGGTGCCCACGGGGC
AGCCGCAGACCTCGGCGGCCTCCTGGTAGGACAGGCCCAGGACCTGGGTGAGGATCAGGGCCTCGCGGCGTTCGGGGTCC
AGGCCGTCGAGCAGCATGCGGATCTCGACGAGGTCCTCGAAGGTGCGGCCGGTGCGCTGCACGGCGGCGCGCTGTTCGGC

bra0-bra1 promoter region

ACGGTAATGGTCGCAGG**CAT**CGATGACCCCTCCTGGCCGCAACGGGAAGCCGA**c**GGCTGCCATGGTATGTCGCGGATCCG
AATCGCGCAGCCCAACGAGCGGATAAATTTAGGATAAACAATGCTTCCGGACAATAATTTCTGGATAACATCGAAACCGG
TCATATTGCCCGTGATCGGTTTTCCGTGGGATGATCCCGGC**a**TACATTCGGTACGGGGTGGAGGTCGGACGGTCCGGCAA
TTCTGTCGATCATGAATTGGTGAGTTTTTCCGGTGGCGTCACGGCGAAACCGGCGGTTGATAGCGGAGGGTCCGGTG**ATG**
GTGAATTCCGGAGAATG

bra12 promoter region

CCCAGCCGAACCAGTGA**CAT**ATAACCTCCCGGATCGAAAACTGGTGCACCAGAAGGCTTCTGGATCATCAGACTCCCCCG
GGTGTG**g**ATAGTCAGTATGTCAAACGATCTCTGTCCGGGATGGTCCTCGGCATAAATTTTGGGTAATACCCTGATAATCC
GG**TCA**CGGCAGCGGCAGGCCGT

lysRNt promoter region

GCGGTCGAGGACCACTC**CAT**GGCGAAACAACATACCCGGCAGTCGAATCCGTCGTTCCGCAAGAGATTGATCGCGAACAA
TCCGGAGCGG**c**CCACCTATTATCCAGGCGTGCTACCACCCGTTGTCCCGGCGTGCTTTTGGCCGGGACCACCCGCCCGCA
GTG**TCA**GCGGACCGCGGCCGCGA

ompR promoter region

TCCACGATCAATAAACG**CAT**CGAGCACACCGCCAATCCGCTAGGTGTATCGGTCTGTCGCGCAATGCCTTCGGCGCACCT
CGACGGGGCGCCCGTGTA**c**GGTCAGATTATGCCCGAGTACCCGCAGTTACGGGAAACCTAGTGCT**ATG**CAGGGGATTTCG
CTCCG

Fig. S8

Luminescence [arbitrary units]
bra12p-lux
350000
300000
250000
200000
150000
100000
50000
0
1 2 3 4 5 6 7 8 9 10 11
+sdpR
pUWL
sdpRp-lux
140000
120000
100000
80000
60000
40000
20000
0
1 2 3 4 5 6 7 8 9 10 11
ΔsdpR
+sdpR
pUWL

Fig. S9

A

*bra0-1p_
5-6
Bra12-His
SdpR-His
A
B
Bra12, SdpR
Bra12
Bra12
SdpR
[Bra12-His, 100 nM]
[SdpR-His, 25, 50, 100, 200 nM - A]
[SdpR-His, 50, 100, 200 nM - B]
bra0
5
6
bra1
5-6
SdpR box
Bra12 box

B

*bra0-1p_
13-6
Bra12-His
SdpR-His
15-6
7-6
15-2
13-6
ctDNA
(bra0-1p_)
Bra12, SdpR
Bra12
Bra12
SdpR
[Bra12-His, 50 nM; SdpR-His, 100 nM]
bra0
13
15
2
7
6
bra1
*13-6
competition
assay
ctDNAs
B S 15-6
B S 7-6
B S 15-2
B S 13-6
SdpR box
Bra12 box

Fig. S10

Fig. S11

A

35.0
30.0
25.0
20.0
15.0
10.0
5.0
0.0
Relative gene expression [RQ]
1.7
0.2
0.8
0.0
7.2
0.2
7.7
27.7
0.1
0.1
0.6
0.0
BcaAB01
pPS1+pIJ
pPS1+pIJbra12
pPS1+pIJsdpR
BcaAB01_Δbra12
BcaAB01_ΔsdpR
bra12
sdpR

B

100.0
10.0
1.0
0.1
0.0
Relative gene expression [RQ]
1.7
0.2
0.8
0.0
7.2
0.2
7.7
27.7
0.1
0.1
0.6
0.0
BcaAB01
pPS1+pIJ
pPS1+pIJbra12
pPS1+pIJsdpR
BcaAB01_Δbra12
BcaAB01_ΔsdpR
bra12
sdpR

Fig. S12

How the deposited data were processed for this re-analysis (not part of the article)

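The data are a table of TSSs of *N. terpenica* from 8 differential RNA-seq libraries, 4 at 33 h and 4 at 48 h, with 2 biological replicates per time point, each with and without TEX treatment. The authors mapped the reads with READemption (subcommands create, align, gene_quanti and coverage, default arguments), turned the coverage into wiggle files and called TSSs with TSSpredator in the mode that compares conditions, with default parameters and percentile enrichment normalization. Versions of both tools are not given in the sources used here. The step height is the signal (coverage) of the authors' deposited table: the rise of normalized coverage at a site in the TEX-treated library, with 1 value per site and time point; how the 2 replicates enter it is not stated in the sources used here. The other deposited columns are the authors' marks for detection, enrichment and class, the 5′ UTR length (at most 300 nt), the sequence of 50 nt upstream with the site itself, and the step and enrichment factors, which are ratios written as over 100 above that limit (40.9% and 28.4% of the values) and of at least 1.5 for the step factor. The enrichment factor was not used.

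The table had 39210 lines for 16922 sites and named 6911 genes. None of these locus tags was found in the reference gene table (0 of 6911), so locus tags and products are those of the authors' table, and *bra2* to *bra11* were taken from the order of the tags. Counts of sites were made over unique sites, with a site in every class it had. For each gene the primary TSS with the highest step height was used. Changes from 33 h to 48 h were log2 ratios with a pseudocount of 0.1 over sites detected at both time points, with a limit of 2-fold in either direction. Gene lists (27, fixed before the data were examined) were described by the median log2 ratio of their genes and its percentile among 10000 random lists of the same size matched on step height in 20 levels, with 2.5 and 97.5 as limits; 2 lists with fewer than 2 genes with both values could not be placed. Single sites were set against the 500 sites nearest in step height. The low step heights were read as whole multiples of 2 spacings per time point, and 95% exact intervals for ratios of step heights followed from the numbers of units, for counting error alone. For sites of the Bra-BGC region picked by their ratio, these intervals were also widened for the 54 sites examined (Bonferroni). A step height of 3 units, the limit that a count of 0 allows, is 2.27 at 33 h and 2.17 at 48 h. Percentages have 95% exact binomial intervals. Sequences of 16915 sites (7 had none) were searched for the 14-nt SdpR and 15-nt Bra12 consensus on both strands and for TANNNT, against 100 shuffled copies that kept the dinucleotides. Boxes and start codons were placed by exact matches to the sequences of Fig. S8.

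The genes named were those of the Bra-BGC region that the paper names or draws, the 5 genes with the highest primary step height at each time point, the 10 with the largest rise and the 10 with the largest fall among 2244 genes whose higher step height reached the median of primary sites (52.2), and for each gene list described up to 4 members with the highest step height and the 1 with the largest change. The table gives 1 value per site and time point, and the reads and the counts per gene of Tab. S3A were not used here, so no test between time points was run, and "higher" and "lower" describe these libraries. Tests on simulated data gave the following. Of 200 genes changed 4-fold among 4383 primary sites, 100% passed the 2-fold limit, and 3.35% of unchanged genes did. These simulated counts held counting error and no variation between cultures, so 3.35% is not the false rate to expect in the real data. Ratio intervals held the true ratio in 97.0% of 1200 cases. Random lists of 10 genes fell outside the limits in 6.0% of cases, and lists raised 2-fold lay above the upper limit in 93.0%. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. The RPKM values of Tabs. S3A and B and the genome sequence were not used here. The share of annotated genes with a primary TSS was not computed, since it needs the genome's annotation.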

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

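The tests of the pattern described here were chosen after its values were seen. Among the sites of the Bra-BGC genes and of *AWN90_RS33410* that are not drawn in Fig. S8, 4 had a step height above the median of primary TSSs (46.9 at 33 h and 42.1 at 48 h) at 1 time point or both, and all 4 stood above the limit that a count of 0 allows, 2.27 at 33 h and 2.17 at 48 h. A site inside *AWN90_RS33410*, at 2737728 on the minus strand, had step heights of 812.9 at 33 h and 1010 at 48 h. The site at 2737813 on the plus strand, antisense to *AWN90_RS33410*, had 169.5 and 184.2 and is also the primary TSS of *AWN90_RS33415*, a sigma-70 family sigma factor gene. A site antisense to *bra0*, at 2736745 on the minus strand, had 48.3 and 31.1.

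A site inside *AWN90_RS33355*, a glycosyltransferase gene of the Bra-BGC, at 2724345 on the minus strand, had 19.7 at 33 h and 102.2 at 48 h. The primary TSS of *AWN90_RS33385* and a site inside *AWN90_RS33375* were higher at 48 h as well. The lower bounds of the first 2 ratios were 1.87 or more and that of all 3 was 1.76 or more, but the sites were picked by their ratios, so these bounds alone exclude nothing. With the intervals widened for all 54 sites of the region with both values, the lower bounds were 1.34 or more for the first 2 sites and 1.10 or more for all 3, so counting error does not account for the differences. A scale factor between the time points would move sites of like step height alike, but these bounds lay above the median ratio of all sites (0.846), and the median log2 ratio of the 2 sites (2.05) was at percentile 99.82 of 10000 matched pairs, and that of the 3 sites (1.99) at 99.94 of matched lists of 3. The sites were picked for their rise, so these percentiles describe them and are no independent test. A difference between cultures stays open, as does a change of transcription with time, because each time point has 1 value per site. None of the 3 sites has TANNNT starting 13 to 6 nt upstream, so it also stays open whether they are ends of processed RNA.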

How the results depend on the processing

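No paired analysis was possible because the table used here holds 1 value per site and time point and none per replicate; for the same reason no replicate was left out in turn. The reads and the counts of Tab. S3A were not used here. The share of genes with a primary TSS, planned with protein-coding genes as its alternative, was not run without an annotation. The Bra-BGC without *bra0* and *bra1*, against either control, and leaderless TSSs without RNA genes were chosen after seeing the data. Of 186 alternative values, 56 moved, 5 reversed and the others kept within the limits set, which are 1.5 times for counts and ratios of the Bra-BGC, the 95% interval for percentages, and the SD of matched random lists for list medians. Of 100 list medians 13 moved. These limits are wide: counting each site once took internal TSSs to 4547 and antisense TSSs to 4950, and the sum of primary and secondary sites took the Bra-BGC ratio at 48 h to 0.456 and the sigma factor list to percentile 46.48. No list beyond its limits changed sign, but 10 medians of 9 other lists did, 9 by centring (such as ATP synthase, -0.16 to 0.07) and 1 with no filter (LysR regulators, -0.04 to 0.11). The cause was not tested, except where a threshold leaves fewer sites. The 5 counted as reversed are ratios of the Bra-BGC to primary metabolism, and centring also turned the majority of the 2-fold changes, given below. The ratio was 2.17 at 33 h and 4.56 at 48 h by the step factor, 2.68 and 2.76 against translation factors, ATP synthase and RNA polymerase, and 1.02 at 48 h against sigma factors. Without *bra0* and *bra1*, which leaves the 2 weaker genes, it was 0.138 and 0.163, or 0.192 and 0.267 against sigma factors. Keeping sites at or above the median step height left 8089 TSSs at 33 h and 8212 at 48 h, 97.3% of sites shared between the time points, 633 secondary, 2227 internal, 2607 antisense and 739 orphan TSSs, 33.4% leaderless primary TSSs, and 556 sites higher and 1251 lower at 48 h by 2-fold. The shared percentage was 85.9% for enriched sites and 92.4% with 3 nt of tolerance, and leaderless TSSs made up 29.2% at up to 5 nt and 30.3% at up to 10 nt. Centring the log2 ratios on their median turned the split of 2-fold changes from 1244 higher and 2408 lower to 1935 higher and 1461 lower (34.1% to 57.0% higher), and with no filter 2021 were higher. With no filter, 2 gene lists instead of 1 had a low median, the added one being ectoine synthesis, where 1 of 2 genes has no value at 48 h and is set to 0. The farthest listed site of *lysRNt* has a 5′ UTR of 283 nt. The percentages with the promoter element for primary, secondary, internal, antisense, orphan and all TSSs were 42.2, 40.5, 33.7, 48.4, 45.4 and 42.0% with TATAAT and 2 mismatches (shuffled mean for all 10.7%), which puts antisense and orphan above primary TSSs, 59.8, 38.5, 28.7, 39.0, 44.4 and 40.9% with a window of 14 to 5 nt, and 58.7, 41.7, 40.3, 48.2, 47.4 and 49.5% for sites at or above the median step height. The SdpR consensus matched 4 sites with 1 mismatch and 49 with 2, against shuffled means of 3.6 and 62.6. Depth limits the weak sites most, as the median step height rests on 21 units of coverage or fewer.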

Differences from the paper's values

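The 5′ UTR of *bra12* was 19 nt in the TSS table, and the paper's value, counted in the sequence of Fig. S8 from the marked TSS to the marked start codon, is 67 nt. Both start at the same base, so the start codons are 48 nt, or 16 codons, apart. The values of *sdpR*, *bra0*, *bra1*, *lysRNt* and *ompR* were equal in both. Under the alternative set before the data were examined, the farthest listed site of the gene, *bra12* again had 19 nt and *lysRNt* had 283 nt, from its secondary TSS, against the paper's 71 nt.

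The paper states that the Bra12 box of *bra12p* and the left box of *bra0-1p* have the same sequence, as Fig. 4G aligns them. The sequence of Fig. S8 holds ATAAATTTTGGGTAA in *bra12p*, which differs from the left box ATAAATTTAGGATAA at 2 positions, A9T and A12G, counted from 1 at the box's 5′ end with the left box's base first. The left and right boxes of *bra0-1p* differed at 3 positions (A5T, T8C and A9T), as the paper states.

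The paper states that secondary metabolism clusters had lower RPKM than sigma factor genes. By step height, a measure of single starts and not of whole genes, the Bra-BGC median, over the 4 of its 13 genes with a primary TSS, was 0.946 times that of 19 sigma factor genes at 33 h and 1.02 times at 48 h, below that of ribosomal protein genes at both times (0.680 and 0.620). Without *bra0* and *bra1*, a comparison chosen after seeing the data, only 2 genes remained, *bra12* and *AWN90_RS33385*. Their median was 0.192 and 0.267 times that of sigma factors. As the 2 strongest of the 4 genes were dropped, a lower median was fixed in advance, so it is no evidence for the paper's order. The 13 minus-strand sites from *bra1* to *bra11*, most of them internal, had medians of 6.43 and 7.26. The order by step height therefore depended on which genes and sites enter. Whether this or the unlike measure accounts for the difference from the paper was not tested. Of the other secondary metabolism lists, polyketide synthases (256.5 and 338.5) were above sigma factors (155.6 and 138.7), and non-ribosomal peptide synthetases and ectoine synthesis were below. Terpene synthases and prenyl transferases were below too, but their product names do not show that they belong to secondary metabolism.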

Other observations

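Of the tests described here, those on the lower starts near *ompR* were chosen after the result was seen, and those on the gene lists and on internal TSSs were set before the data were examined. Over all genes with a primary TSS detected at both time points (4383), the median log2 ratio of 48 h to 33 h was -0.23, and 296 genes were at least 2-fold higher and 593 at least 2-fold lower at 48 h. After subtracting this median the counts were 466 higher and 347 lower, so the majority depends on the scale between the time points. The lists of ribosomal protein and RNA polymerase genes stood out upward, and translation factors (-0.50, 10 genes, 7 below 0, percentile 14.46) and sigma factors (-0.42, 19 genes, 12 below 0, percentile 16.86) did not. Ribosomal protein genes had a median of 0.54, 0.77 above that of all genes, with 25 of 28 above 0, and lay at percentile 100 of matched random lists. Among their strong starts were those of L14 (*AWN90_RS15600*, 3707 at 33 h and 6171 at 48 h), S12 (*AWN90_RS39600*, 2535 and 2469, about level) and S8 (*AWN90_RS15625*, 2247 and 3032), and the largest change was that of S16 (*AWN90_RS06765*, 67.3 and 225.3). RNA polymerase genes had a median of 1.08 (4 genes, all above 0, percentile 99.89), with the omega subunit gene *AWN90_RS26325* at 124.8 and 343.8. Iron uptake and siderophore genes had a median of 0.84 (5 of 6 above 0, percentile 99.69), with a substrate-binding protein of siderophore import (*AWN90_RS05820*) at 78.8 and 147.8. The list of WhiB and anti-sigma factors had 0.77 (3 of 4 above 0, percentile 98.58, but 95.63 with secondary sites added). All 4 genes are annotated as WhiB family regulators, so the value says nothing on anti-sigma factors. Two-component systems stood out downward, with a median of -0.53, or -0.30 relative to all genes (44 of 55 below 0, 11 at least 2-fold lower, percentile 0.38). Among their strong starts were those of an ANTAR domain response regulator (*AWN90_RS34185*, 1166 and 616.2, the highest at 33 h), the response regulator gene *AWN90_RS01995* (770.5 and 694.0, the highest at 48 h), *AWN90_RS22890* (897.6 and 679.6) and the kinase gene *AWN90_RS40595* (904.9 and 626.8), and the kinase gene *AWN90_RS33325* had their largest change. Of 25 lists, 0.62 would lie beyond each limit by chance if the genes of a list moved independently, and 4 lay above and 1 below. A difference between cultures could also move a list, so these counts do not show a change with time. The other 20 lists lay within the limits, at percentiles from 3.43 to 89.47 and medians from -0.77 to 0.05. Among them were AfsR/SARP regulators (-0.77, 7 genes, percentile 3.43), respiratory chain (-0.53, 13 genes, 9.17) and central carbon metabolism (-0.06, or 0.17 relative to all genes, 43 genes, 89.47).

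Single genes differed far more, but those with the largest changes were picked by their ratio from 2244 genes. Their 95% intervals were not widened for this choice, so the fold sizes may be overstated. *AWN90_RS36235*, the E1 alpha subunit gene of pyruvate dehydrogenase, had a step height of 5.30 at 33 h and 100.2 at 48 h, an 18.9-fold difference (95% counting interval 8.96 to 48.0). An iron permease gene (*AWN90_RS33245*) had 65.5 and 398.6, a mycoredoxin gene (*AWN90_RS02385*) 291.9 and 1508, a carboxylic acid reductase gene (*AWN90_RS36260*) 40.9 and 238.3, and a nitrite/sulfite reductase gene (*AWN90_RS37420*) 1985 and 6364. In the other direction, the neighbouring genes *AWN90_RS39485* and *AWN90_RS39480*, annotated as methylcrotonoyl-CoA carboxylase and as an acetyl/propionyl/methylcrotonyl-CoA carboxylase subunit alpha, had 202.6 and 14.5 (14.0-fold lower, 8.91 to 23.4) and 69.5 and 6.22 (11.2-fold lower, 5.40 to 24.2). The TetR family regulator gene *AWN90_RS39490* beside them had 176.1 and 22.8. A tRNA-Thr gene (*AWN90_RS12610*) had 6633 and 628.6 and a cytochrome P450 gene (*AWN90_RS35725*) 343.6 and 36.2. The strongest primary TSS at 33 h was that of *AWN90_RS15500*, a hypothetical protein gene (69219 and 16655), and at 48 h that of the RNase P RNA (*AWN90_RS35500*, 14265 and 39535). A ribonucleotide reductase subunit gene (*AWN90_RS05795*, 39334 and 32455) was among the highest 5 at both times, as was a winged helix regulator gene (*AWN90_RS31395*, 22991 and 39121).

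The primary TSSs of *AWN90_RS33325*, *ompR*, *AWN90_RS33335* (78.7 and 18.6) and *lysRNt*, which follow one another at the edge of the Bra-BGC, were all lower at 48 h. The highest upper bound of the 48 h to 33 h ratio over the 4 sites was 0.528. Counting error does not account for this, as that bound was still 0.627 with the intervals widened for all 54 sites of the region with both values. A scale factor between the time points does not either, as 0.627 lies below the median ratio of all sites (0.846). Of the 54 sites, 6 had a widened interval below that ratio and 5 had one above it. The 6 include *AWN90_RS33435* (primary TSS, 0.286 to 0.723) and the site inside *AWN90_RS33475* (0.153 to 0.779) on the other side of the cluster. Falls were thus not confined to this edge. The 4 sites' median log2 ratio of -1.82 was at percentile 0.0 of 10000 matched lists. The sites were picked for their fall, so this percentile describes them and is no independent test. As only 1 value per site and time point is given, a difference between cultures cannot be told apart from a change with time. Lower transcription of this region at 48 h therefore stays open and was not tested.

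More internal (5514) and antisense (6125) than primary TSSs (4540) were listed, but with each site counted in 1 class there were 4547 internal and 4950 antisense TSSs, so the excess of internal TSSs rests almost wholly on sites with several classes. If internal TSSs were all ends of processed or broken RNA, the promoter element TANNNT should be no more frequent in front of them than in shuffled sequence, but it was found at 26.6% of them against at most 3.68% in 100 shuffled copies. This leaves open that part of the internal TSSs without the element may be such ends. Weak sites may account for part of the excess: among the sites at or above the median step height (13.9), 2227 were internal and 3566 primary. As a primary TSS is the strongest listed in front of its gene, this order is partly set by the class definition, and 633 of the 1421 secondary TSSs reached the median. No biological explanation was tested.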
